# Differential effects of inosine monophosphate dehydrogenase (IMPDH/GuaB) inhibition in *Acinetobacter baumannii* and *Escherichia coli*

**DOI:** 10.1128/jb.00102-24

**Published:** 2024-09-05

**Authors:** Yutian Peng, John G. Moffat, Cory DuPai, Eric M. Kofoed, Elizabeth Skippington, Zora Modrusan, Susan L. Gloor, Kevin Clark, Yiming Xu, Shuxuan Li, Liuxi Chen, Xingrong Liu, Ping Wu, Seth F. Harris, Shumei Wang, Terry D. Crawford, Chun Sing Li, Zhiguo Liu, John Wai, Man-Wah Tan

**Keywords:** inosine monophosphate dehydrogenase, GuaB, *Acinetobacter baumannii*, *Escherichia coli*, *de novo* guanine biosynthesis, antibacterial

## Abstract

Inosine 5′-monophosphate dehydrogenase (IMPDH), known as GuaB in bacteria, catalyzes the rate-limiting step in *de novo* guanine biosynthesis and is conserved from humans to bacteria. We developed a series of potent inhibitors that selectively target GuaB over its human homolog. Here, we show that these GuaB inhibitors are bactericidal, generate phenotypic signatures that are distinct from other antibiotics, and elicit different time-kill kinetics and regulatory responses in two important Gram-negative pathogens: *Acinetobacter baumannii* and *Escherichia coli*. Specifically, the GuaB inhibitor G6 rapidly kills *A. baumannii* but only kills *E. coli* after 24 h. After exposure to G6, the expression of genes involved in purine biosynthesis and stress responses change in opposite directions while siderophore biosynthesis is downregulated in both species. Our results suggest that different species respond to GuaB inhibition using distinct regulatory programs and possibly explain the different bactericidal kinetics upon GuaB inhibition. The comparison highlights opportunities for developing GuaB inhibitors as novel antibiotics.

**IMPORTANCE:**

*A. baumannii* is a priority bacterial pathogen for which development of new antibiotics is urgently needed due to the emergence of multidrug resistance. We recently developed a series of specific inhibitors against GuaB, a bacterial inosine 5′-monophosphate dehydrogenase, and achieved sub-micromolar minimum inhibitory concentrations against *A. baumannii*. GuaB catalyzes the rate-limiting step of *de novo* guanine biosynthesis and is highly conserved across bacterial pathogens. This study shows that inhibition of GuaB induced a bacterial morphological profile distinct from that of other classes of antibiotics, highlighting a novel mechanism of action. Moreover, our transcriptomic analysis showed that regulation of *de novo* purine biosynthesis and stress responses of *A. baumannii* upon GuaB inhibition differed significantly from that of *E. coli*.

## INTRODUCTION

*Acinetobacter baumannii* is a Gram-negative, opportunistic human pathogen that is responsible for approximately 2%–4% of hospital-acquired infections globally (1). Due to environmental persistence and rapidly emerging multidrug resistance, *A. baumannii* was categorized as the top priority for research and development of novel antibiotics by the WHO and CDC (2, 3). *Escherichia coli* strains comprise a large and diverse group of Gram-negative bacteria, most of which are harmless and can be found in the environment and human microflora. However, pathogenic *E. coli* acquires virulence attributes and can cause a broad spectrum of diseases, including diarrhea, urinary tract infections and sepsis (4).

Inosine 5′-monophosphate dehydrogenase (IMPDH) catalyzes the first committed step in the synthesis of guanine nucleobases by oxidation of inosine 5′-monophosphate (IMP) to xanthosine 5′-monophosphate (XMP), which is further converted into guanosine 5′-monophosphate (GMP) by GMP synthase (5). Thus, inhibiting IMPDH results in depletion of GTP and dGTP, the building blocks for RNA and DNA, respectively. IMPDH is an enzyme that is conserved from prokaryotes to eukaryotes, but structural characterization has revealed that eukaryotic IMPDHs are divergent from the bacterial enzymes in the active site (6–15). Mycophenolic acid (MPA), a fungal metabolite discovered more than a century ago, specifically inhibits IMPDH and was developed as an immunosuppressant for preventing organ rejection and autoimmune diseases based on the fact that rapidly expanding human immune cells rely on *de novo* biosynthesis for their supply of guanine nucleotides (16, 17). However, MPA has limited activity against the bacterial GuaB. Together, these results suggest the potential for the design of selective antibacterials targeting GuaB enzyme.

In addition to *de novo* biosynthesis, many cells are able to obtain exogenous purines using nucleobase salvage pathways. A number of studies demonstrated that deletion of the *guaB* gene abolished growth *in vitro* under conditions in which the exogenous purines obtained through the salvage pathway are insufficient to compensate for GuaB deficiency. Such appears to be the case in infected tissues as *guaB* mutants of various bacterial pathogens are also avirulent (18–25), indicating salvage pathways alone are insufficient for bacterial viability *in vivo*. Beginning from previously published GuaB inhibitors (10, 26, 27), we developed a series of potent GuaB inhibitors (Fig. 1A) with 10^6^-fold selectivity for the *A. baumannii* GuaB enzyme over human enzymes. More importantly, these inhibitors achieve sub-micromolar minimum inhibitory concentrations (MICs) against the Gram-negative pathogen *A. baumannii* and the Gram-positive pathogen *Staphylococcus aureus* (Table 1).

**Fig 1:**
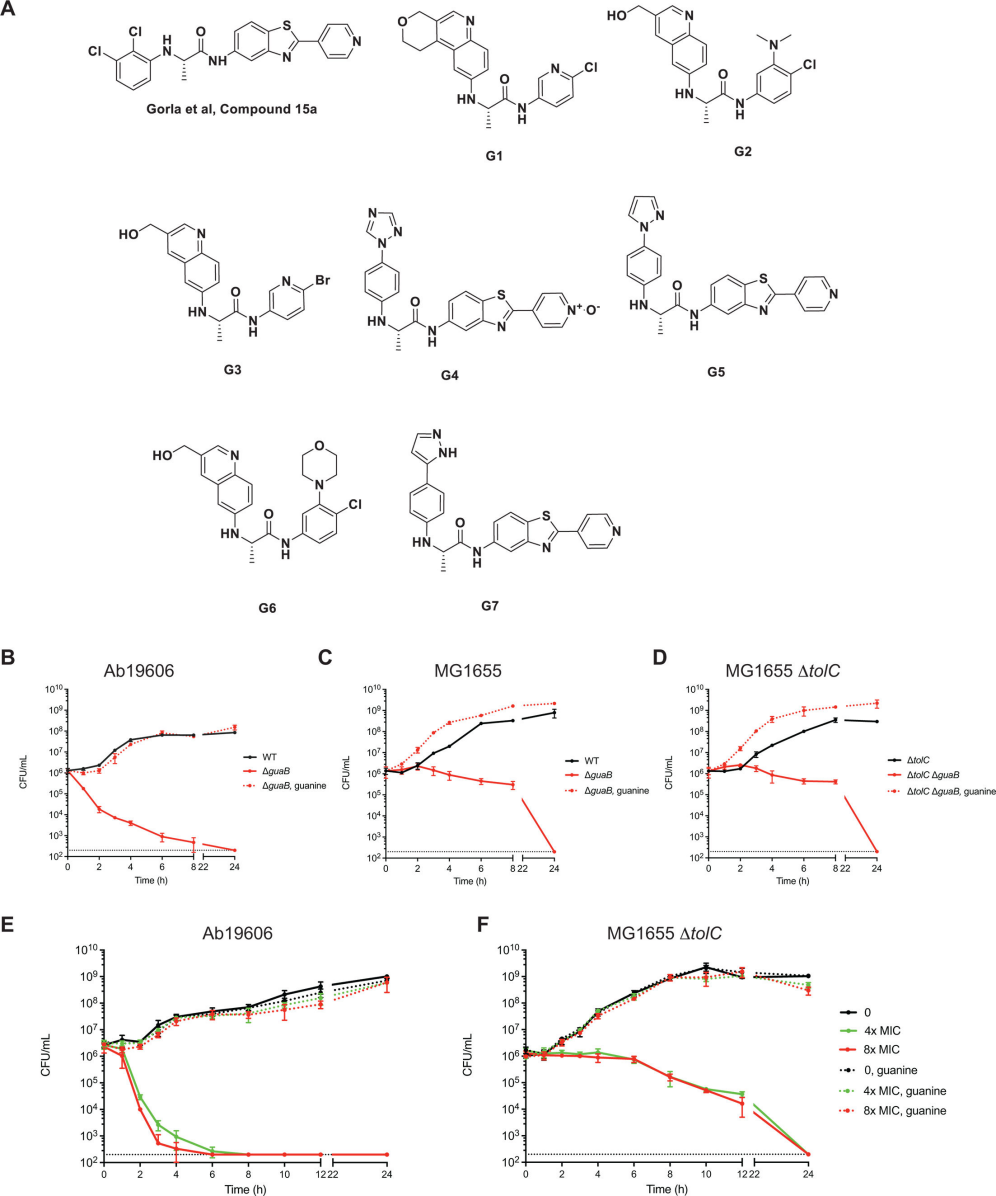
*A. baumannii* and *E. coli* exhibit distinct time-kill kinetics upon GuaB inhibition. (**A**) Chemical structures of published GuaB inhibitor 15a (26) and compounds G1–G7. (**B–D**) Time-kill assays of Ab19606 Δ*guaB,* MG1655 Δ*guaB*, and MG1655 Δ*tolC* Δ*guaB*. The *guaB*-null and corresponding wild-type strains were grown to log phase at 37°C in M9 media supplemented with 100 µM guanine and shifted to M9 media with or without guanine. Viable cells were serially diluted and plated on M9 agar plates supplemented with 100 µM guanine at the indicated time points. (**E and F**) Time-kill assays of Ab19606 and MG1655 Δ*tolC* with the GuaB inhibitor G6 at the concentration of 4× or 8× MIC. Viable cells were serially diluted and plated after exposure to G6 on M9 agar plates with or without 100 µM guanine. The averages and standard deviations of three independent experiments are shown. The dotted line indicates the minimum limit of detection, 200 CFU/mL.

**TABLE 1:** IC_50_ and MIC of GuaB inhibitors (μM)^*a*^

Compound	IC_50_				MIC				
	hIMPDH_2_	GuaB*^Ab^*	GuaB*^Ec^*	GuaB*^Sa^*	*Ab*	*Ab*Δ*lpxA*	*Ab*Δ*adeJ*	*Ec*Δ*tolC*	*Sa*
G1 (28)	>50	2.71 × 10^−4^	4.78 × 10^−1^	3.84 × 10^−4^	0.69	0.025	0.0159	>100	0.18
G2 (28)	>50	6.66 × 10^−4^	1.58 × 10^−2^	3.50 × 10^−3^	2	0.0695	0.0349	7.9	1.4
G3	>50	9.75 × 10^−4^	9.10 × 10^−2^	2.45 × 10^−3^	2.2	0.442	0.0552	59	1.6
G4	>50	6.17 × 10^−4^	9.03 × 10^−1^	6.20 × 10^−4^	2.2	0.156	0.039	>100	0.23
G5	>50	3.94 × 10^−4^	5.69 × 10^−1^	5.11 × 10^−4^	2.6	<0.1	<0.1	>100	0.39
G6	>50	5.64 × 10^−4^	5.90 × 10^−3^	8.01 × 10^−4^	3	0.078	0.0438	4	0.17
G7	>50	8.24 × 10^−4^	1.20	3.94 × 10^−4^	3.1	<0.1	<0.1	>100	0.17

^*a*^ Ab: ATCC19606; Ec: MG1655; Sa: USA300.

In this study, we examined the physiological and regulatory responses to GuaB inhibitors in *A. baumannii* and *E. coli*. We find that these inhibitors are bactericidal with a unique morphological signature in both *A. baumannii* and *E. coli* that differs from other antibiotics. Interestingly, the time-kill kinetics for *A. baumannii* and *E. coli* upon GuaB inhibition are distinct. Although GuaB inhibition results in drastic downregulation in siderophore biosynthesis and transport in both species, it induces opposite effects in regulation of the *de novo* purine biosynthesis and stress responses. These results reveal that inhibition of a highly conserved central metabolic pathway could lead to distinct responses in different species.

## RESULTS

### *A. baumannii* and *E. coli* exhibit distinct time-kill kinetics upon GuaB inhibition

GuaB is essential for Gram-negative bacterial viability in the absence of exogenous guanine (19, 21–24, 29–34). We constructed *guaB* deletions in an *A. baumannii* strain (Ab19606) (28), an *E. coli* strain (MG1655), and an efflux-defective *E. coli* mutant strain (MG1655 Δ*tolC*), and showed that these mutants are viable in M9 media only in the presence of guanine. Upon transfer to M9 media without guanine, the *guaB* mutant of *A. baumannii* 19606 died rapidly, with the colony forming units (CFUs) reduced by more than 3 logs in 6 h after removal of guanine (28). In contrast, the *guaB* deletion in wild-type *E. coli* (MG1655) or the efflux-defective mutant (MG1655 Δ*tolC*) exhibited less than a 1 log decrease in CFUs during the same time period (Fig. 1C and D). No viable bacteria was detectable 24 h after removal of guanine, and supplementation with guanine rescued the *guaB* knockout strains (Fig. 1B through D). The distinct death kinetics suggest that the loss of GuaB activity in the absence of guanine is bactericidal, and there are potentially distinct responses by different bacterial species.

To address the latter question, we used a series of GuaB inhibitors we developed to pharmacologically examine the differential responses of *A. baumannii* and *E. coli* to GuaB inhibition. These inhibitors are effective against *A. baumannii* with MICs ranging between 0.69 and 3.1 µM (Table 1). We found that the outer membrane barrier and efflux pumps are two major factors preventing the GuaB inhibitor from being effective against Gram-negative bacteria. For instance, a lipopolysaccharide (LPS)-deficient mutant Δ*lpxA* of *A. baumannii* had much lower MICs (ranging between 0.025 and 0.442 µM), and deletion of an efflux pump gene (*adeJ*) resulted in 26- to 68-fold decreased MICs. Similarly, deletion of *tolC*, which encodes the outer membrane subunit of multiple efflux pumps, rendered *E. coli* sensitive to a subset of the GuaB inhibitors (Table 1). Based on the fact that deletion of *guaB* in MG1655 Δ*tolC* had similar effects to the deletion in a wild-type MG1655 background (Fig. 1C and D), we concluded that TolC only affects efflux of the GuaB inhibitors and therefore used MG1655 Δ*tolC* in the rest of our study.

We chose to focus on inhibitor G6, which has comparable MICs against both Ab19606 and MG1655 Δ*tolC* (Table 1). To elucidate the binding mode of the G6 inhibitor, we determined the crystal structure of G6 bound to *A. baumannii* GuaB. The crystallographic asymmetric unit contains an octamer of GuaB, with each copy showing a clear density of G6 bound at the NAD + co-factor position adjacent to and contacting IMP, illustrating the direct interaction and plausible mechanism of inhibition (Fig. S1). This binding position allows G6 to interact with two neighboring protomers of GuaB, contacting several key residues (e.g., Glu416, Tyr445, and Ala249) that have been indicated as pivotal for species selectivity (8, 10). Similar to deletion of *guaB*, G6 had bactericidal effects in both species. At 4× the MIC, G6 was rapidly bactericidal against Ab19606, reducing CFUs by 3 logs within 6 h (Fig. 1E), whereas it decreased MG1655 Δ*tolC* CFUs by <1 log after 6 h (Fig. 1F). Similar to the *guaB* knockout strains, supplementing with guanine fully rescued GuaB inhibition (Fig. 1E and F). Thus, *A. baumannii* and *E. coli* exhibit distinct time-kill kinetics upon inhibition of GuaB. This difference in time-kill kinetics was unlikely due to the difference in IC_50_ of *A. baumannii* and *E. coli* enzymes because the *S. aureus* enzyme has a similar IC_50_ as the *A. baumannii* enzyme, yet we found that the time-kill kinetics of G6 in *S. aureus* were static over 24 h (Fig. S2). Similarities in the death kinetics between the *guaB* mutant (removal of GuaB protein by genetics) and GuaB inhibition (chemical inhibition of GuaB function), coupled with the co-crystal structure, support the specificity of G6 as a cellular GuaB inhibitor.

### GuaB inhibition leads to novel characteristic morphological changes

To understand the effects of GuaB inhibition in *A. baumannii* and *E. coli*, we imaged Ab19606 and MG1655 Δ*tolC* in the presence of 4× MIC of G6 for 5 h. Exogeneously expressed cytoplasmic GFP serves as an indicator for integrity of the bacterial cell envelope. As visualized by time-lapse microscopy (Fig. 2A), both strains grew in the absence of GuaB inhibitors. In the presence of G6, MG1655 Δ*tolC* cells continued to grow but failed to divide, resulting in elongated cells with evenly distributed GFP. Ab19606 cells also failed to divide, but instead of elongating, they became rounder. Moreover, cytoplasmic GFP was excluded from certain cellular structures that grew larger over time (Fig. 2A).

**Fig 2:**
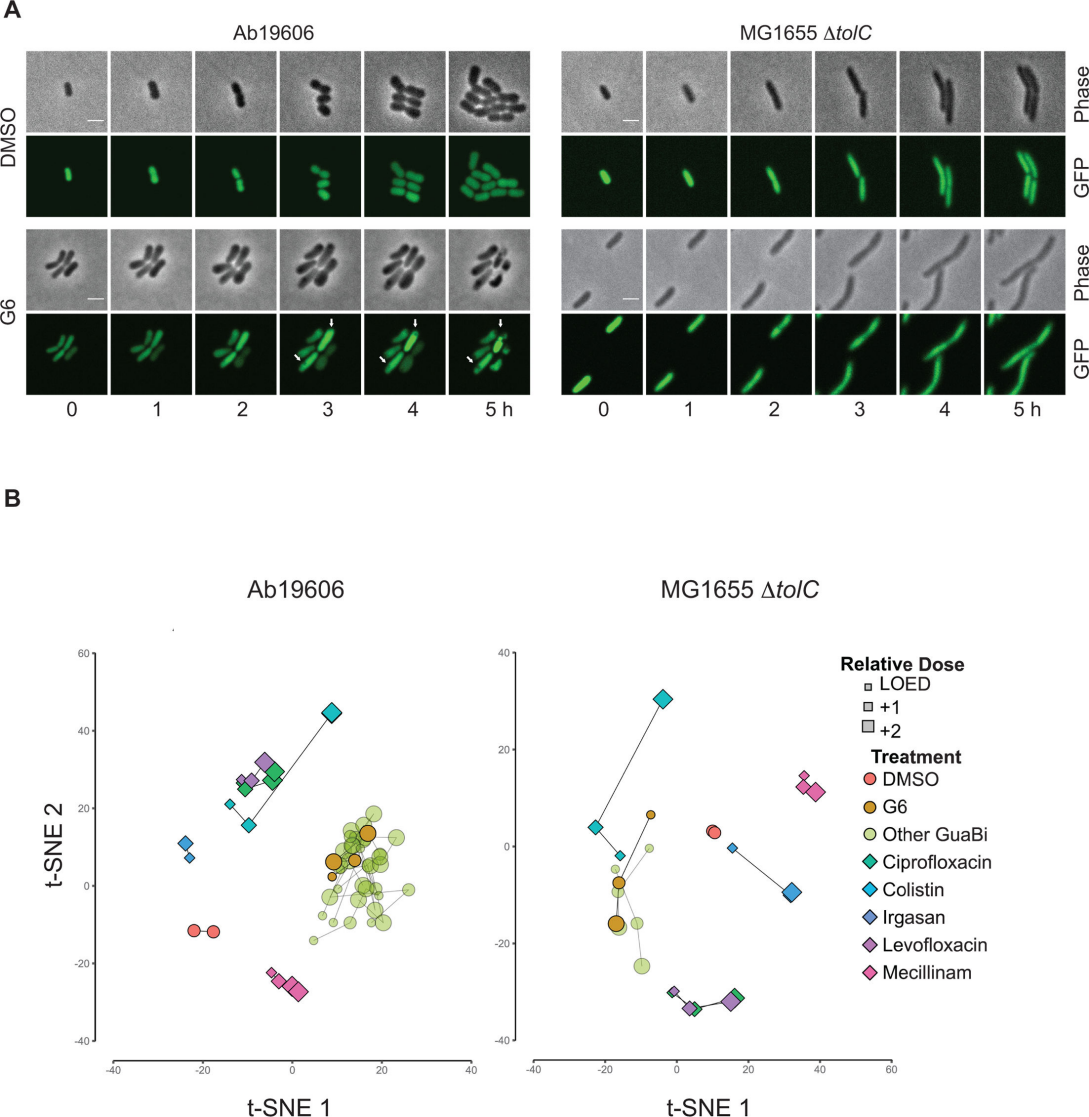
GuaB inhibition leads to novel morphological changes. (**A**) Morphology of Ab19606 and MG1655 Δ*tolC* bacterial cells treated with G6. The log-phase bacterial cells expressing cytoplasmic GFP were imaged at 37°C in M9 media containing G6 at 4× MIC. Representative images are shown. Scale bar, 2 µm. Arrows point at the cellular structures excluded from cytoplasmic GFP. (**B**) Phenotypic profiling of bacteria treated with reference antibiotics, G6, and other GuaB inhibitors (GuaBi). Multi-dimensional morphological and textural descriptors derived from microscopy images were used to cluster samples by t-SNE. Sizes of the symbols (“+1” and “+2”) indicate the relative dose in twofold increments compared with the lowest effective dose (LOED). Lines connect different doses of the same compound.

To quantify the observed morphological changes induced by GuaB inhibition, we applied an unbiased quantitative imaging approach. Previous reports using quantitative imaging showed that antibiotics with the same mechanism of action induce similar phenotypes, whereas different classes of antibiotics generate distinct morphological signatures (35, 36). Ab19606 and MG1655 Δ*tolC* were incubated with multiple concentrations of reference antibiotics or the GuaB inhibitors before staining with Sytox Green, which only stains cellular DNA upon outer membrane disruption, and FM4-64, which stains membranes. DNA was stained with DAPI after paraformaldehyde fixation. Images were processed to extract morphological feature descriptors. Following normalization, feature selection, and calculation of Euclidean distance from the DMSO control, the lowest observed effective dose (LOED) for each compound was determined as the lowest dose with a significant Euclidean distance from the DMSO control. Similarities and clustering of treatments were visualized using t-stochastic neighborhood embedding (t-SNE) clustering based on the selected morphological features. All GuaB inhibitors that possessed antibacterial activity in the MIC assay showed significant phenotypic effects at their respective LOEDs. All active GuaB inhibitors showed dose–response increases in phenotypic signatures and clustered together in the t-SNE plots for both Ab19606 and MG1655 Δ*tolC* (Fig. 2B). This strongly indicates that all GuaB inhibitors are acting by the same mechanism of action. Importantly, as seen with t-SNE clustering, each of the reference antibiotics with a distinct mechanism of action was differentiated from the others and from the GuaB inhibitors, whereas antibiotics with the same mechanism of action (e.g., ciprofloxacin and levofloxacin) clustered together (Fig. 2B).

### GuaB inhibition induces global transcriptional changes in *A. baumannii* and *E. coli*

The observation that GuaB inhibition resulted in different time-kill kinetics and distinct cell morphological changes in *A. baumannii* and *E. coli* prompted us to investigate whether there are differential regulatory responses induced by G6. We treated Ab19606 and MG1655 Δ*tolC* with 4× MIC of G6 for 1 h before RNA extraction and RNA-Seq. 

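RNA was sequenced from 24 cultures, 12 of Ab19606 and 12 of MG1655 Δ*tolC*. Each strain had 4 groups of 3 libraries, which were untreated cells at 0 h, untreated cells at 1 h, and cells treated for 1 h with G6 or with ciprofloxacin. Both drugs were used at 4× MIC and 37 °C. For Ab19606 this was 12 µM G6 or 4 µg/mL ciprofloxacin, and for MG1655 Δ*tolC* it was 16 µM G6 or 0.016 µg/mL ciprofloxacin. The sample labels give G6 as a GuaB inhibitor without replicate numbers, so the replicate numbers used here follow the order of the library identifiers and pair no libraries. The authors depleted rRNA, sequenced single-end reads on an Illumina HiSeq instrument, removed rRNA reads and low-quality reads, and aligned the rest with GSNAP to the Ab19606 genome or that of *E. coli* K-12 MG1655. They deposited the number of uniquely mapped reads counted on each gene in each library, without normalization. Whether the counting respected the strand, and which annotation release it used, is not stated in the paper's text. Because only uniquely mapped reads were counted, reads shared by near-identical genes are absent from the counts. In Ab19606, the libraries held 30555653 to 33715517 counts at 0 h (median 33107789), 26784056 to 37972271 in untreated cells at 1 h (median 34810638), 26562135 to 31899538 after G6 (median 27267382) and 15362698 to 20333434 after ciprofloxacin (median 16545770). The MG1655 Δ*tolC* libraries held 34848607 to 40717382 counts at 0 h (median 38897964), 20592263 to 33901342 in untreated cells at 1 h (median 29762842), 18232467 to 25958926 after G6 (median 19180305) and 25016988 to 38026362 after ciprofloxacin (median 32016307). The 10 most abundant genes took 21.3% to 33.4% of the counts in untreated Ab19606 at 1 h and 13.2% to 16.7% after G6. The same share in MG1655 Δ*tolC* was 16.8% to 20.9% in untreated cells at 1 h and 34.6% to 37.2% after G6. The 9 libraries of a strain at 1 h were analysed together, starting from the counts. Genes with too few counts were removed with edgeR's filterByExpr (minimum count 10, minimum total count 15), which left 3727 of 3748 genes in Ab19606 and 4369 of 4518 genes in MG1655 Δ*tolC*. Library sizes were scaled by the TMM method, and G6 and ciprofloxacin were each compared with untreated cells at 1 h by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was counted as changed when its fold change was above 2, a log2 fold change beyond 1 in either direction, at an adjusted p under 0.05. Levels are given as log2 CPM, counts scaled to library size with a prior count of 2, as mean ± SD (n = 3 libraries). The common biological coefficient of variation was 0.455 in Ab19606 and 0.249 in MG1655 Δ*tolC*, so the Ab19606 libraries of one group differed more among themselves. With 3 libraries against 3, an exact two-sided permutation test of a single gene cannot give a p below 0.1, and 10% of unchanged genes have all 3 libraries of one group above or below all 3 of the other by chance.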

We chose this condition based on the fact that GuaB inhibition at 4× MIC mimicked deletion of *guaB* over the time tested (Fig. 1B through F), yet the bacterial cells remained intact and actively grew in size at this time point (Fig. 2A). As a control, we included ciprofloxacin that impedes DNA replication by inhibiting DNA topoisomerase and DNA gyrase. Treatment with G6 led to global transcriptome changes in both species, and the pattern of changes is distinct from that of ciprofloxacin (Fig. S3). 

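Across the 3727 genes tested in Ab19606, the log2 fold changes after G6 and after ciprofloxacin had a Pearson's r of 0.111 and a Spearman's rho of 0.0954. Across the 4369 genes tested in MG1655 Δ*tolC*, r was 0.329 and rho was 0.352. These relations are across genes, which are not independent replicates, and both fold changes share the untreated libraries, which alone makes them correlate. In 20 simulations with no effect of either drug, the shared libraries gave a mean r of 0.496 in Ab19606 (0.474 to 0.516) and 0.488 in MG1655 Δ*tolC* (0.434 to 0.536), with mean rho of 0.466 and 0.454. Both measured correlations lay below these ranges. Effects that are unrelated between the drugs would by themselves lower r, and the simulations hold no effects. A value below the range therefore cannot show how distinct the responses are. The simulations are of libraries that vary independently. Deviations from the group mean of same-numbered untreated and ciprofloxacin libraries correlated at 0.523, 0.651 and 0.416 in Ab19606. In MG1655 Δ*tolC* these values were 0.601, 0.201 and 0.324. Such shared variation can lower the correlation expected without an effect, so the simulated values may be too high. Without G6 replicate 2, r in Ab19606 was −0.0141, and without untreated 1 h replicate 3 it was 0.191. The fold changes after the 2 drugs had the same sign for 52.5% of genes in Ab19606 and 62.7% in MG1655 Δ*tolC*. In the simulations the shares were 66.4% and 66.0%, and the limits given for r apply to them too. Both drugs changed 116 genes in Ab19606. Of these, 34 were higher with both, 57 were lower with both and 25 moved in opposite directions. The corresponding number in MG1655 Δ*tolC* was 403, with 144 higher, 181 lower and 78 opposite. If the calls for the 2 drugs were independent, 73.7 and 352 shared genes would be expected. The simulations called a mean of 0 and 0.1 genes for G6, so they give no value to set beside these numbers. When G6-treated and ciprofloxacin-treated libraries were compared directly, 1098 genes differed in Ab19606 (494 higher and 604 lower after G6) and 2037 differed in MG1655 Δ*tolC* (927 higher and 1110 lower). Under total-count scaling the numbers were 907 higher and 411 lower in Ab19606 and 678 higher and 1453 lower in MG1655 Δ*tolC*, so the balance depends on the scaling and reverses in Ab19606. The 3 libraries of one drug all lay above or below the 3 of the other in 51.8% and 74.0% of all genes tested, against 10% by chance. A test against a fold change of 2 (glmTreat) moved the Ab19606 count the most, to 453, and gave 1414 in MG1655 Δ*tolC*. Without ciprofloxacin replicate 2 the Ab19606 count was 707. In Ab19606, the hypoxanthine phosphoribosyltransferase gene *HPT* (DJ41_RS10070) had a log2 fold change of 3.80 after G6 (SE 0.413, adjusted p = 0.000392) and 0.52 after ciprofloxacin (SE 0.371, adjusted p = 0.428, not changed) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 3 G6 libraries lay above all 3 untreated libraries. The ABC transporter gene *SSUA* (DJ41_RS09835) had a log2 fold change of 5.92 after ciprofloxacin (SE 0.426, adjusted p = 0.000187) and 1.20 after G6 (SE 0.353, adjusted p = 0.0366) by the same edgeR test, with 3 of 3 libraries above the untreated ones for each drug. Its G6 call was lost without untreated 1 h replicate 1, untreated 1 h replicate 3 or G6 replicate 2. The other largest increases after G6 among genes the paper does not name were in the hypothetical genes DJ41_RS09665 (4.08), DJ41_RS09655 (3.90) and DJ41_RS09670 (3.80), given as log2 fold changes. The largest decreases were in the acinetobactin genes *BASB* (DJ41_RS14995, −5.23) and *BASC* (DJ41_RS15025, −5.17), the peptide synthetase gene DJ41_RS15030 (−4.84) and the hemin uptake gene DJ41_RS15835 (−4.54). After ciprofloxacin, increases were largest in *SSUA*, DJ41_RS05845 (5.72), the ATPase gene DJ41_RS05835 (5.68), DJ41_RS21595 (5.67) and DJ41_RS0103895 (5.61). Decreases were largest in DJ41_RS15835 (−4.76), the acetyltransferase gene *TTR* (DJ41_RS18480, −3.24), the peptidase gene DJ41_RS19115 (−3.24) and *BASH* (DJ41_RS15065, −3.12). The call of *TTR* was lost with any of 5 libraries left out. The adenosine deaminase gene *add* (b1623) of MG1655 Δ*tolC* had a log2 fold change of 5.79 after G6 (SE 0.376, adjusted p = 1.96e-06, 3 of 3 libraries higher) and 0.04 after ciprofloxacin (SE 0.307, adjusted p = 0.947) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The other largest log2 fold changes after G6 were in *spy* (b1743, 6.10), *torC* (b0996, 5.74), *ves* (b1742, 5.37) and *yfeK* (b2419, 5.35), and in *gatB* (b2093, −8.64), *trpE* (b1264, −8.37), *flgB* (b1073, −8.32), *gatC* (b2092, −7.99) and *hdeD* (b3511, −7.79). After ciprofloxacin they were in the LexA-regulated gene *tisB* (b4618, 7.05), *sulA* (b0958, 5.65), *umuD* (b1183, 5.53), *recN* (b2616, 5.49) and *yebG* (b1848, 4.88), and in *yfdS* (b2362, −3.15), *cnu* (b1625, −3.04), *dosC* (b1490, −2.97), *arnC* (b2254, −2.90) and *fliD* (b1924, −2.84). All libraries of these MG1655 Δ*tolC* genes lay on their side of the untreated libraries for the drug named. *spy* took 2.65% to 3.07% of the counts after G6 and 2.73% to 3.46% at 0 h, against 0.0551% to 0.103% in untreated cells at 1 h. Its increase with G6 is thus measured against untreated cells in which it had fallen during the hour.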

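With G6, 796 of the 3727 genes tested in Ab19606 changed by the thresholds above, of which 367 were higher and 429 lower than in untreated cells at 1 h. Of 4369 genes in MG1655 Δ*tolC*, 2116 changed, 949 higher and 1167 lower. On the adjusted p alone, 913 and 3041 genes passed. The 3 treated libraries all lay on one side of the 3 untreated ones for 779 of the 796 genes and 2099 of the 2116. Over all genes tested, the share was 35.2% and 73.8%, against the 10% that chance gives. Of the alternatives set beforehand, a test against a fold change of 2 (glmTreat) moved the Ab19606 count the most, to 256 genes, all of them among the 796, and gave 1475 in MG1655 Δ*tolC*. Leaving out untreated 1 h replicate 1 lowered it to 557 and leaving out G6 replicate 2 raised it to 938. The MG1655 Δ*tolC* count was 2037 at its lowest with each library left out in turn. Scaling by total count alone moved the median log2 fold change of all genes from 0.0471 to 0.514 in Ab19606 and from −0.154 to −1.05 in MG1655 Δ*tolC*. Under that scaling 649 genes were higher and 227 lower in Ab19606, and 415 were higher and 2204 lower in MG1655 Δ*tolC*, so the balance of higher and lower genes depends on the scaling. Upper-quartile scaling put the MG1655 Δ*tolC* median at −0.377.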

The expression of 523 and 2108 genes were significantly changed (fold change >2, *P* < 0.05) after treatment of G6, representing 14.3% and 49.2% of total protein-coding genes in Ab19606 and in MG1655 Δ*tolC*, respectively (Table S2). We further performed KEGG pathway enrichment analysis for each strain and identified different sets of pathways that were significantly affected by GuaB inhibition in Ab19606 and in MG1655 Δ*tolC* (Table S3).

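Gene lists were tested with limma's camera (inter-gene correlation 0.01) for the G6 contrast. They were 27 KEGG labels taken from the ortholog table, tested against all genes of that table, and 7 lists of the genes the paper plots, with flagellar genes as an added list in MG1655 Δ*tolC*. Adjustment was over the lists of each strain. Of 34 lists in Ab19606, 18 passed an adjusted p of 0.05, and of 35 in MG1655 Δ*tolC*, 20 did. Among the KEGG labels alone, 11 passed in Ab19606 and 12 in MG1655 Δ*tolC*. Where the median, the mean and the test of a list differed in sign (4 lists in Ab19606 and 2 in MG1655 Δ*tolC*), the list did not pass. Every call also passed fry, which passed 19 and 31 lists. With the inter-gene correlation estimated from the libraries, no list passed after adjustment in either strain, while 8 and 5 lists had an unadjusted p under 0.05. The study chose these pathways and lists from the same libraries, so the tests are not independent evidence. In Ab19606, the median log2 fold change was −1.21 over 55 ribosome genes (26 lower and 1 higher, camera adjusted p = 1.34e-06 by limma), −0.96 over 36 oxidative phosphorylation genes (16 lower and 1 higher, adjusted p = 1.86e-05), 0.94 over 21 aminoacyl-tRNA genes (8 higher, adjusted p = 0.000162) and 1.06 over 12 genes of the one-carbon pool (7 higher, adjusted p = 0.00113). Pyruvate, propanoate, citrate cycle and glutathione metabolism passed with negative medians, and homologous recombination with a positive one. For MG1655 Δ*tolC*, the median was −1.39 over 35 oxidative phosphorylation genes (19 lower and 1 higher, adjusted p = 0.00103), −1.83 over 14 phenylalanine, tyrosine and tryptophan genes (10 lower, adjusted p = 0.00269), 1.61 over 10 sulfur relay genes (7 higher, adjusted p = 0.0120) and 0.99 over 18 folate biosynthesis genes (9 higher, adjusted p = 0.00101), by the same limma test. The folate median was 0.08 under total-count scaling. The MG1655 Δ*tolC* ribosome genes had a median of −0.30 and were not called (adjusted p = 0.400 by limma's camera, 13 higher and 17 lower). Of the KEGG labels called in both strains, the histidine metabolism genes moved in opposite directions, with a median of 1.15 in Ab19606 (adjusted p = 0.00654, 4 of 8 higher) and −3.18 in MG1655 Δ*tolC* (adjusted p = 0.000125, 8 of 8 lower) by limma's camera. None of the medians named here changed sign under RLE, upper-quartile or total-count scaling.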

To directly compare the effects of GuaB inhibition on *A. baumannii* and *E. coli* gene expression, we focused on the genes conserved in both species. To this end, we identified 1327 orthologs using a phylogenetic orthology inference-based OrthoFinder (37, 38). Among them, 502 and 714 orthologs have significant changes (fold change >2, *P* < 0.05) in Ab19606 and in MG1655 Δ*tolC*, respectively (Fig. 3; Table S4). 

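The 1327 ortholog rows of Table S4 pair 1236 *E. coli* genes with Ab19606 genes, so some *E. coli* genes stand beside more than 1 Ab19606 paralog. All 1327 rows had enough counts to be tested in both strains. Over these rows, the log2 fold changes with G6 in the 2 strains had a Pearson's r of 0.164 and a Spearman's rho of 0.116. This relation is across genes, which are not independent replicates. With only the *E. coli* genes that have a single ortholog row, r was 0.136.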

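By the thresholds used for single genes, 384 of the 1327 ortholog rows changed with G6 in Ab19606 (196 higher and 188 lower) and 699 changed in MG1655 Δ*tolC* (362 higher and 337 lower). On the adjusted p alone, 444 and 982 rows passed. The Ab19606 count moved the most, to 120, when genes were tested against a fold change of 2 (glmTreat), and lay between 282 and 432 with each library left out in turn. The MG1655 Δ*tolC* count lay between 684 and 709. In both strains 227 rows changed. Of these, 66 were higher in both, 77 were lower in both, and 84 moved in opposite directions, with 48 higher in Ab19606 and lower in MG1655 Δ*tolC* and 36 the reverse. A row that passes in one strain only is not thereby shown to differ between them, so the difference between the strains was also tested, with both strains in one fit and a term for strain by drug. The effect of G6 differed for 730 rows at an adjusted p under 0.05, and by more than 1 log2 unit for 664 of them. The effect of ciprofloxacin differed for 222 rows.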

For the rest of the study, we focused on the orthologs relevant to GuaB inhibition and bacterial viability.

**Fig 3:**
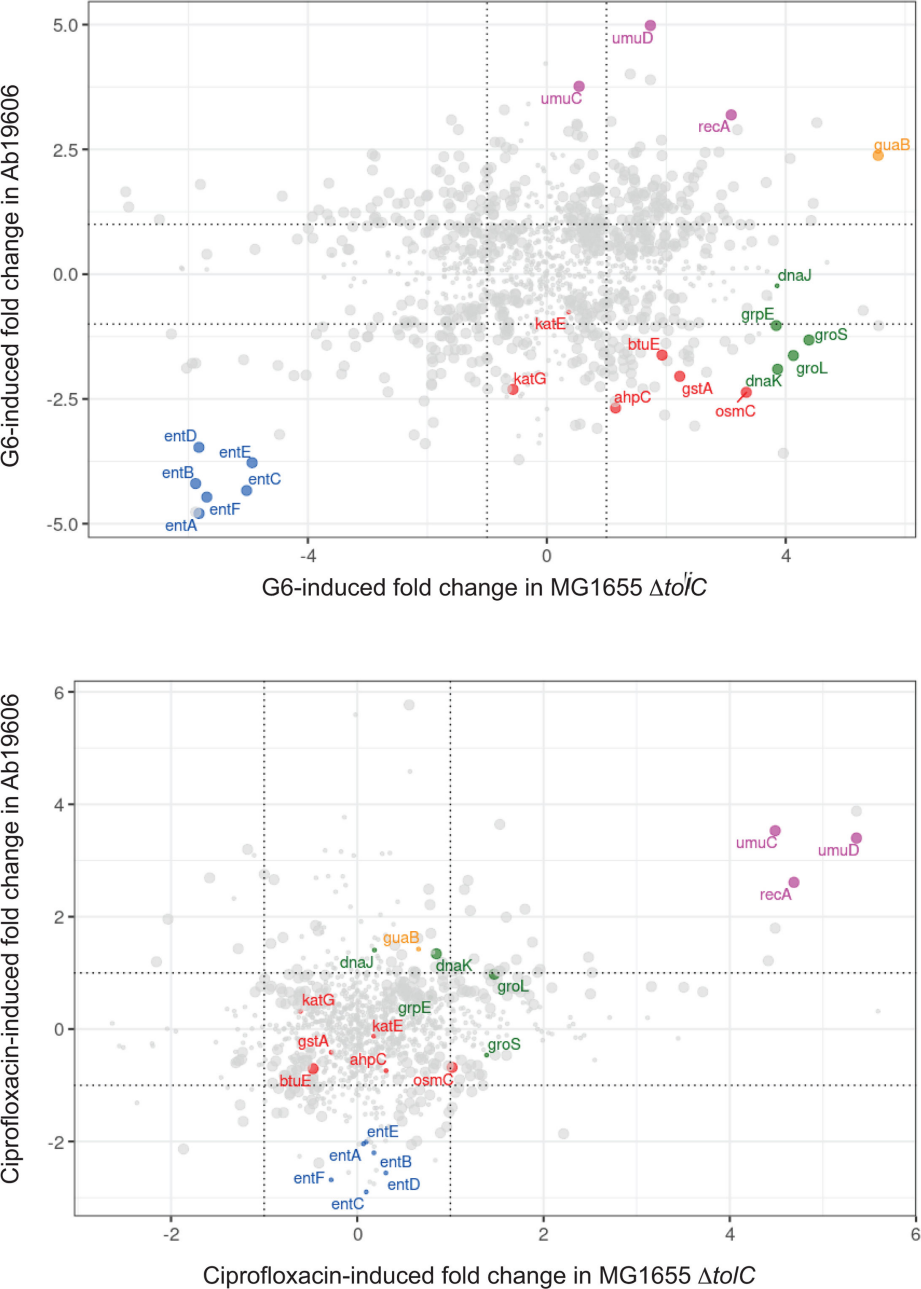
Transcriptional changes of orthologous genes in *A. baumannii* and *E. coli* induced by GuaB inhibition. Bacterial cells in log phase were treated with G6 or ciprofloxacin at 4× MIC for 1 h before RNA extraction. The log2 fold change in treated cells compared with untreated cells in *A. baumannii* (y-axis) and *E. coli* (x-axis). Each dot represents an ortholog. Large dots represent orthologs that have significant changes (*P* < 0.05) in both species; small dots represent orthologs that have significant changes only in one species or neither. The orthologs with similar functions are highlighted in color: the target *guaB* (orange); siderophore biosynthesis *ent* genes (blue); molecular chaperone genes (green); ROS detoxifying genes (red); DNA repair genes (purple).

### Distinct regulation of *de novo* purine biosynthesis in *A. baumannii* and *E. coli* upon GuaB inhibition

We first examined changes in the expression of each conserved genes in the *de novo* purine biosynthesis pathway (Fig. 4A) and the intersecting metabolism pathways (Fig. S4). Intriguingly, with the exception of the *guaB* and *guaA* genes, which were upregulated in response to G6 in both species, the majority of genes in the pathway was regulated in an opposite manner between species. 

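*guaB* (DJ41_RS10355) lies between 1272338 and 1273804 on the Ab19606 contig that Table S2 names. Its level was 10.5 ± 0.688 log2 CPM in untreated cells at 1 h and 12.9 ± 0.791 after G6 (SD, n = 3), a log2 fold change of 2.56 (SE 0.507, adjusted p = 0.00681 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *guaB* of MG1655 Δ*tolC* (b2508) lies between 2632604 and 2634070 of the MG1655 chromosome, next to *guaA* (b2507, 2630958 to 2632535). Its level was 7.31 ± 0.522 log2 CPM in untreated cells and 12.7 ± 0.143 after G6, a log2 fold change of 5.31 (SE 0.478, adjusted p = 1.29e-05 by the same edgeR test). *guaA* had a log2 fold change of 1.76 in Ab19606 (DJ41_RS09155, SE 0.328, adjusted p = 0.00523) and 3.53 in MG1655 Δ*tolC* (SE 0.319, adjusted p = 1.35e-05) by the same edgeR test. For both genes in both strains, all 3 G6 libraries lay above all 3 untreated ones, and all calls held with each library left out and under every scaling tried. The increase was smaller in Ab19606, where the log2 fold change less that in MG1655 Δ*tolC* was −2.76 for *guaB* (adjusted p = 0.00236) and −1.76 for *guaA* (adjusted p = 0.00364), by the strain-by-drug term in edgeR.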

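The 10 genes *purF*, *purD*, *purN*, *purT*, *purL*, *purM*, *purK*, *purE*, *purC* and *purH* encode enzymes of steps before IMP and form the list used here. *purB*, which the paper places with AMP biosynthesis, is outside this list and is given below. In Ab19606, 8 of the 10 had a positive log2 fold change with G6 and the median was 0.80 (mean 1.02, camera adjusted p = 0.00146 by limma). 4 of them changed, namely *purK* (DJ41_RS10010), *purE* (DJ41_RS10015), *purL* (DJ41_RS14290) and *purN* (DJ41_RS14180), whether the adjustment was over all genes tested or adjusted over the list alone. The study chose this list on these samples, so the count over the list alone is not independent evidence. *purK* rose from 7.64 ± 0.239 to 10.4 ± 0.301 log2 CPM (SD, n = 3), a log2 fold change of 2.78 (SE 0.255, adjusted p = 0.000177 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of 3 libraries higher). *purE* had a log2 fold change of 2.39 (SE 0.418, adjusted p = 0.00397) and *purL* of 1.46 (SE 0.275, adjusted p = 0.00551) by the same edgeR test, with 3 of 3 libraries higher. *purN*, at 1.11 (SE 0.288, adjusted p = 0.0228 by edgeR, 3 of 3 libraries higher), was no longer called without untreated 1 h replicate 3 or G6 replicate 1. *purM* (0.94), *purF* (0.66), *purH* (0.59) and *purC* (0.51) had smaller increases, *purT* (−0.06) and *purD* (−0.24) had estimates below 0, and none of these 6 changed. *purM* passed on the adjusted p (0.0186 by edgeR) and lay below the fold change asked. Under total-count scaling all 10 estimates were above 0 and 7 genes changed. *purM* was called without untreated 1 h replicate 2, at 1.27. All 10 estimates in MG1655 Δ*tolC* were negative, with a median of −2.52 (camera adjusted p = 0.0201 by limma). Over all genes tested 9 changed, and adjusted over the list alone 10 did. *purL* (b2557) fell from 8.77 ± 1.15 to 4.60 ± 0.0945 log2 CPM (SD, n = 3), a log2 fold change of −4.49 (SE 0.745, adjusted p = 0.000608 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of 3 libraries lower). The others that changed lay between −3.50 (*purF*) and −1.90 (*purN*), with 3 of 3 libraries lower. *purE* (b0523), at −1.30 (SE 0.531, adjusted p = 0.0535 by edgeR, 3 of 3 libraries lower), did not pass. It passed without untreated 1 h replicate 2 or 3. Untreated 1 h replicate 1 carried much of the MG1655 Δ*tolC* decrease, and without it the log2 fold change was −2.06 for *purD*, −1.91 for *purM*, −1.50 for *purH*, −1.40 for *purK*, −0.58 for *purE* and −1.16 for *purN*, which was then not called. The call of *purN* was also lost without any 1 of the 3 G6 libraries. The log2 fold change in Ab19606 less that in MG1655 Δ*tolC* had a median of 3.43 over the 10 genes (camera adjusted p = 0.00184 by limma), and each of the 10 differed by the strain-by-drug term. The median stayed positive under each scaling, between 3.27 and 4.84.

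**Figure D1:**
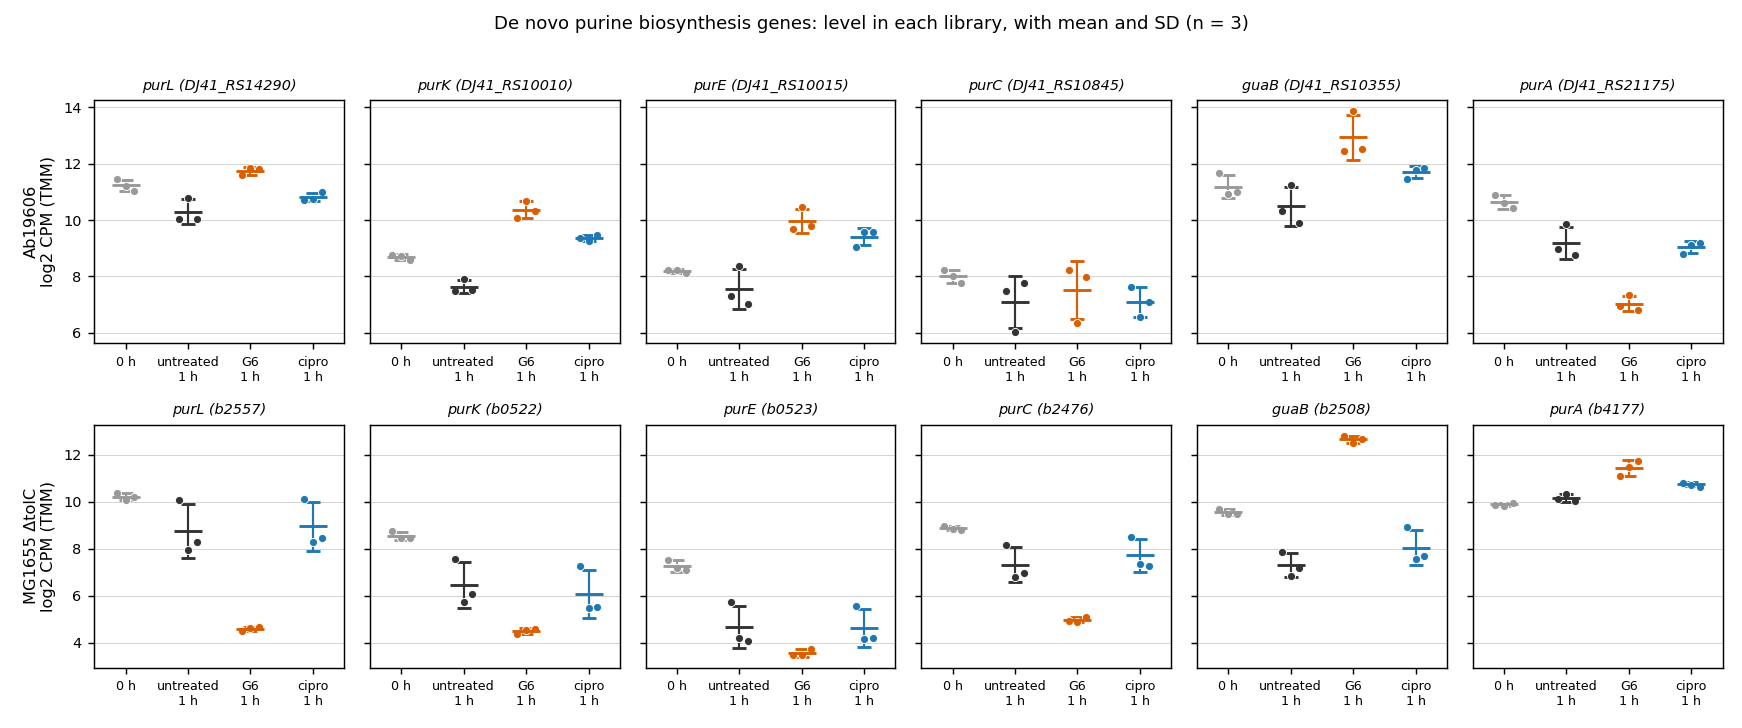
Levels of *purL*, *purK*, *purE*, *purC*, *guaB* and *purA* in each library (points) as log2 CPM after TMM scaling, with the mean and SD (n = 3) of each group, in Ab19606 and MG1655 Δ*tolC*. After G6, *purK* stood at 10.4 in Ab19606 against 7.64 in untreated cells at 1 h, while *purL* stood at 4.60 in MG1655 Δ*tolC* against 8.77. The direction of the plotted G6 changes was the same under RLE, upper-quartile and total-count scaling.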

A general pattern emerged that upon exposure to G6, genes participating in steps before IMP formation were significantly upregulated in Ab19606 but downregulated in MG1655 Δ*tolC* (Fig. 4B). Moreover, genes whose products are involved in AMP biosynthesis, *purA* and *purB*, were upregulated in MG1655 Δ*tolC*, whereas in Ab19606 *purA* was downregulated, and *purB* was unchanged (Fig. 4B).

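*purA* had the opposite sign in the 2 strains. It rose in MG1655 Δ*tolC* (b4177) from 10.2 ± 0.170 to 11.4 ± 0.330 log2 CPM (SD, n = 3), a log2 fold change of 1.32 (SE 0.189, adjusted p = 0.000256 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of 3 libraries higher). In Ab19606 (DJ41_RS21175), it fell from 9.19 ± 0.583 to 7.03 ± 0.269 log2 CPM, a log2 fold change of −2.17 (SE 0.342, adjusted p = 0.00246 by the same edgeR test, 3 of 3 libraries lower). The difference between the strains was −3.48 (adjusted p = 3.14e-06 by the strain-by-drug term in edgeR). *purB* (b1131) had a log2 fold change of 1.44 in MG1655 Δ*tolC* (SE 0.440, adjusted p = 0.0163 by edgeR, 3 of 3 libraries higher), which was not called without untreated 1 h replicate 2 or 3. In Ab19606, *purB* (DJ41_RS14835) had a log2 fold change of 0.11 (SE 0.334, adjusted p = 0.851 by edgeR), with overlapping libraries. Its difference between the strains, −1.33, did not pass (adjusted p = 0.0564 by edgeR). Total-count scaling, which lowers the median of all genes in MG1655 Δ*tolC*, gave 0.42 for *purA* and 0.58 for *purB* there, and neither was then called.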

**Fig 4:**
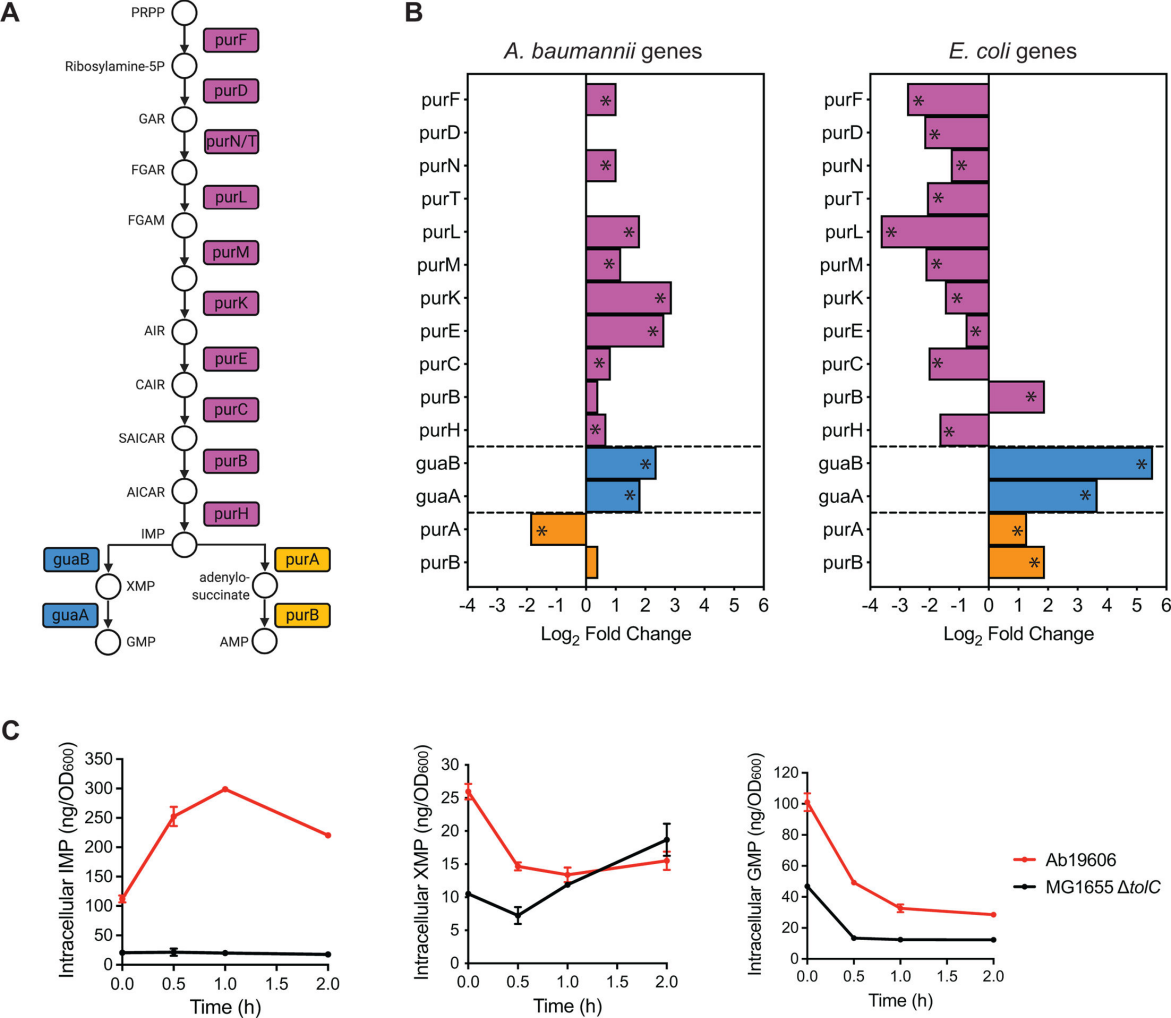
Distinct regulation of *de novo* purine biosynthesis in *A. baumannii* and *E. coli* upon GuaB inhibition. (**A**) Genes required for *de novo* purine biosynthesis are conserved in *A. baumannii* and *E. coli*. (**B**) Transcriptional changes of the genes in the *de novo* purine biosynthesis pathway were detected by RNA-Seq after GuaB inhibition. RNA-Seq data with significance (*P* < 0.05) were marked with *. (**C**) Bacterial intracellular IMP, XMP, and GMP changes after GuaB inhibition. Bacterial cells in log phase were treated with G6 at the concentration of 4× MIC before intracellular purines were extracted and measured by LCMS. The values were normalized against OD_600_, and the average and standard deviation of three independent experiments are shown.

We expected that blocking biosynthesis at GuaB should lead to specific changes in metabolite levels, e.g., increased IMP (the substrate) and decreased XMP (the product). However, the gene regulation described above predicts that Ab19606 and MG1655 Δ*tolC* might have different changes. Indeed, intracellular IMP increased 2.7-fold in Ab19606 but remained unchanged in MG1655 Δ*tolC* (Fig. 4C). The level of XMP decreased in Ab19606 and increased in MG1655 Δ*tolC*. Ultimately, GuaB inhibition resulted in similar decreases in GMP levels in both species (Fig. 4C). 

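Of the 14 purine genes measured in both strains, the 10 of the list before IMP and *purA* had G6 effects that differed between the strains. Apart from *purT* and *purD* in Ab19606, their estimates were of opposite sign. The difference for *purB*, which is not on that list, did not pass. The 10 genes and *purA* moved apart in different senses, the former higher and the latter lower in Ab19606. *guaB* and *guaA* differed in size only. The strain-by-drug term for single genes was smallest for *purT* among the 10, at 2.39 (SE 0.497, adjusted p = 0.000728 by edgeR), and largest for *purL*, at 5.95 (SE 0.785, adjusted p = 1.04e-05). After ciprofloxacin, the differences between the strains in the same 10 genes lay between −0.88 (*purT*) and 2.05 (*purK*), and only that of *purK* passed (adjusted p = 0.0464 by edgeR). The paper's inference here draws on these changes together with its measurements of purine metabolites.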

Despite the conservation of the *de novo* purine biosynthesis pathway, it appears that the regulation of this pathway in response to GuaB inhibition is distinct between *A. baumannii* and *E. coli*.

### Siderophore biosynthesis and transport are downregulated following GuaB inhibition

One of the most drastic transcriptional changes in response to GuaB inhibition is that genes required for siderophore biosynthesis were greatly downregulated in both Ab19606 and MG1655 Δ*tolC*. 

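The Ab19606 orthologs of the *E. coli* genes *entA*, *entB*, *entC*, *entD*, *entE* and *entF* all changed with G6, with log2 fold changes from −4.50 (*entC*) to −3.50 (*entD*) and a median of −3.93 (camera adjusted p = 2.66e-07 by limma). All 6 changed in MG1655 Δ*tolC* too, with a median of −5.99 (camera adjusted p = 0.00103 by limma). The same 6 genes passed in each strain when adjusted over the list alone, which is not independent evidence because the study picked the list from these samples. The medians were −3.47 and −6.87 under total-count scaling. *entC* of Ab19606 (DJ41_RS15075, 2301853 to 2303022 on its contig) fell from 8.66 ± 0.249 to 4.07 ± 0.410 log2 CPM (SD, n = 3), a log2 fold change of −4.50 (SE 0.315, adjusted p = 0.00012 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of 3 libraries lower). *entA* of Ab19606 (DJ41_RS18670), whose G6 libraries were spread more widely, fell from 8.59 ± 0.741 to 4.27 ± 1.47 log2 CPM (log2 fold change −3.87, SE 0.774, adjusted p = 0.00707 by edgeR, 3 of 3 libraries lower). *entA* of MG1655 Δ*tolC* (b0596, 628551 to 629297) fell from 8.28 ± 0.543 to 2.02 ± 0.533 log2 CPM (SD, n = 3), a log2 fold change of −6.27 (SE 0.419, adjusted p = 2.31e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of 3 libraries lower). The levels before treatment differed between the strains. At 0 h, *entA* stood at 0.736 ± 0.303 log2 CPM in Ab19606, below both 1 h groups, and at 7.23 ± 0.424 in MG1655 Δ*tolC*.

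**Figure D2:**
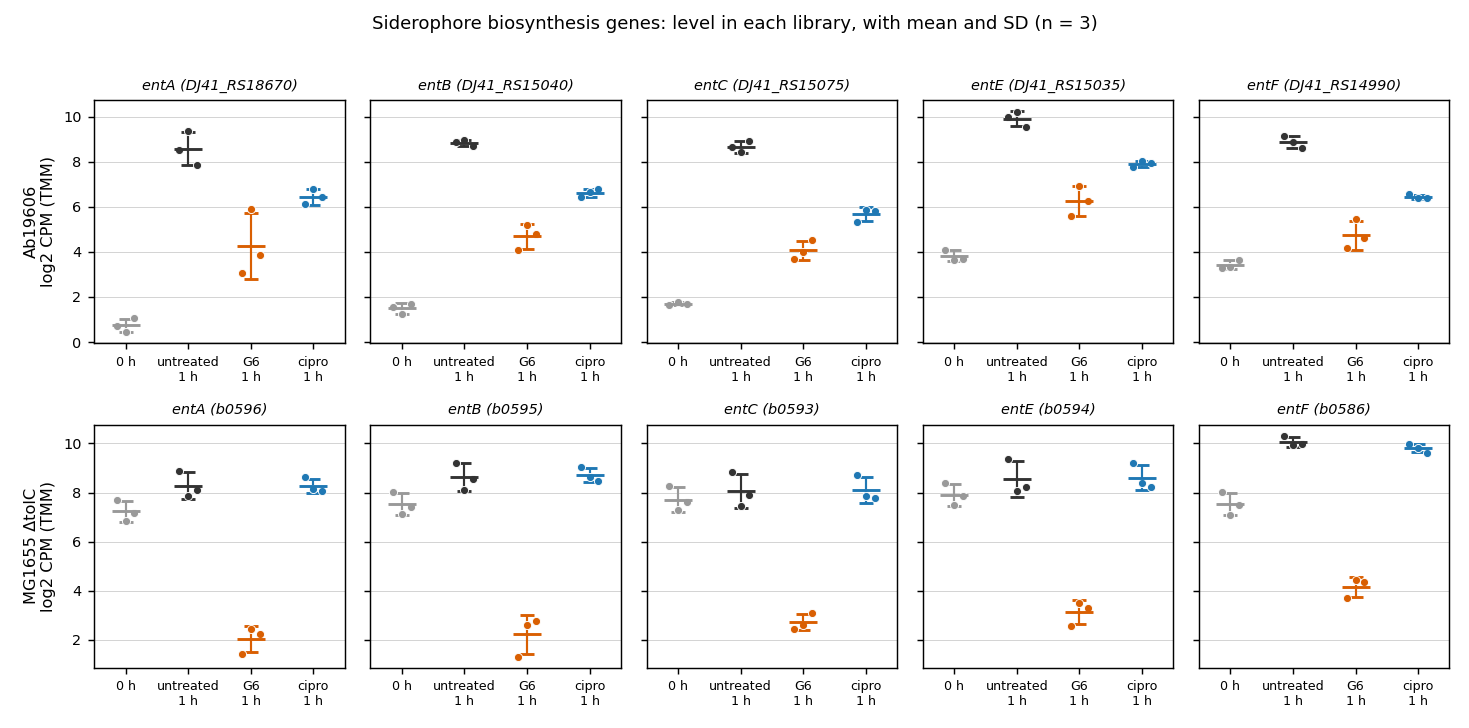
Levels of *entA*, *entB*, *entC*, *entE* and *entF* in each library (points) as log2 CPM after TMM scaling, with the mean and SD (n = 3) of each group, in Ab19606 and MG1655 Δ*tolC*. *entA* stood at 4.27 after G6 in Ab19606, between 0.736 at 0 h and 8.59 in untreated cells at 1 h, and at 2.02 after G6 in MG1655 Δ*tolC*, below 7.23 at 0 h. The fall with G6 against untreated cells at 1 h was present under RLE, upper-quartile and total-count scaling.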

Siderophores are high-affinity iron-chelating compounds secreted by pathogenic bacteria for iron acquisition from host tissues. Iron is an essential cofactor for many cellular functions in bacteria and is one of the major limiting factors of pathogenic bacteria in the human host (39). *E. coli* produces enterobactin, a cyclic trimer of 2,3-dihydroxybenzoyl-L-serine (40). *A. baumannii* synthesizes up to 10 forms of siderophores, of which acinetobactin, a non-cyclic derivative of 2,3-dihydroxybenzoic acid (DHBA), is ubiquitous among different clinical isolates (41–45). Additionally, acinetobactin biosynthesis is essential for virulence of the *A. baumannii* strain Ab19606 (43). Although *E. coli* and *A. baumannii* synthesize different siderophores, both are derived from a common precursor, 2,3-dihydroxybenzoic acid (DHBA), and the genes required for DHBA biosynthesis are conserved in both species (*ent* genes for *E. coli* and *bas* genes for *A. baumannii*) (45, 46). Upon GuaB inhibition, expression of the *ent/bas* genes required for synthesis of siderophores decreased 4- to 32-fold. 

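By gene, the log2 fold changes in Ab19606 were −4.03 for *entB* (DJ41_RS15040, SE 0.329), −3.50 for *entD* (DJ41_RS15070, SE 0.271), −3.51 for *entE* (DJ41_RS15035, SE 0.380) and −4.00 for *entF* (DJ41_RS14990, SE 0.377), beside those of *entA* and *entC*. Their adjusted p lay between 0.000143 and 0.000389 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and in each gene 3 of 3 libraries were lower. The values in MG1655 Δ*tolC* were −6.34 for *entB* (b0595, SE 0.489), −5.45 for *entC* (b0593, SE 0.476), −6.11 for *entD* (b0583, SE 0.436), −5.49 for *entE* (b0594, SE 0.509) and −5.87 for *entF* (b0586, SE 0.266), with adjusted p between 3.36e-07 and 1.54e-05 by the same edgeR test and 3 of 3 libraries lower in each. Each of these calls held with each library left out in turn. Without single libraries, *entA* of Ab19606 lay between −5.18 and −3.39.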

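The strain-by-drug term gives the log2 fold change in Ab19606 less that in MG1655 Δ*tolC*, so a positive value is a larger decrease in MG1655 Δ*tolC*. It was 2.61 for *entD* (SE 0.435, adjusted p = 0.0001), 2.40 for *entA* (SE 0.830, adjusted p = 0.0221), 2.30 for *entB* (SE 0.512, adjusted p = 0.00123), 1.98 for *entE* (SE 0.572, adjusted p = 0.00786) and 1.87 for *entF* (SE 0.413, adjusted p = 0.00115) by edgeR. For *entC* it was 0.94 (SE 0.497, adjusted p = 0.117 by edgeR) and did not pass. Over the 6 genes the median was 2.14 (camera adjusted p = 0.0466 by limma, 0.00445 by fry) and lay between 1.99 and 3.49 under the other scalings.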

In general, the *E. coli* genes exhibited greater decreases than the *A. baumannii* genes upon GuaB inhibition (Fig. 5A). In comparison, after treatment with ciprofloxacin, expression of the *ent/bas* genes decreased similarly in Ab19606 but did not significantly change in MG1655 Δ*tolC* (Fig. 3; Table S3).

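After ciprofloxacin, the 6 Ab19606 genes had a median log2 fold change of −2.35 (camera adjusted p = 2.53e-07 by limma), and 5 of them changed, from −2.97 (*entC*, SE 0.294, adjusted p = 0.000299) to −2.005 (*entE*, SE 0.357, adjusted p = 0.0064) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 3 of 3 libraries lower. Adjusted over the list alone, all 6 passed. *entA* was not called (−2.25, SE 0.722, adjusted p = 0.0941 by edgeR, 3 of 3 libraries lower). It was called with a replicate block in library order, chosen after the data were seen (−2.12, adjusted p = 0.0118 by edgeR). Set against ciprofloxacin directly, the G6 libraries were lower still, by a median log2 value of −1.54 over the 6 genes, and 4 of the 6 passed. None of the 6 genes changed in MG1655 Δ*tolC* after ciprofloxacin by edgeR, and their log2 fold changes lay between −0.27 (*entF*) and 0.30 (*entD*), with adjusted p between 0.367 and 0.993. The median was −0.0015 and shifted to −0.56 under total-count scaling, where again no gene was called. The ciprofloxacin effect differed between the strains for *entB*, *entC*, *entD*, *entE* and *entF* (−2.97 for *entC*, adjusted p = 0.000545) and not for *entA* (−2.19, adjusted p = 0.0764), by the strain-by-drug term in edgeR.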

**Fig 5:**
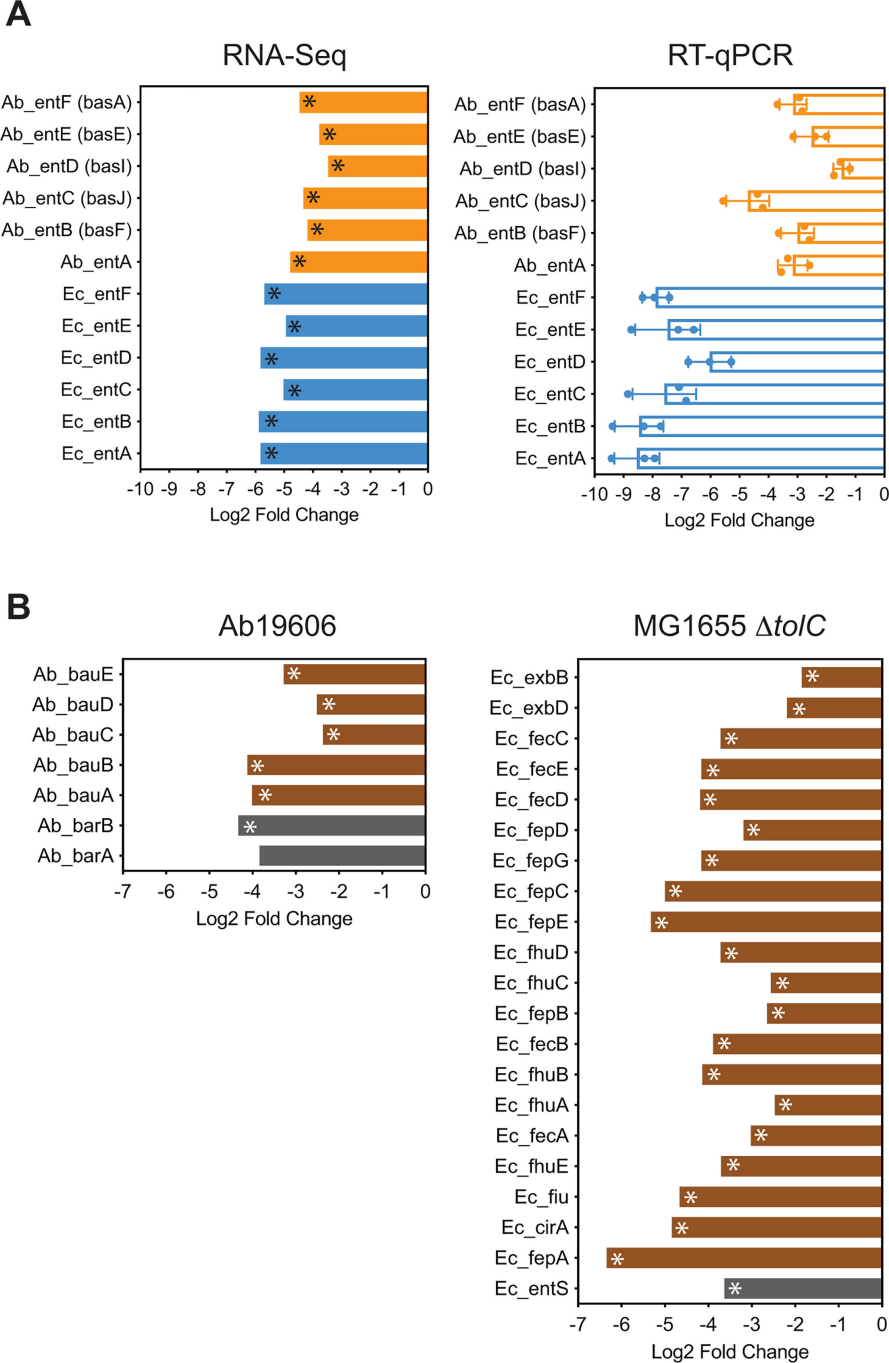
Siderophore biosynthesis and transport are greatly downregulated by GuaB inhibition. (**A**) RT-qPCR validated the downregulation of the genes required for DHBA biosynthesis. The averages and standard deviations of three independent experiments are shown. (**B**) Genes required for siderophore transport were downregulated. RNA-Seq data with significance (*P* < 0.05) were marked with *.

Following biosynthesis, acinetobactin is secreted via a siderophore efflux system consisting of the BarA and BarB proteins, and finally ferric–acinetobactin complexes enter bacterial cells via a transport system encoded by *bauA*, *bauB*, *bauC*, *bauD,* and *bauE* (44, 45). In *E. coli*, enterobactin is secreted by EntS (47) and taken up via a process composed of the energy-transducing TonB–ExbB–ExbD complex, specific outer membrane receptors (*fhuE, fhuA, fecA, fepA, cirA,* and *fiu*), periplasmic binding proteins (*fhuB, fecB,* and *fepB*), and ATP-binding cassette (ABC) transporters (*fhuCD, fecCDE,* and *fepCDEG*) in the inner membrane (39). Similar to the genes required for siderophore biosynthesis, we observed significant reductions in the expression of the siderophore efflux and transport systems in both Ab19606 and MG1655 Δ*tolC* (Fig. 5B).

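In Ab19606, the 7 genes *barA*, *barB* and *bauA* to *bauE* all changed with G6, with a median log2 fold change of −3.67 (camera adjusted p = 2.66e-07 by limma). The values ran from −4.17 for *barB* (DJ41_RS15060, SE 0.541, adjusted p = 0.000928) to −2.33 for *bauC* (DJ41_RS15005, SE 0.233, adjusted p = 0.000275) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and in all 7 genes 3 of 3 libraries were lower. Of 22 MG1655 Δ*tolC* export and uptake genes, 21 changed, and the median over all 22 was −3.79 (camera adjusted p = 1.2e-08 by limma). Adjusted over the list alone, the counts were again 7 and 21, which is not independent evidence. *fepA* (b0584) fell from 10.0 ± 0.682 to 3.59 ± 0.315 log2 CPM (SD, n = 3), a log2 fold change of −6.51 (SE 0.469, adjusted p = 3.56e-06 by edgeR, 3 of 3 libraries lower). The smallest change among those called was in *exbB* (b3006, −1.93, SE 0.169, adjusted p = 1.09e-05 by edgeR, 3 of 3 libraries lower). *tonB* (b1252) had a log2 fold change of −0.51 (SE 0.275, adjusted p = 0.128 by edgeR) with overlapping libraries, and was called only under total-count scaling, at −1.42. *fiu* (b0805), at −6.03 (SE 1.44, adjusted p = 0.00477 by edgeR, 3 of 3 libraries lower), rested on untreated 1 h replicate 1, without which it was −3.47.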

### Effects of GuaB inhibition on stress responses

Antimicrobial compounds and other lethal attacks stimulate the production of reactive oxygen species (ROS), which in turn contribute to bacterial cell death (48–56). To understand whether the GuaB inhibitor induces production of hydroxyl radicals, we directly measured hydroxyl radicals using a ROS-sensitive fluorescent dye. ROS levels showed no change at 1 h but increased by approximately sixfold at 4 h in both species (Fig. 6A). Interestingly, genes that encode enzymes involved in detoxifying ROS (57) changed in a different manner. 

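The 9 ROS genes measured in MG1655 Δ*tolC* had a median log2 fold change of 1.17 with G6 (mean 1.82, camera adjusted p = 0.00311 by limma), and the 7 measured in Ab19606 had a median of −2.23 (camera adjusted p = 1.87e-05 by limma). No *sodA* or *sodB* ortholog of Ab19606 was on the list. For the 6 orthologs in both strains, the log2 fold change in Ab19606 less that in MG1655 Δ*tolC* had a median of −3.62 (camera adjusted p = 0.000352 by limma), and all 6 differed by the strain-by-drug term, from −6.21 for *osmC* (adjusted p = 1.64e-10) to −1.08 for *katE* (adjusted p = 0.00713) in edgeR. Under total-count scaling this median was −2.28 and 1 of the 6 differences was above 0.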

In MG1655 Δ*tolC*, with the exception that the *katE* and *katG* catalase genes, which did not change or were slightly decreased, genes encoding superoxide dismutases (*sodA, sodB,* and *sodC*), alkyl hydroperoxide reductase (*ahpC*), and peroxidases (*btuE, gstA,* and *osmC*) were upregulated. 

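Of the 9 genes, 7 changed in MG1655 Δ*tolC*, all higher, over all genes tested and also when adjusted over the list alone, which is not independent evidence. *sodB* (b1656, 1735378 to 1735959) rose from 6.86 ± 0.401 to 12.1 ± 0.184 log2 CPM (SD, n = 3), a log2 fold change of 5.23 (SE 0.239, adjusted p = 3.36e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of 3 libraries higher). *osmC* (b1482) had a log2 fold change of 3.50 (SE 0.207, adjusted p = 1.27e-06), *gstA* (b1635) of 2.14 (SE 0.134, adjusted p = 1.69e-06), *btuE* (b1710) of 2.03 (SE 0.145, adjusted p = 3.34e-06) and *ahpC* (b0605) of 1.16 (SE 0.159, adjusted p = 0.000188) by the same edgeR test, with 3 of 3 libraries higher in each. *sodA* (b3908), at 1.17 (SE 0.354, adjusted p = 0.0159 by edgeR, 3 of 3 libraries higher), was not called without untreated 1 h replicate 2, untreated 1 h replicate 3 or G6 replicate 1. *sodC* (b1646), at 1.01 (SE 0.218, adjusted p = 0.00275 by edgeR, 3 of 3 libraries higher), was not called without untreated 1 h replicate 1 or G6 replicate 3. *katE* (b1732) had a log2 fold change of 0.50 (SE 0.172, adjusted p = 0.028 by edgeR, 3 of 3 libraries higher), below the fold change asked, and *katG* (b3942) of −0.39 (SE 0.327, adjusted p = 0.307 by edgeR) with overlapping libraries. With upper-quartile scaling 4 of the 9 genes were called, and with total-count scaling 4 were called higher and 1 lower, at a median of 0.30.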

The increased expression levels of these enzymes likely inactivate ROS and mitigate damage in MG1655 *ΔtolC*. By contrast, the Ab19606 orthologs of these genes were all downregulated (Fig. 6B).

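In Ab19606, all 7 estimates were negative, and in all 7 genes the 3 G6 libraries lay below the 3 untreated ones. By the thresholds used, 6 changed, and adjusted over the list alone the count was also 6. *osmC* (DJ41_RS06935) fell from 4.94 ± 0.148 to 2.19 ± 0.142 log2 CPM (SD, n = 3), a log2 fold change of −2.71 (SE 0.247, adjusted p = 0.000177 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *gstA* (DJ41_RS21290) had a log2 fold change of −2.46 (SE 0.263, adjusted p = 0.000368), *ahpC* (DJ41_RS21320) of −2.33 (SE 0.305, adjusted p = 0.000955), *katG* (DJ41_RS07890) of −2.23 (SE 0.385, adjusted p = 0.00375) and *btuE* (DJ41_RS09025) of −1.71 (SE 0.291, adjusted p = 0.00353) by the same edgeR test, each with 3 of 3 libraries lower. *sodC* (DJ41_RS11735), at −1.97 (SE 0.484, adjusted p = 0.0177 by edgeR, 3 of 3 libraries lower), was not called without G6 replicate 1 or 3. *katE* (DJ41_RS22765) had a log2 fold change of −0.58 (SE 0.260, adjusted p = 0.144 by edgeR, 3 of 3 libraries lower) and did not change. Under total-count scaling 5 genes were called.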

**Fig 6:**
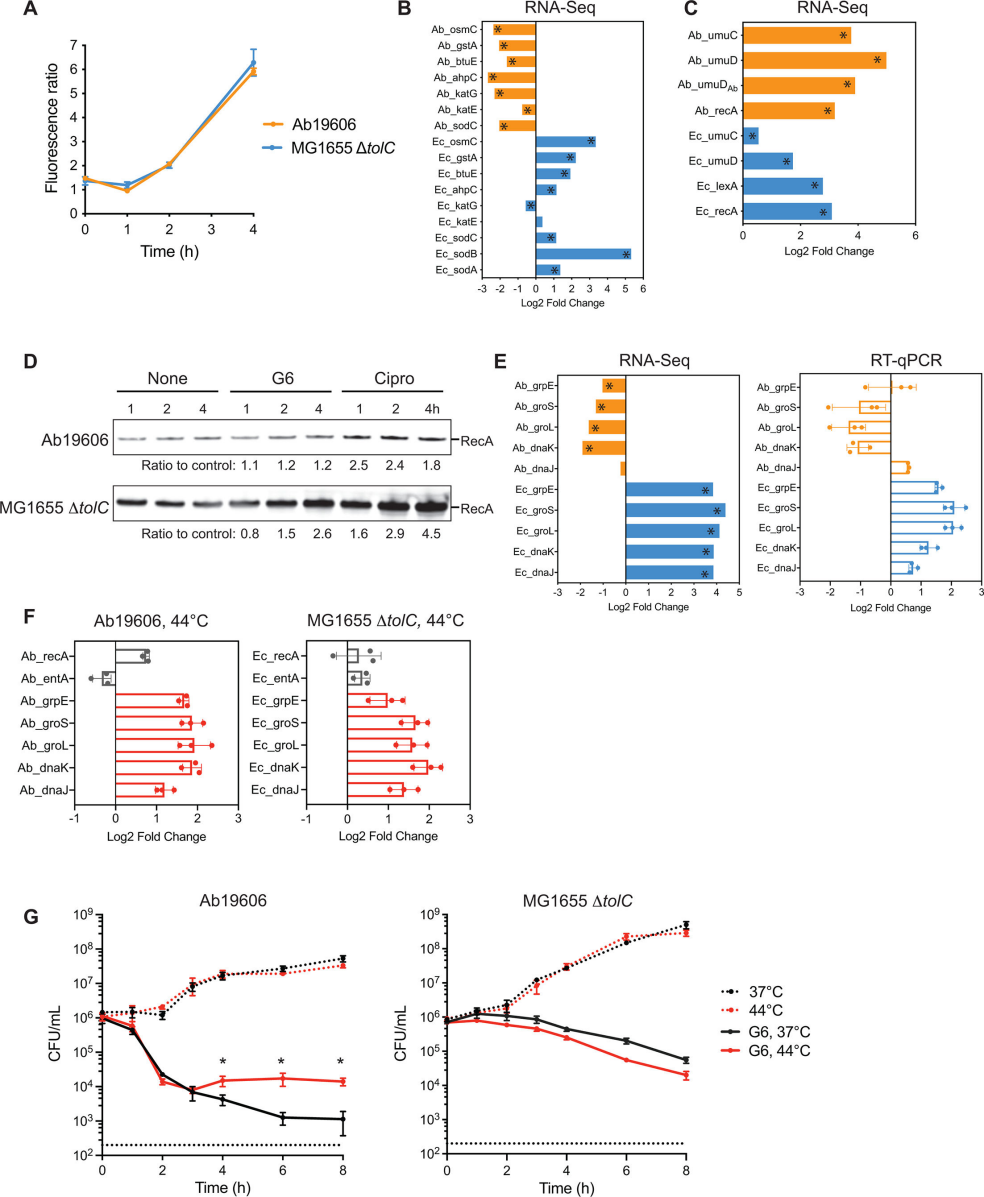
Effects of GuaB inhibition on stress responses. (**A**) GuaB inhibition activates production of ROS. Bacterial cells in log phase were treated with G6 at 4× MIC. ROS levels were measured by adding H_2_DCFDA 30 min before each time point. Fluorescence intensity was normalized against OD_600_. Fluorescence ratios of the treated and untreated cells are shown. Data are from three independent experiments. (**B**) *A. baumannii* and *E. coli* respond to oxidative stress differently. RNA-Seq detected transcriptional changes in genes encoding ROS detoxifying enzymes. (**C**) GuaB inhibition upregulates transcription of genes in the DNA repair pathway. (**D**) RecA levels following treatment with G6 or ciprofloxacin. Bacterial cells were treated with G6 or ciprofloxacin at 4× MIC for 1 h. The lysates were resolved on a 4%–12% SDS-PAGE gel. Loading volumes were normalized for equal total protein. RecA was detected by Western blotting using an antibody against *E. coli* RecA. The intensities of each band are quantified, and the ratios to their corresponding untreated controls are shown. (**E**) Transcription of molecular chaperone genes is upregulated in *E. coli* but downregulated in *A. baumannii* after GuaB inhibition. RNA-Seq data of five major chaperone genes were validated with RT-qPCR. The averages and standard deviations of three independent experiments are shown. (**F**) A higher temperature (44°C) induces upregulation of molecular chaperone genes. Ab19606 and MG1655 Δ*tolC* were grown to log phase at 37°C and shifted to 44°C for 30 min before RNA levels were measured by RT-qPCR. The averages and standard deviations of three independent experiments are shown. (**G**) Heat shock protects *A. baumannii* from GuaB inhibition. Ab19606 and MG1655 Δ*tolC* were grown to log phase at 37°C and shifted to 44°C for 30 min before addition of G6 at a concentration of 4× MIC. Viable cells were serially diluted and plated on M9 agar plate after exposure to G6. *, *P* < 0.05. RNA-Seq data with significance (*P* < 0.05) were marked with *.

*E. coli* mutant lacking the GuaB enzyme showed increased incorporation of xanthine and hypoxanthine into DNA and RNA (58), which we postulate could result in the activation of the DNA repair pathway to maintain genome integrity. Moreover, the increased levels of ROS can damage DNA. In *E. coli*, the DNA recombination/repair protein RecA is activated by single-stranded DNA and induces the auto-proteolytic activity of the repressor protein LexA, leading to de-repression of the SOS genes (59). The Ab19606 genome encodes a RecA protein, but lacks a homolog to LexA. UmuD_Ab_ was proposed as a functional homolog of LexA with major differences in the mechanism of regulating downstream genes (60–62). Our RNA-Seq data detected increased *recA* expression in Ab19606 and MG1655 Δ*tolC* (Fig. 6C). 

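*recA* of Ab19606 (DJ41_RS17400) rose from 9.32 ± 0.0342 log2 CPM in untreated cells at 1 h to 12.4 ± 0.144 after G6 (SD, n = 3), a log2 fold change of 3.10 (SE 0.225, adjusted p = 0.000134 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of 3 libraries higher). *recA* of MG1655 Δ*tolC* (b2699, 2822708 to 2823769) rose from 8.23 ± 0.103 to 11.3 ± 0.137 log2 CPM, a log2 fold change of 3.07 (SE 0.155, adjusted p = 5.48e-07 by the same edgeR test, 3 of 3 libraries higher). No difference between the strains was detected in the G6 effect (0.03, SE 0.259, adjusted p = 0.937 by the strain-by-drug term in edgeR). After ciprofloxacin, the log2 fold change was 2.59 in Ab19606 and 4.71 in MG1655 Δ*tolC*, a difference of −2.12 (adjusted p = 3.32e-05 by edgeR).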

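In Ab19606, *umuDAb* (DJ41_RS20465) rose with G6 from 4.09 ± 0.348 to 7.81 ± 0.313 log2 CPM (SD, n = 3), a log2 fold change of 3.78 (SE 0.302, adjusted p = 0.000143 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of 3 libraries higher). *umuC* (DJ41_RS21145) had a log2 fold change of 3.73 (SE 0.381, adjusted p = 0.000284 by edgeR, 3 of 3 libraries higher). A second *umuD* gene (DJ41_RS21150) had a log2 fold change of 4.48 (SE 1.01, adjusted p = 0.0126 by edgeR, 3 of 3 libraries higher). Its G6 libraries were spread widely, at 3.51 ± 2.51 log2 CPM, and it was not called without untreated 1 h replicate 1. *lexA* of MG1655 Δ*tolC* (b4043) rose from 7.91 ± 0.110 to 10.6 ± 0.215 log2 CPM (SD, n = 3), a log2 fold change of 2.72 (SE 0.180, adjusted p = 2.15e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of 3 libraries higher), and *umuD* (b1183) had a log2 fold change of 1.76 (SE 0.185, adjusted p = 3.42e-05 by edgeR, 3 of 3 libraries higher). *umuC* (b1184) had a log2 fold change of 0.69 (SE 0.149, adjusted p = 0.00284 by edgeR, 3 of 3 libraries higher), below the fold change asked, and its estimate was negative under total-count scaling. The 4 genes of each strain, *recA* included, had a median log2 fold change of 3.76 in Ab19606 (camera adjusted p = 0.000162 by limma) and 2.24 in MG1655 Δ*tolC* (camera adjusted p = 0.0119 by limma). Adjusted over the list alone, 4 and 3 genes passed, as over all genes tested. The strains were compared over 4 ortholog pairs, *recA*, *umuC* and each Ab19606 *umuD* gene against the 1 *umuD* of MG1655 Δ*tolC*, since *lexA* has no pair. Their difference did not pass camera (median 2.35, adjusted p = 0.124 by limma) and passed fry (adjusted p = 1.11e-06). By gene, it was 3.03 for *umuC* (adjusted p = 5.7e-06 by edgeR).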

The *lexA* gene in MG1655 Δ*tolC* and *umuD_Ab_* in Ab19606 was also upregulated, as were the downstream genes *umuD* and *umuC* (Fig. 6C). However, Western blot analysis revealed that RecA protein levels had no apparent change over 4 h after addition of G6 in Ab19606, but had a > twofold increase in MG1655 Δ*tolC* (Fig. 6D).

Bacteria upregulate molecular chaperones, such as heat shock proteins, in response to environmental stresses, including antibiotics (48, 63, 64). 

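In MG1655 Δ*tolC*, the 5 genes *dnaK*, *dnaJ*, *groL*, *groS* and *grpE* all changed with G6, with log2 fold changes from 3.93 (*grpE*, b2614, SE 0.142, adjusted p = 1.28e-07) to 4.52 (*groS*, b4142, SE 0.197, adjusted p = 2.96e-07) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a median of 3.98 (camera adjusted p = 0.000582 by limma). In each gene 3 of 3 libraries were higher. *dnaK* (b0014, 12163 to 14079) rose from 9.60 ± 0.326 to 13.6 ± 0.128 log2 CPM (SD, n = 3), a log2 fold change of 3.97 (SE 0.207, adjusted p = 6.13e-07 by edgeR). Under total-count scaling the median was 3.07 and all 5 were called. In Ab19606, all 5 estimates were negative, with a median of −1.11 (camera adjusted p = 0.0145 by limma), and 2 of the 5 genes changed, over all genes tested and also when adjusted over the list alone, which is not independent evidence. *dnaK* (DJ41_RS09985) fell from 10.2 ± 0.0985 to 8.03 ± 0.280 log2 CPM (SD, n = 3), a log2 fold change of −2.07 (SE 0.233, adjusted p = 0.000459 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of 3 libraries lower), and *groL* (DJ41_RS13885) had a log2 fold change of −1.93 (SE 0.331, adjusted p = 0.00369 by edgeR, 3 of 3 libraries lower). *groS* (−1.11, adjusted p = 0.135), *grpE* (−0.78, adjusted p = 0.147) and *dnaJ* (−0.26, adjusted p = 0.622) did not pass by edgeR, and their libraries overlapped. *grpE* was called without untreated 1 h replicate 2, at −1.003. Under total-count scaling 1 of the 5 estimates was above 0. The difference between the strains had a median of −5.63 (camera adjusted p = 0.000117 by limma), each of the 5 genes differed by the strain-by-drug term, and the median lay between −5.75 and −4.33 under the other scalings.

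**Figure D3:**
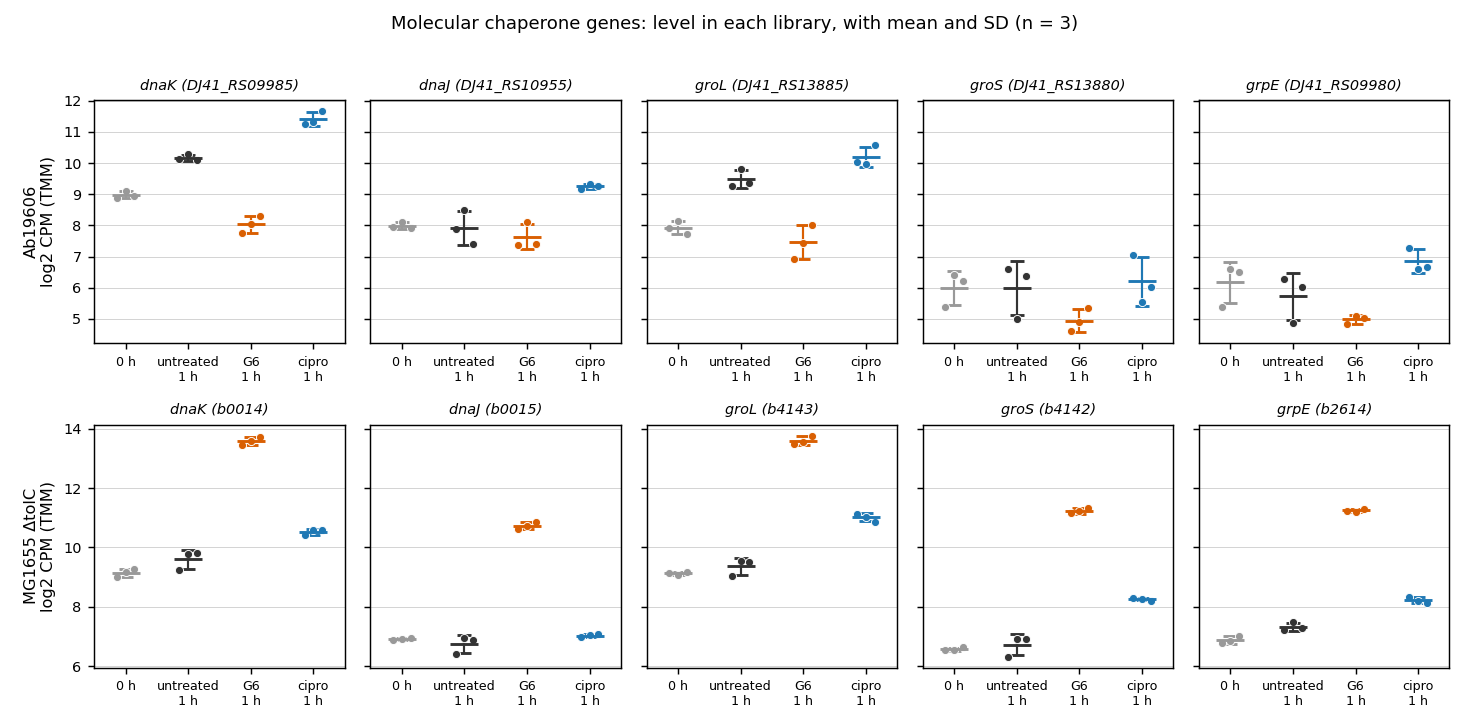
Levels of *dnaK*, *dnaJ*, *groL*, *groS* and *grpE* in each library (points) as log2 CPM after TMM scaling, with the mean and SD (n = 3) of each group, in Ab19606 and MG1655 Δ*tolC*. After G6, *dnaK* stood at 13.6 in MG1655 Δ*tolC* against 9.60 in untreated cells at 1 h, and at 8.03 in Ab19606 against 10.2. In Ab19606, 1 of the 5 genes changed direction under total-count scaling, and none did in MG1655 Δ*tolC*.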

Although the major molecular chaperones were dramatically upregulated (~16-fold) in MG1655 Δ*tolC* in the presence of G6, expression of the orthologs was decreased by as much as fourfold in Ab19606 (Fig. 6E). We postulate that this difference might contribute to the different time-kill kinetics of G6 in Ab19606 and MG1655 Δ*tolC* described earlier. To test this hypothesis, we performed a time-kill experiment with G6 under conditions that induced the major heat shock genes 2- to 4-fold (Fig. 6F). In Ab19606, the time-kill kinetics were unchanged in the first 3 h, but by 4 h after GuaB inhibition while the number of non-shocked bacteria continued to decline, the number of viable bacteria subjected to the heat shock remained unchanged. Notably, this protective heat shock effect was not observed in MG1655 Δ*tolC* (Fig. 6G). By comparison, all five heat shock genes were either upregulated or had no significant changes in both species in response to ciprofloxacin (Fig. S5A). 

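After ciprofloxacin, all 5 estimates were positive in both strains, with a median log2 fold change of 1.06 in Ab19606 (camera adjusted p = 0.0248 by limma) and 0.91 in MG1655 Δ*tolC* (camera adjusted p = 0.00411 by limma). In Ab19606, *dnaK* changed (1.26, SE 0.228, adjusted p = 0.00706 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of 3 libraries higher), as did *dnaJ* (1.26, SE 0.330, adjusted p = 0.0416 by edgeR, 3 of 3 libraries higher). The call of *dnaJ* was lost with any of 5 libraries left out. *grpE* (1.06), *groL* (0.71) and *groS* (0.21) did not pass. With a replicate block in library order, chosen after the data were seen, *grpE* was called (1.09, adjusted p = 0.0467 by edgeR). Adjusted over the list alone, 3 genes passed in Ab19606, which is not independent evidence. The MG1655 Δ*tolC* genes *groL* (1.63, SE 0.187, adjusted p = 0.000253) and *groS* (1.52, SE 0.175, adjusted p = 0.000257) changed by edgeR with 3 of 3 libraries higher, while *dnaK* (0.91), *grpE* (0.89) and *dnaJ* (0.27) did not. The count adjusted over the list alone was also 2. *dnaK* was called without untreated 1 h replicate 3, at 1.01. Under total-count scaling the MG1655 Δ*tolC* median was 0.34, with 1 gene called and 1 estimate below 0. None of the 5 ciprofloxacin effects differed between the strains at an adjusted p under 0.05 by the strain-by-drug term in edgeR.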

Consistent with this observation, upregulating heat shock genes rendered neither species resistant to ciprofloxacin (Fig. S5B). This result suggests that upregulation of heat shock response could be a cellular response to ameliorate the lethal effects of GuaB inhibition in *A. baumannii*.

## DISCUSSION

We developed a series of IMPDH inhibitors that have up to 10^6^-fold selectivity for bacterial enzymes over the homologous human enzyme (Table 1), making them potential antibiotic candidates. Here, we showed that these antibacterial inhibitors induce cellular phenotypes that are distinct from other antibiotics (Fig. 2), consistent with their novel mechanism of action. Additional characterization of one of these inhibitors, G6, demonstrated that it is bactericidal against both wild-type *A. baumannii* and an *E. coli* efflux mutant (Fig. 1E and F). Although we cannot completely rule out that G6 could have other effects beyond inactivating GuaB, we have provided three lines of evidence in support of G6 as a specific inhibitor of GuaB in the *A. baumannii* Ab19606 and *E. coli* MG1655 Δ*tolC* cells. First, guanine supplementation rescued the *guaB* deletion mutants and the corresponding parental strains treated with bactericidal concentrations of G6 similarly in the time-kill assays. Specifically, guanine rescued the growth of *guaB* null mutants of Ab19606 (Fig. 1B) and MG1655 Δ*tolC* (Fig. 1D), as well as viability of both Ab19606 (Fig. 1E) and MG1655 Δ*tolC* (Fig. 1F) treated with G6. Second, the death kinetics of the *guaB* mutants and their corresponding wild type treated with G6 are largely similar. For Ab19606, the CFUs were reduced by 3-log reduction after 6 h for the *guaB* mutant and GuaB inhibition (compare Fig. 1B and E). For MG1655 Δ*tolC*, the *guaB* mutant and GuaB inhibition showed less than 1-log reduction after 6 h (compare Fig. 1D and F). These patterns hold true despite the difference in death kinetics between *A. baumannii* and *E. coli* further supports the specificity G6 as a specific *guaB* inhibitor. Third, the co-crystal structure of G6 with *A. baumannii* GuaB confirms that G6 binds to the GuaB enzyme directly (Fig. S1). Taken together, these results suggest that G6 is likely mediating the differential effects on *E. coli* and *A. baumannii* via direct on-target GuaB engagement.

To gain molecular insights into the physiological impact of GuaB inhibition in bacteria, we performed RNA-Seq analysis of the two strains treated with G6. 

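Restricted to protein-coding genes, 786 of 3664 in Ab19606 changed with G6, or 21.5%, and 1959 of 4140 in MG1655 Δ*tolC* did, or 47.3%. The genes were taken as protein coding where the authors' annotation gives a protein accession. The Ab19606 share was 15.1% without untreated 1 h replicate 1.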

Overall, we found that GuaB inhibition had an impact on a subset of protein-coding genes in Ab19606 (14.3%), whereas it affected nearly half of the MG1655 Δ*tolC* genome (49.2%). In contrast, ciprofloxacin had more comparable changes, 9.7% and 15.9% of total protein-coding genes had significant changes (fold change >2, *P* < 0.05) in Ab19606 and MG1655 Δ*tolC*, respectively (Table S2).

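With ciprofloxacin, 345 of the 3727 genes tested in Ab19606 changed (258 higher and 87 lower) and 727 of the 4369 tested in MG1655 Δ*tolC* (365 higher and 362 lower). On the adjusted p alone, 382 and 1585 genes passed. In all 345 genes and in 712 of the 727, the 3 treated libraries lay on one side of the 3 untreated ones, which their selection makes likely. Over all genes tested the share was 30.6% and 46.5%, against the 10% that chance gives. Of protein-coding genes, 344 in Ab19606 (9.39%) and 649 in MG1655 Δ*tolC* (15.7%) changed. The Ab19606 count was 517 with a replicate block in library order, chosen after the data were seen, 558 without untreated 1 h replicate 2 and 232 without untreated 1 h replicate 1. With untreated cells at 0 h as the control it was 1269, the alternative that moved it the most, and in MG1655 Δ*tolC* the same control gave 1306. Total-count scaling gave 1221 in MG1655 Δ*tolC*, where it moved the median log2 fold change of all genes from −0.0278 to −0.58, and 1070 of the genes called were lower. From the share of genes changed by each drug, the paper states that the effect of ciprofloxacin was more comparable between the strains than that of G6.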

We identified pathways whose expression is altered in the same or opposite direction between the two species following GuaB inhibition. Genes involved in the highly conserved *de novo* purine biosynthesis pathway show strikingly different expressions between the two species (Fig. 4A and B). The difference in gene expression is associated with the accumulation of IMP in *A. baumannii* and XMP in *E. coli* over time (Fig. 4C). 

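*purR* of MG1655 Δ*tolC* (b1658, 1737844 to 1738869 of the MG1655 chromosome) fell from 6.64 ± 0.572 log2 CPM in untreated cells at 1 h to 5.40 ± 0.0296 after G6 (SD, n = 3), a log2 fold change of −1.31 (SE 0.322, adjusted p = 0.0057 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of 3 libraries lower). Without untreated 1 h replicate 1 it was −0.92 and not called. After ciprofloxacin, the log2 fold change was 0.32 (SE 0.316, adjusted p = 0.467 by edgeR), and the libraries overlapped. Under total-count scaling the G6 value was −2.18.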

In *E. coli*, a global transcription factor PurR (purine repressor) regulates both purine and pyrimidine biosynthesis, including the *guaB* gene (65, 66). However, we did not identify a PurR ortholog in *A. baumannii* (Table S4). 

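The ortholog pairs tested here, each with at least 1 Ab19606 gene, include no pair for *purR*, so its response could not be compared between the strains.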

Taken together, this strongly suggests that *A. baumannii* regulates purine biosynthesis *via* a different mechanism. It is unknown whether an excess amount of intracellular IMP or XMP is detrimental to bacteria. The GuaB inhibitors used in this study are uncompetitive inhibitors that bind to the enzyme–substrate complex (GuaB–IMP complex) (5, 28). We postulate that the accumulated intracellular IMP in *A. baumannii* might provide an advantage in inhibiting GuaB.

In addition to disrupting purine biosynthesis, GuaB inhibition selectively affects amino acid biosynthesis. Genes for biosynthesis of tryptophan (*trpA*, *trpB*, *trpC*, and *trpD*), glutamate (*gltB *and *gltD*), and histidine (*hisA*, *hisB*, *hisC*, *hisD*, *hisF*, *hisG*, *hisH*, and *hisI*) were greatly downregulated in *E. coli*. In contrast, the orthologs in *A. baumannii* except *trpA* were increased or unchanged (Fig. S6). These contrasts were not evident in ciprofloxacin-treated bacteria (Fig. S6), suggesting that disruption of amino acid biosynthesis is unique to GuaB inhibition. 

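All 14 genes changed in MG1655 Δ*tolC* with G6, with a median log2 fold change of −4.05 (camera adjusted p = 1.93e-08 by limma), and adjusted over the list alone the count was also 14, which is not independent evidence. In each gene 3 of 3 libraries were lower. *trpD* (b1263, 1319789 to 1321384) fell from 10.9 ± 0.543 to 3.58 ± 0.115 log2 CPM (SD, n = 3), a log2 fold change of −7.39 (SE 0.335, adjusted p = 3.36e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *gltB* (b3212) fell from 10.2 ± 0.421 to 3.85 ± 0.234 log2 CPM, a log2 fold change of −6.39 (SE 0.347, adjusted p = 7.78e-07 by the same edgeR test, 3 of 3 libraries lower). The smallest decrease was in *hisG* (b2019, −2.18, SE 0.199, adjusted p = 1.39e-05 by edgeR, 3 of 3 libraries lower). The median was −4.95 under total-count scaling.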

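In Ab19606, 11 of the 14 estimates were positive and 3 negative, with a median of 1.10 and a mean of 0.83 (camera adjusted p = 0.00206 by limma). Over all genes tested 6 genes were higher and 1 lower, and adjusted over the list alone 10 changed. *trpC* (DJ41_RS15135) had a log2 fold change of 1.75 (SE 0.255, adjusted p = 0.00161 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of 3 libraries higher) and *trpD* (DJ41_RS15140) of 1.82 (SE 0.433, adjusted p = 0.016 by edgeR, 3 of 3 libraries higher). The call of *trpD* was lost without untreated 1 h replicate 1. Of the *his* genes, *hisC* (1.05), *hisD* (1.32), *hisH* (1.70) and *hisI* (1.11) changed, each with 3 of 3 libraries higher. The calls of *hisC* and *hisI* were lost without G6 replicate 2, and that of *hisH* (adjusted p = 0.0496 by edgeR) without untreated 1 h replicate 1, untreated 1 h replicate 3 or G6 replicate 2. *trpB* (0.95), *hisA* (0.43), *hisB* (1.10), *hisF* (1.31), *hisG* (1.18), *gltB* (−0.05) and *gltD* (−0.74) did not pass. *trpB*, at 1.46, and *hisF*, at 1.99, were called without untreated 1 h replicate 2, and *hisB* and *hisG* without G6 replicate 2. *trpA* (DJ41_RS12850), at −1.25 (SE 0.368, adjusted p = 0.0363 by edgeR), was called with overlapping libraries, and the call was lost in 4 of the 6 fits that left out 1 untreated or G6 library. Under total-count scaling 9 genes were higher and none lower. The log2 fold change in Ab19606 less that in MG1655 Δ*tolC* had a median of 5.14 (camera adjusted p = 6.94e-11 by limma), all 14 genes differed by the strain-by-drug term, and the median lay between 5.00 and 6.59 under the other scalings.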

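After ciprofloxacin, the 14 genes had a median log2 fold change of 0.28 in Ab19606, where none changed by edgeR and none was called when adjusted over the list alone, and of −0.74 in MG1655 Δ*tolC*, where 1 changed. The MG1655 Δ*tolC* estimates were all negative (camera adjusted p = 6.98e-05 by limma) and lay between −1.03 (*hisA*) and −0.43 (*trpD*). *hisA* (b2024, SE 0.173, adjusted p = 0.00204 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of 3 libraries lower) was not called without untreated 1 h replicate 1 or ciprofloxacin replicate 3. Under total-count scaling, 13 of the 14 were called lower at a median of −1.30. The Ab19606 list did not pass camera (adjusted p = 0.342 by limma). With a replicate block in library order, chosen after the data were seen, *hisF* was called there (1.29, adjusted p = 0.0149 by edgeR). The ciprofloxacin effect differed between the strains for *hisA* (1.53, adjusted p = 0.00804), *hisC* (0.92, adjusted p = 0.0189), *hisF* (2.04, adjusted p = 0.0189) and *hisI* (1.53, adjusted p = 0.00102) by the strain-by-drug term in edgeR. From the contrast between the drugs, the paper proposes that the disruption of amino acid biosynthesis is unique to GuaB inhibition.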

How GuaB inhibition preferentially affects biosynthesis of these amino acids remains to be explored.

One similarity between *A. baumannii* and *E. coli* is the downregulation of the siderophore biosynthesis pathway and siderophore transport genes upon GuaB inhibition (Fig. 5). Iron is essential for bacterial growth and plays a key role in virulence in the human host. This downregulation likely leads to iron starvation and consequently contributes to bacterial cell death. A major difficulty in developing novel antibiotics against Gram-negative pathogens is the outer membrane, which is a permeability barrier to many antimicrobials. The siderophore-dependent iron transport pathway has been used as a Trojan horse strategy in which antibiotics are covalently linked to siderophores and actively transported into bacterial cells. This strategy can be designed to target defined bacteria as specific siderophores and transport systems are exploited (67). However, in light of our observation, this strategy might not be feasible for antimicrobials that dramatically reduce siderophore expression.

Bacteria have evolved a variety of stress responses to mitigate the effects of environmental insults, including antibacterial compounds. Here, we examined three stress responses: responses to ROS, the DNA repair pathway, and molecular chaperones which prevent proteins from misfolding, aggregation and degradation. Although *A. baumannii* and *E. coli* display similar increases in ROS levels in response to the GuaB inhibition, surprisingly, the genes involved in detoxifying ROS are regulated in opposite directions (Fig. 6A and B). Secondly, we found that the genes in the DNA repair pathway are elevated in both species. However, an increased RecA protein level was observed only in *E. coli* (Fig. 6C and D). Finally, we observed completely distinct gene expression changes for molecular chaperones. Five major heat shock genes increased expression in *E. coli* but decreased in *A. baumannii* (Fig. 6E). Interestingly, when we used a higher temperature to induce expression of heat shock genes, *A. baumannii* became partially resistant to the GuaB inhibitor (Fig. 6F and G). Collectively, our findings suggest that *E. coli* employs stress responses more readily to ameliorate the impact of GuaB inhibition and therefore survives for a longer time compared with *A. baumannii*. Lack of proper stress responses to GuaB inhibition in *A. baumannii* highlights that the GuaB inhibitor G6 has particular advantages as an antimicrobial against this pathogen.

## MATERIALS AND METHODS

### Bacterial strains, plasmids, and growth conditions

Bacterial strains used in this study are listed in Table S5. All *A. baumannii* and *E. coli* strains were grown in minimal media M9 (1× M9 salts, 0.5% casamino acids, 0.1 µg/mL thiamine hydrochloride, 1 mM MgSO_4_, 0.1 mM CaCl_2_, 0.2% glucose) except the *guaB* null strains, which were grown in M9 media supplemented with 100 µM guanine. *S. aureus* wild-type was grown in RPMI 1640 or on cation-adjusted Mueller–Hinton agar. *S. aureus guaB* null was grown in RPMI 1640 or on cation-adjusted Mueller–Hinton agar supplemented with 100 µM guanine. All strains were grown at 37°C unless stated otherwise.

The plasmid pBla-*sfGFP* was from a previous study (68). pWH1266 containing an *A. baumannii* ori sequence was obtained from ATCC. The *sfGFP* sequence in pBla-*sfGFP* was subcloned in pWH1266 at the BamHI site to generate pWH1266-*sfGFP*. pBla-*sfGFP* and pWH1266-*sfGFP* were transformed to MG1655 Δ*tolC* and Ab19606, respectively. The GFP-expressing strains were grown in the presence of 50 µg/mL carbenicillin to maintain the plasmids.

### Synthesis of GuaB inhibitors

Detailed methods are provided in the Supplemental Material.

### IC_50_ measurement

For the *E. coli* GuaB enzyme, GuaB inhibitors (dissolved in DMSO) or DMSO were dispensed as serial dilutions on a Labcyte Echo555 acoustic dispenser (Beckman Coulter) to a 384-well clear bottom plate (μClear, Grenier 781090) immediately before use. The total volume of DMSO was either 200 or 400 nL per well, with a final DMSO concentration of either 0.5% or 1%. Recombinant *E. coli* GuaB (GuaB*^Ec^*, 1 nM), substrate IMP (70 µM, Sigma I4625), and NAD + cofactor (700 µM, Sigma N1636) were diluted in Assay Buffer (50 mM Tris, pH 8.0, 100 mM KCl, 3 mM EDTA, 0.002% Tween-20, 1 mM DTT), and subsequently added to the assay plate. GuaB-mediated NADH production was monitored by measuring absorbance kinetically at 1-min intervals at 340 nm.

For *A. baumannii* and *S. aureus* GuaB enzymes, GuaB inhibitors or DMSO were dispensed to a 384-well solid white plate (Proxiplate, Revvity, 6008280) as described above. The total volume of DMSO was 100 nL per well, with a final DMSO concentration of 1%. Recombinant GuaB (0.2 nM and 0.6 nM for GuaB*^Ab^* and GuaB*^Sa^*, respectively), substrate IMP (100 and 60 µM for GuaB*^Ab^* and GuaB*^Sa^*, respectively) and NAD + cofactor (1,000 and 340 µM for GuaB*^Ab^* and GuaB*^Sa^*, respectively) were diluted in Assay Buffer and subsequently added to the assay plate. GuaB-mediated NADH production is detected with the addition of NAD(P)H-Glo detection system (Promega, G9062). In the presence of NADH, a reductase/luciferase enzyme cascade produces luminescence proportional to the amount of NADH.

Absorbance or luminescence values were normalized to no inhibition and 100% inhibition controls, and the normalized data were fit to a four-parameter sigmoidal equation to determine IC_50_ values for each inhibitor (Table S1).

### Minimum inhibitory concentration (MIC) assays

Broth MICs of *A. baumannii* and *E. coli* were determined in M9 media, broth MICs of *S. aureus* were determined in RPMI 1640, according to a standard Clinical and Laboratory Standards Institute (CLSI) protocol.

### Time-kill curves

The *guaB* null strains and the corresponding wild-type strains were grown to exponential phase in broth media supplemented with 100 µM guanine (*A. baumannii* and *E. coli* strains in M9 media, *S. aureus* stains in RPMI 1640). The bacteria were spun down and immediately resuspended in fresh media with or without guanine to 10^6^ CFU/mL. The bacterial cultures were grown at 37°C. At each time point, dilutions of the bacterial cultures were plated on agar media (*A. baumannii* and *E. coli* strains on M9 agar, *S. aureus* stains on cation-adjusted Mueller–Hinton agar) with or without guanine. The plates were incubated at 37°C and colonies were counted after overnight growth to determine the number of viable bacteria.

For GuaB inhibition time-kill assays, the strains were grown and diluted to 10^6^ CFU/mL in their corresponding broth media with or without guanine. G6 (10 mM in DMSO) or equal volumes of DMSO was added to 2-mL aliquots of bacterial cultures, and the cultures were grown at 37°C. At each time point, 100 µL of the cultures was retrieved, and dilution of the cultures was plated on agar plates with or without guanine for CFU numeration as described above.

### Time-lapse microscopy

Ab19606 and MG1655 Δ*tolC* strains expressing cytoplasmic GFP were grown to exponential phase in M9 media containing 50 µg/mL carbenicillin at 37°C and treated with G6 at 4 x MIC (12 µM for Ab19606 and 16 µM for MG1655 Δ*tolC*). Bacterial cells were then immediately placed between a cover slip and a 1% agarose pad containing the same concentration of G6 for imaging. The cells were maintained at 37°C during imaging with a stage top chamber (Okolab Inc.) and imaged on a Nikon Eclipse Ti inverted confocal microscope (Nikon Instruments Inc.) coupled with a UltraVIEW VoX (PerkinElmer Inc.) and a 100× (NA 1.40) oil-immersion objective. Images were captured using an ORCA-Flash 4.0 CMOS camera (Hamamatsu Photonics), collected using Volocity software (Quorum Technologies) and processed using Fiji (69).

### Bacterial phenotypic profiling

Bacterial samples were prepared for high throughput imaging as described previously with modifications (36). The GuaB inhibitors and standard antibiotics were serially diluted in a 384-well assay plate using Echo Acoustic Liquid Handler (LabCyte). The total volume of DMSO is 75 nL each well (final concentration 0.5%). Ab19606 and MG1655 Δ*tolC* bacteria were grown to exponential phase in M9 media at 37°C and diluted to 0.4 OD_600_/mL with prewarmed M9 media. Subsequently, 30 µL of the bacterial suspensions was dispensed into each well and incubated for two doublings (1 h and 2 h for *E. coli* and *A. baumannii*, respectively) at 37°C. At 30 min before the end of the incubation, 10 µL of pre-warmed M9 media containing Sytox Green (Life Technologies) and FM4-64 (Invitrogen) dyes was added to a final concentration of 1 µM and 2.5 µg/mL, respectively. After two doublings at 37°C, Sytox Green and FM4-64 were removed by adding 40 µL PBS per well, centrifuging plate for 1 min at 1000 rpm, and subsequently aspirating the supernatant with 10-µL volume remaining per well. Subsequently, 10 µL 4% paraformaldehyde in PBS containing 4 µg/mL DAPI (Promo Kine) was added, and the samples incubated for 30 min in the dark at room temperature. The samples were then washed twice by adding 60-µL PBS, centrifuging and aspirating supernatant to the 10 µL remaining volume. The samples were resuspended by adding 40 µL PBS, and 18 µL was transferred to a 384-well black/clear amine coated imaging plate (Corning). All the above steps were carried out using a Multidrop Combi reagent dispenser (Thermo Fisher) and a Biomek FX robotic workstation (Beckman Coulter). The samples were imaged on an Opera Phenix high content screening system with a 63 x water objective (Perkin Elmer).

Images were analyzed using a workflow created with Harmony building blocks (Perkin Elmer) to extract features describing shape, intensity, and texture (SER Features) for each of the fluorescent channels. A total of 106 features were extracted and analyzed with a workflow created in KNIME with R script nodes as follows: SMAD-normalization relative to DMSO wells, outlier removal by interquartile range filter (1.5 × 5th and 95th percentiles), selection of the 20 most informative features using R package ‘mRMR’ applied to the reference antibiotic samples; Euclidean distance relative to DMSO. For each compound, the lowest effective dose (LOED) was determined as having a Euclidean distance of >3 sd from the mean of DMSO wells. Doses corresponding to LOED and the next two higher doses were selected and clustered using the R package ‘Rtsne’.

### GuaB inhibition and RNA isolation

*A. baumannii* strain Ab19606 and *E. coli* strain MG1655 Δ*tolC* were grown to log phase in M9 media and diluted with fresh M9 media to 0.1 OD_600_/ml. G6 or ciprofloxacin was added to 4× MIC (G6: 12 µM for Ab19606 and 16 µM for MG1655 Δ*tolC*; ciprofloxacin: 4 µg/mL for Ab19606 and 0.016 µg/mL for MG1655 Δ*tolC*). After incubation with shaking for 1 h at 37°C, the bacteria were immediately spun down and resuspended in the RNAprotect bacteria reagent (Qiagen). RNA was extracted using RNeasy spin columns (Qiagen) according to the manufacturer’s protocol.

### RNA-Seq

Quality control of RNA samples was performed to determine RNA quantity and quality before their processing by RNA-Seq. The concentration of RNA samples was determined using NanoDrop 8000 (Thermo Scientific), and the integrity of RNA was profiled on 2100 Bioanalyzer (Agilent Technologies). Ribosomal RNA depletion was performed using a Ribo-Zero rRNA Removal Kit (Bacteria) (Illumina, San Diego, CA) according to the manufacturer’s instructions. RNA-Seq library generation was continued using the Truseq RNA Library Prep Kit v2 (Illumina) starting at the “Elute, Prime, Fragment” step and was completed according to the manufacturer’s protocol. The size of the libraries was confirmed using 4200 TapeStation and High Sensitivity D1K screen tape (Agilent Technologies), and their concentration was determined by qPCR-based method using a library quantification kit (KAPA). The libraries were multiplexed and sequenced on Illumina HiSeq4000 (Illumina) to generate approximately 20 million of single end 50 base pair reads.

Ribosomal RNA contamination was removed from the fastq sequence files, and reads were filtered for quality, keeping only reads where at least 70% of the cycles had Q scores ≥ 23. Single-end 50bp reads were aligned to the *E. coli* K12 MG1655 and *A. baumannii* ATCC19606 genome using GSNAP version 2013–11-01 with the following parameters: -M 2n 10 -B 2 -i 1 --pairmax-dna=1000 --terminal-threshold=1000 --gmap-mode=none --clip-overlap. Uniquely mapped reads were used to obtain read counts and RPKMs per gene. Differential expression analysis was performed with voom+limma. Orthologs between strains were detected using OrthoFinder (37). To simplify our analysis, we limited each orthologous group to one gene in *E. coli* but allowed for the presence of paralogs (i.e., multiple orthologous genes) in *A. baumannii*. Raw and processed RNA-seq data for *A. baumannii* and *E. coli* have been deposited on the Gene Expression Omnibus platform with the accession number GSE275261 .

### RT-qPCR

cDNA was synthesized using the SuperScript III First-Strand Synthesis System (Invitrogen). qPCRs were performed using TaqMan Universal PCR Master Mix (Applied Biosystems) and gene-specific primers and probes (IDT, Table S6) on a 7500 Real Time PCR instrument (Applied Biosystems). Relative gene expression was analyzed using Applied Biosystems software and the 2^-ΔΔCT^ method (70, 71).

### Quantification of bacterial intracellular purines by LC-MS/MS

*A. baumannii* strain Ab19606 and *E. coli* strain MG1655 Δ*tolC* were grown to log phase in M9 media. G6 was added to 4× MIC. At each time point, bacterial density (OD_600_) was measured, and 15 mL of bacterial cultures was collected. To extract intracellular purines, bacterial pellets were suspended in 300 µL of 80:20 methanol:water (v/v), subsequently incubated in a dry ice methanol bath for 15 min, and centrifuged at 14,000 rpm for 5 min at 4°C. The extraction was repeated twice. In the third extraction, an additional 15 min of sonication in an ice bath was carried out before centrifugation. The cell extracts were pooled for the following analysis.

The analytical reference standards of guanosine 5′-monophosphate (GMP) and inosine 5′-monophosphate (IMP) were purchased from J&K Scientific (Beijing, China), xanthosine 5′-monophosphate (XMP) was purchased from USBiological Life Sciences (MA, USA), and the internal standard (IS), guanosine-^15^N_5_ 5′-monophosphate (GMP-15N5), was purchased from Sigma-Aldrich (MO, USA). The cell extract samples were prepared for analysis by mixing a 90-µL aliquot of cell lysate and 10 µL of 50:50 methanol:water (v/v) containing the internal standard mixture into a 96-well plate. The samples were vortex-mixed at room temperature for 1 min and ready for analysis. The concentrations of GMP, IMP, and XMP in *E. coli* and *A. baumannii* were determined by a high-performance liquid chromatography-tandem mass spectrometry (HPLC-MS/MS) assay. A Shimadzu Nexera UPLC system coupled to a QTRAP 5500 SCIEX in positive ion ESI mode (SCIEX, Foster City, CA) was used for sample analysis. The mobile phases were 20 mM ammonium acetate and 20 mM ammonium hydroxide in water (A) and 100% acetonitrile (B). A gradient method was used, and the total flow rate was 1.0 mL/min. The samples were injected into a Phenomenex Luna NH2 (50 × 2.0 mm, 3 µm) analytical column with a total run time of 4 min. The analysis commenced with the mobile phase set at 30% B. It was ramped linearly down to 0% B over a period of 2.5 min and held at 0% B until 3.3 min, then quickly adjusted back to 30% B, and maintained at 30% B for the rest of the time, totaling a 4-min run. Data were acquired using multiple reactions monitoring (MRM) in positive ion electrospray mode. A duplicate set of calibration curve was prepared in 50:50 methanol:water (v/v) with known concentrations of each analyte at 11 levels and included in each HPLC-MS/MS run of the cell extract samples. The lower limit of quantitation (LLOQ) is 7.81 ng/mL for GMP and IMP and 15.6 ng/mL for XMP. The peak area ratio of each analyte to IS (GMP-15N5) vs. concentration of the analyte was fitted with a weighted quadratic curve to determine the unknown analyte concentrations in the cell extract samples.

### ROS measurements

*A. baumannii* strain Ab19606 and *E. coli* strain MG1655 Δ*tolC* were grown to log phase and adjusted to 10^7^ CFU/mL in M9 media. The bacterial suspensions were treated with G6 at 4× MIC at 37°C. ROS levels were measured by adding 5 µM of 2′,7′‐dichlorodihydrofluorescein diacetate (H_2_DCFDA, Invitrogen) to the bacterial suspension 30 min before each time point. The fluorescence was determined using a SpectraMax M5 microplate reader (Molecular Devices) with excitation/emission wavelengths of 485/530 nm. The fluorescence intensity (FI)/OD_600_ was calculated to normalize the fluorescence with respect to growth. Untreated cells were processed similarly and used as the control.

### Western blot

Bacterial cells were lysed in a 1 × LDS sample buffer (Invitrogen) containing 4% 2-mercaptoethanol by boiling for 10 min. Aliquots of lysates containing equal amounts of total protein were resolved by SDS-PAGE on a 4%–12% Tris-Bis gel (Invitrogen). Proteins were transferred to nitrocellulose membranes using the iBlot two gel horizontal transfer system (Invitrogen). RecA was detected using a rabbit anti-RecA antibody (GeneTex) followed by a secondary antibody obtained from LI-COR. Images were acquired and quantified using the Odyssey CLx imaging system (LI-COR).

### GuaB purification, crystallization, and structure determination

The *A. baumannii* GuaB with CBS domain deletion protein (M1-G488_ΔM93-R201) was expressed, purified, and crystallized as described (28). In short, the purified *A. baumannii* GuaBΔCBS protein (21 mg/mL) was incubated with 5 mM IMP before mixing 1:1 with reservoir solution (0.1 M HEPES, pH 7.5, 20% isopropanol and 10% PEG4000). The complexes with small-molecule inhibitors were obtained by soaking the crystals 1–2 nights in artificial mother liquor with 5 mM of compound G6 and 5 mM IMP, then dipping into cryo-protectant solution consisted of 0.1 M HEPES pH 7.5, 10% PEG4000, 20% ethylene glycol, 2.5 mM IMP, and 2.5 mM compound, before flash freezing in liquid nitrogen. Data sets were collected at the ALS beamline 5.0.2. The structure was determined by molecular replacement using an in-house model, originally derived from published GuaB CBS-deletion structures (e.g. *V. cholera* PDB 4I × 2). The *A. baumannii* GuaB crystallized in space group P2_1_ with eight molecules per asu. The structure was manually rebuilt using COOT (72) and refined with Phenix (73) and Buster (74). Molecular graphics were prepared with PyMOL (Schrödinger, LLC, 2010). The refined structural model and structure factors (Table S7) are deposited with PDB code 9C4M.

# Supplementary material for: Differential effects of inosine monophosphate dehydrogenase (IMPDH/GuaB) inhibition in Acinetobacter baumannii and Escherichia coli
**Source:** J Bacteriol. 2024 Sep 5;206(10):e00102-24. doi: 10.1128/jb.00102-24
**Supplement:** Supplemental material — Supplemental figures, figure legends, synthesis of GuaB inhibitors, and tables S1, S5, S6, and S7.

# Supplemental Material

**Supplemental Figures.**

**Supplemental Figure Legends.**

**Synthesis of GuaB inhibitors.**

**Table S1.** Additional information on IC<sub>50</sub> measurement.

**Table S2.** Transcriptional changes in *A. baumannii* and *E. coli* after treatment of GuaB inhibitor G6 and ciprofloxacin (Excel file).

**Table S3.** KEGG pathway enrichment analysis of transcriptional changes in *A. baumannii* and *E. coli* after treatment of GuaB inhibitor G6 (Excel file).

**Table S4.** Transcriptional changes of the orthologs in *A. baumannii* and *E. coli* after treatment of GuaB inhibitor G6 and ciprofloxacin (Excel file).

**Table S5.** Bacterial strains used in this study.

**Table S6.** RT-qPCR primers used in this study.

**Table S7.** Structure data collection and refinement statistics.

Figure S1. The crystal strcture of *A. baumannii* GuaB bound to IMP and G6.

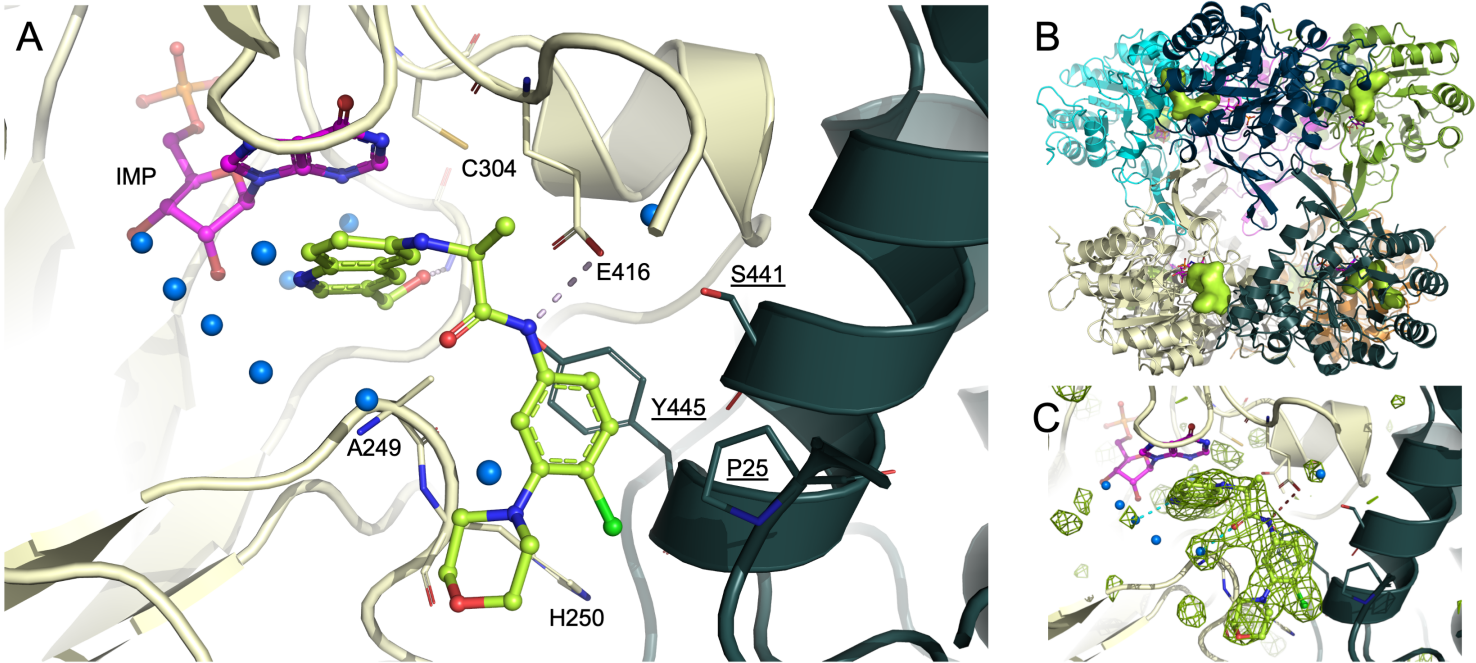

Figure S2. *S. aureus* time-kill kinetics upon GuaB inhibition.

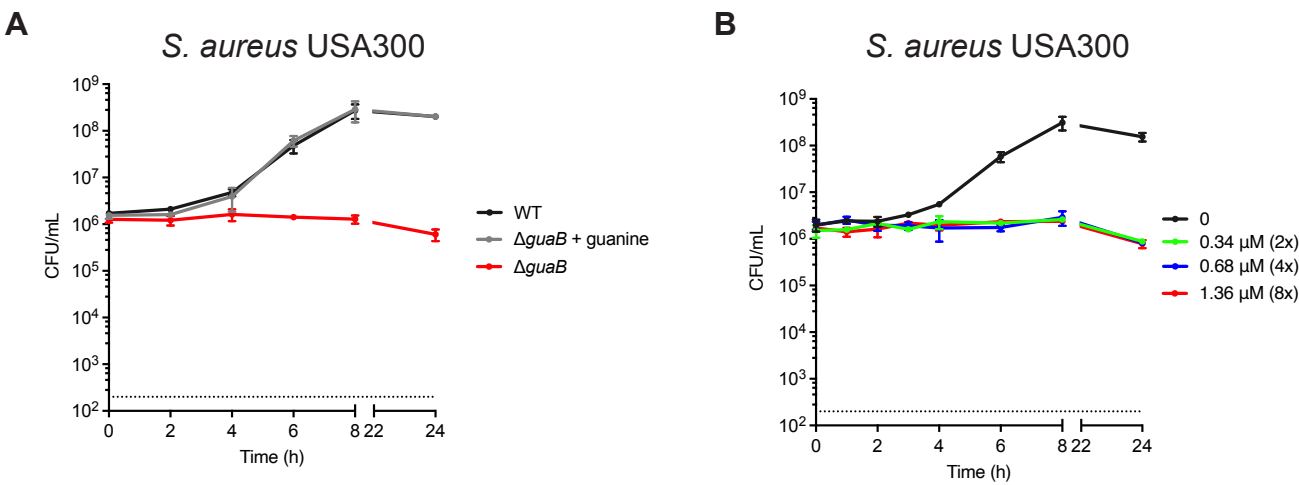

Figure S3. Hierarchical clustering of gene expression after the treatment of G6 or ciprofloxacin.

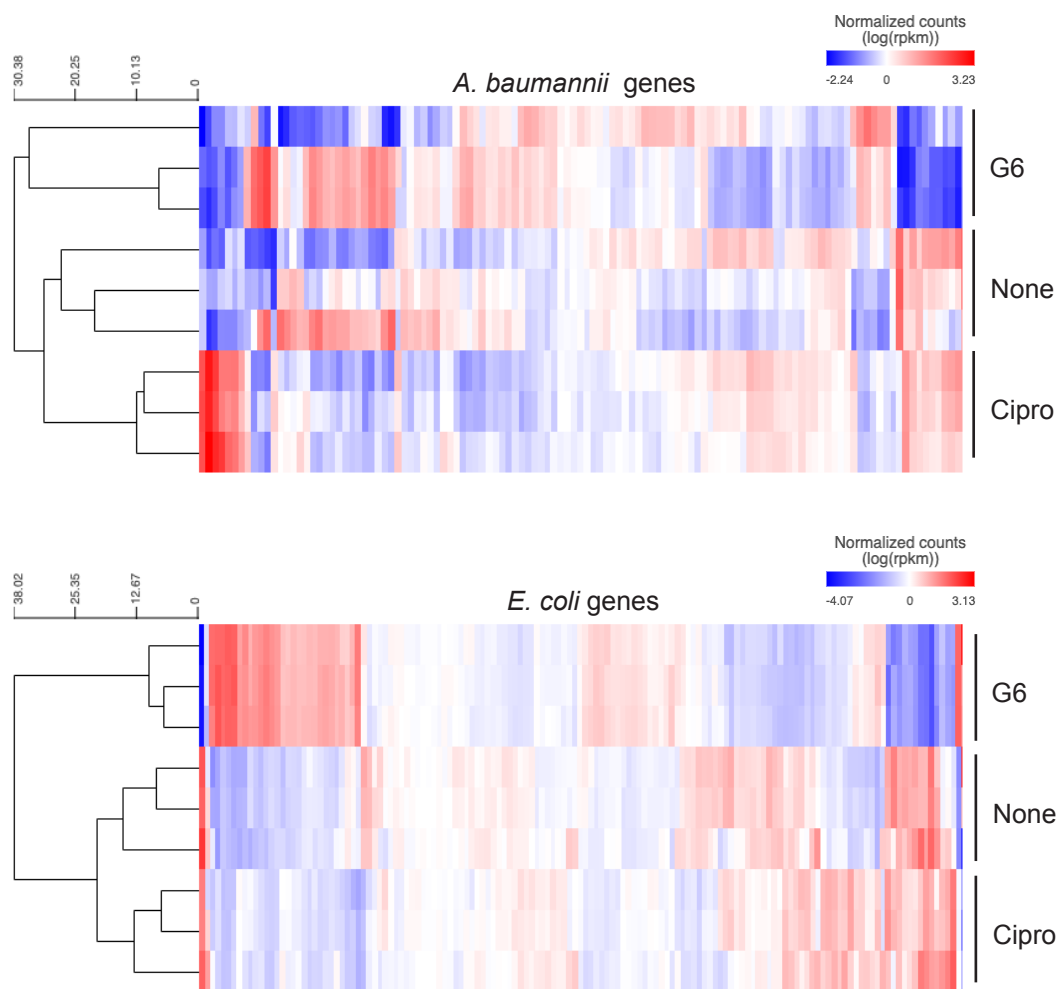

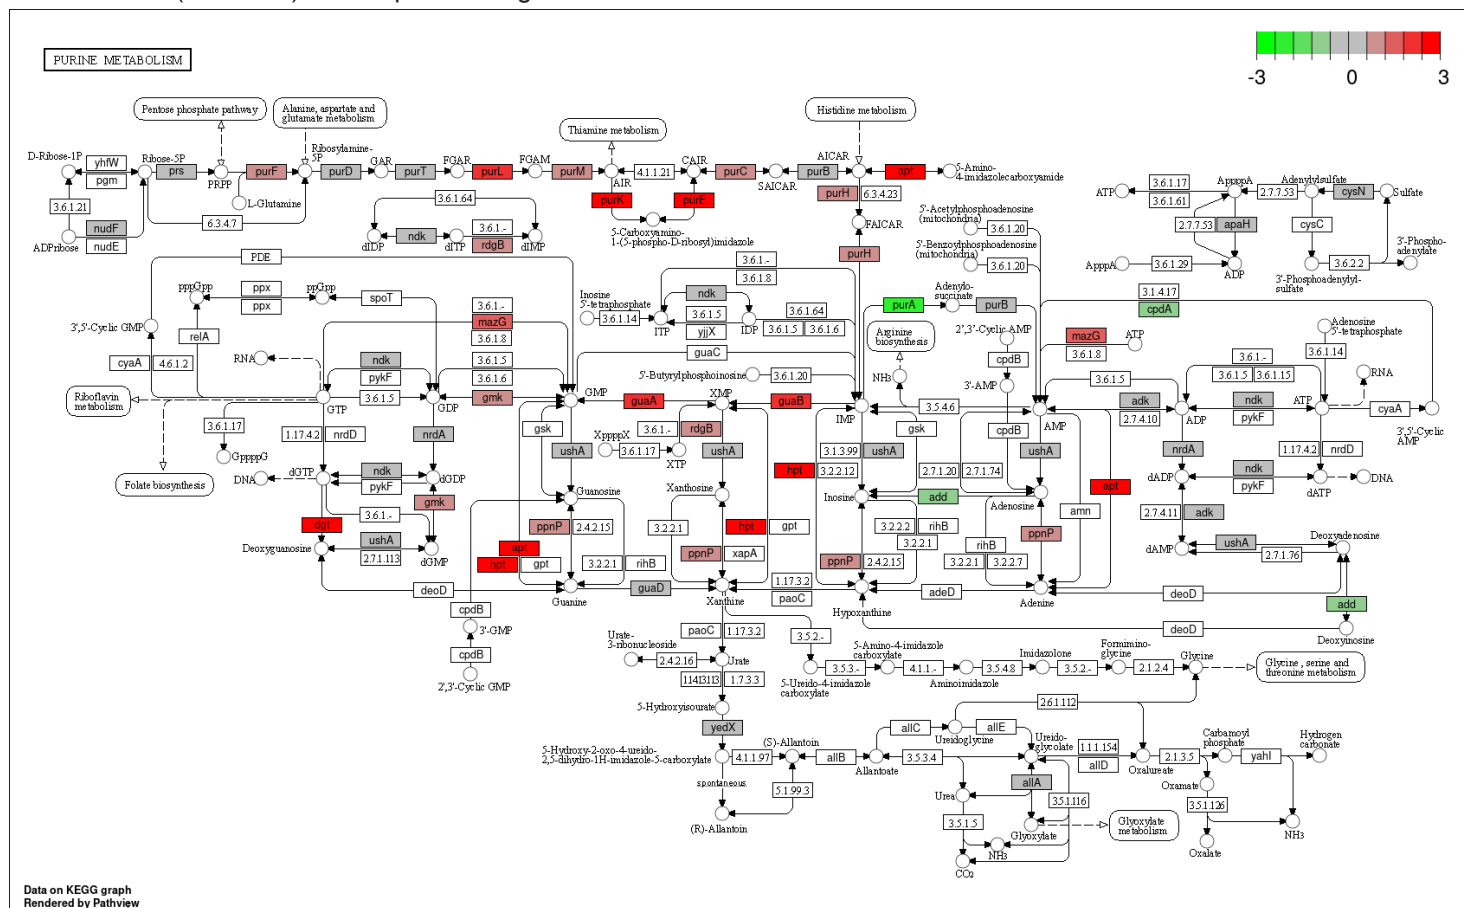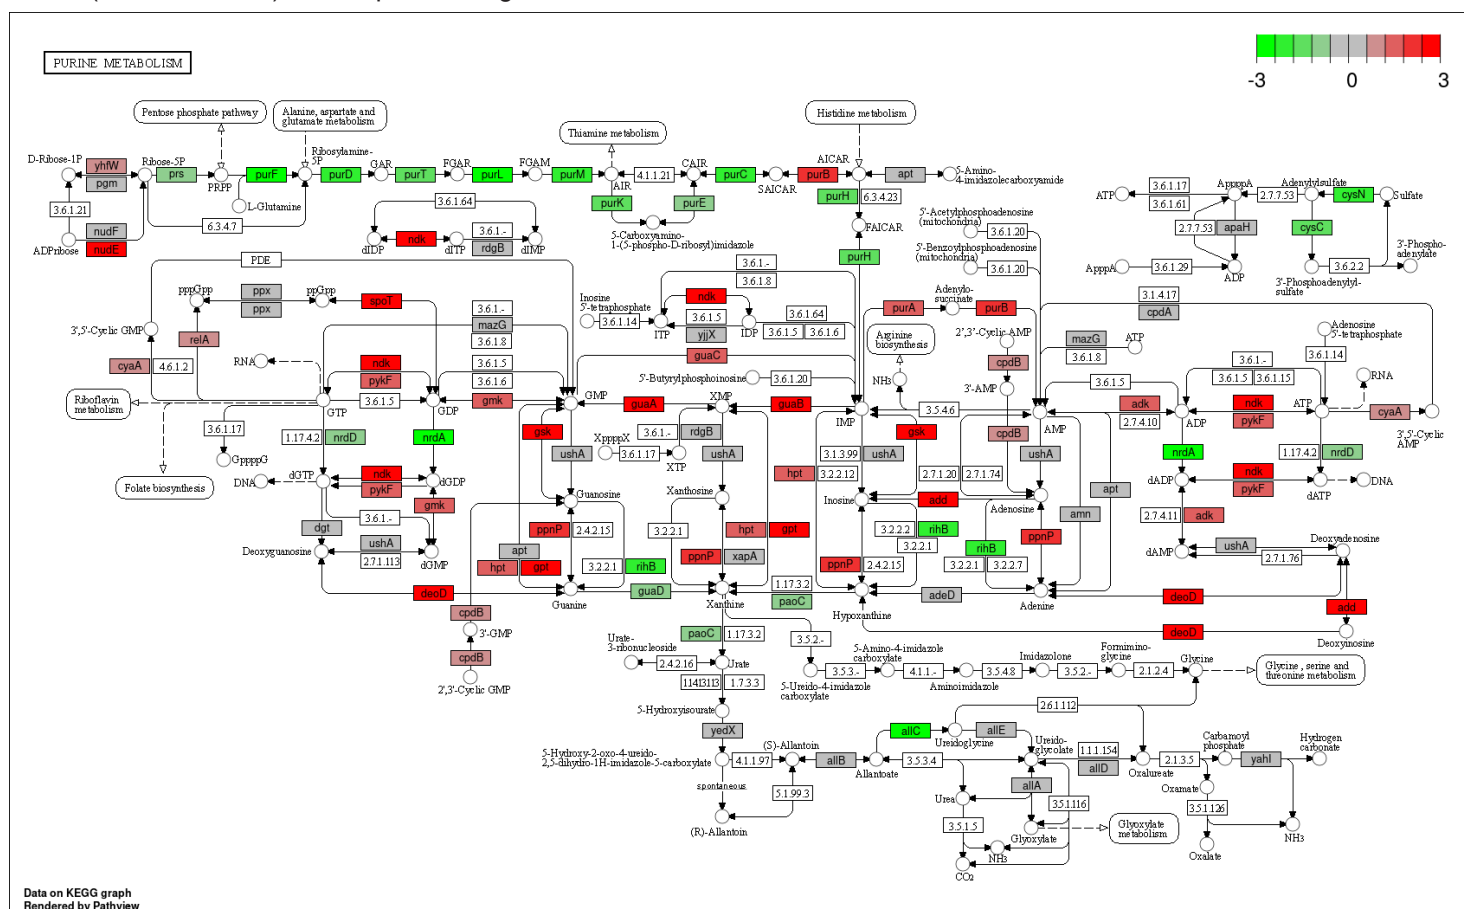

**Figure S5. Upregulation of molecular chaperone genes does not result in resistance to ciprofloxacin in either species.**

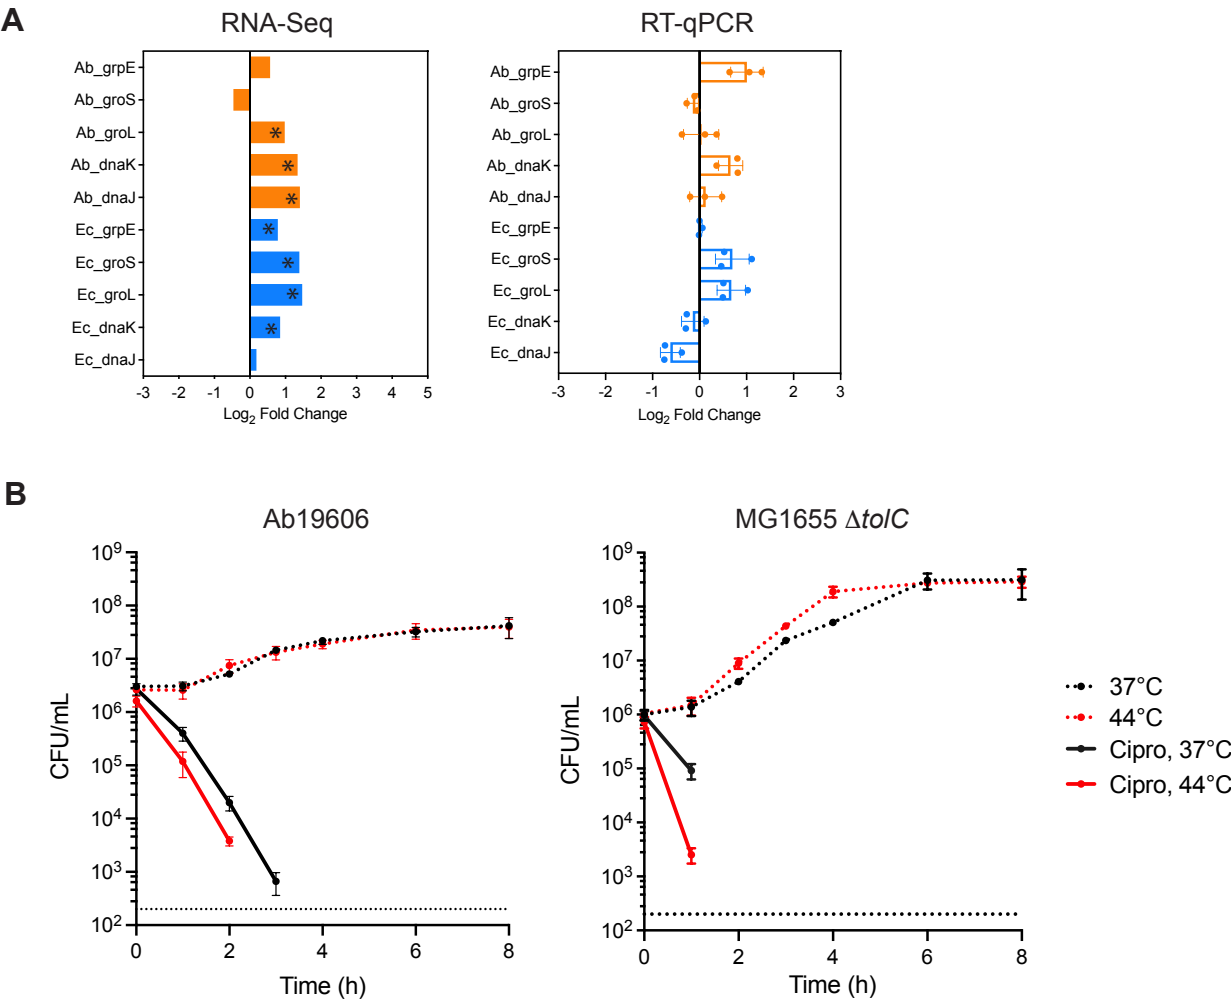

**Figure S6. GuaB inhibition leads to opposite transcription changes in genes required for tryptophan, glutamate and histidine biosynthesis in *A. baumannii* and *E. coli*.**

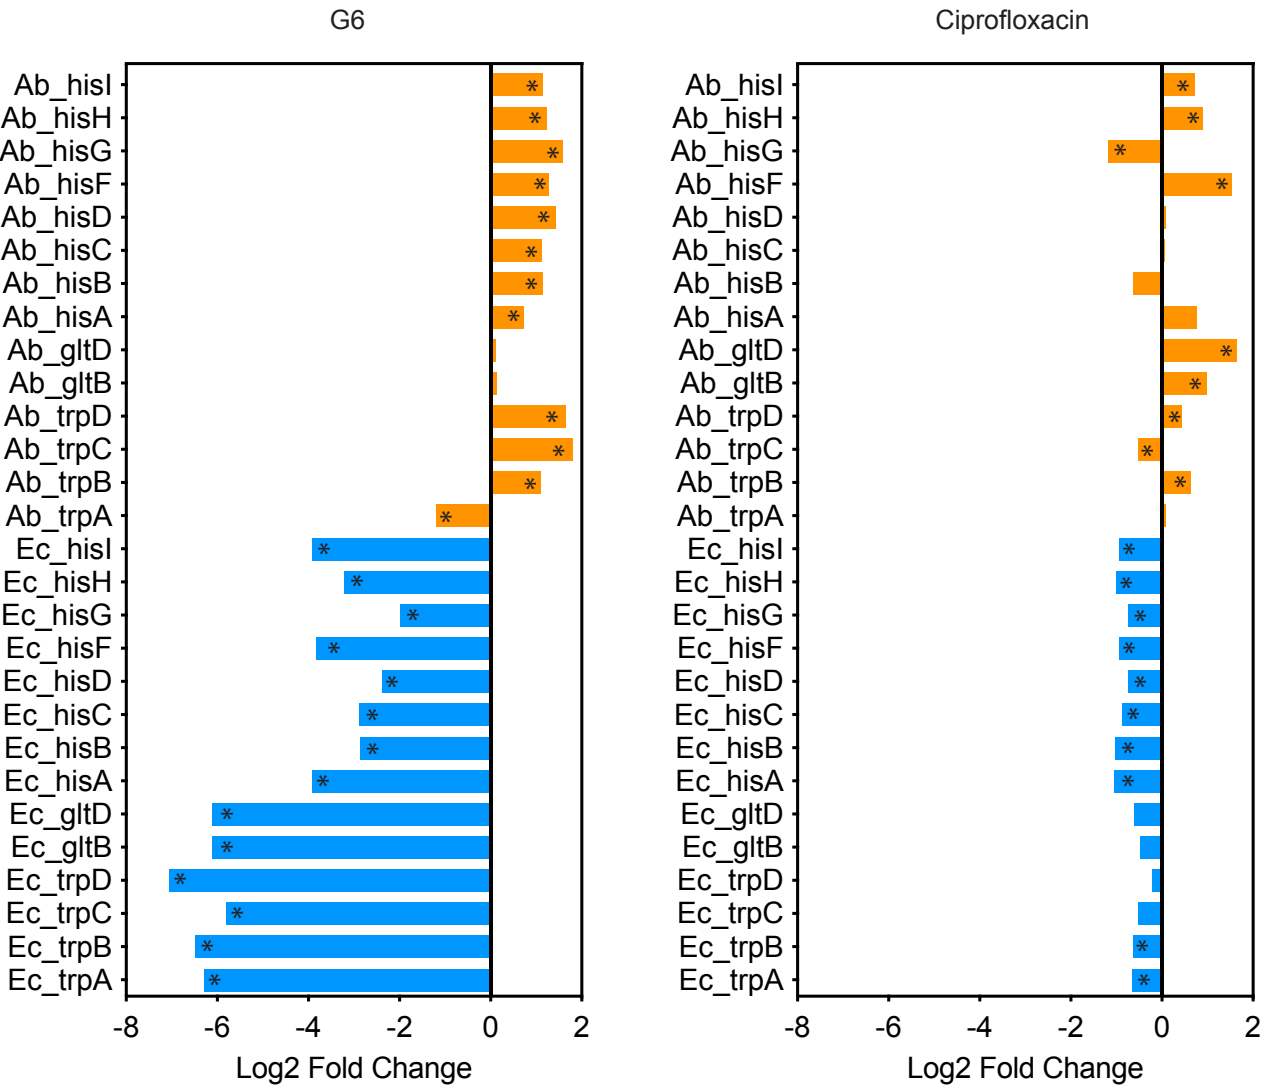

## Supplemental Figure Legends

**Figure S1. The crystal structure of *A. baumannii* GuaB bound to IMP and G6.** (A) A detailed view of a representative binding pocket from the octamer of the crystallographic asymmetric unit showing key interactions of G6 (green sticks) with IMP (magenta sticks) and surrounding residues from two GuaB neighboring chains (chain A: ivory, chain B: dark teal, underlined labels). Proximal ordered water molecules are depicted as blue spheres, and hydrogen bonds shown as dashed lines. From this perspective the foreground would be occupied by the GuaB chain A "flap" feature, which is here dynamic and disordered as common to many IMPDH structures. (B) An overview of the octamer in the asymmetric unit of the crystal, shown as two tetramer layers inverted relative to each other. Ligand binding is observed between each pair of partners, with the G6 ligand here represented with molecular surface in bright green. (C) An Fo-Fc density representation prior to ligand inclusion in the model, here overlayed with the final refined structure, shows the quality of indication for the full envelope of the ligand.

**Figure S2. *S. aureus* time-kill kinetics upon GuaB inhibition.** (A) Time-kill assays of *S. aureus* USA300  $\Delta$ *guaB*. The *guaB* null and corresponding wild-type strains were grown to log phase at 37°C in RPMI 1640 supplemented with 100  $\mu$ M guanine and shifted to RPMI 1640 with or without guanine. Viable cells were serially diluted and plated on Mueller-Hinton agar plates supplemented with guanine at the indicated time points. (B) Time-kill assays of *S. aureus* USA300 with the GuaB inhibitor G6 at the concentration of 2 $\times$ , 4 $\times$ , 8 $\times$  MIC. Viable cells were serially diluted and plated on Mueller-Hinton agar plates after exposure to G6. The averages and standard deviations of three independent experiments are shown. The dotted line indicates the minimum limit of detection, 200 CFU/ml.

**Figure S3. Hierarchical clustering of gene expression after treatment with G6 or ciprofloxacin.** Each column represents a gene and each row represents a sample. Three replicates are shown for each treatment. The unsupervised clustering was generated with Partek Flow using log2 fold changes, average linkage as cluster distance metric, and Euclidean as point distance metric.

**Figure S4. Changes in gene expression mapped to KEGG pathways.** The log<sub>2</sub> fold changes are indicated by color from -3 (green) to +3 (red).

**Figure S5. Upregulation of molecular chaperone genes doesn't result in resistance to ciprofloxacin in either species.** (A) Transcriptional changes of five major molecular chaperone genes in response to ciprofloxacin. RNA-Seq data with significance ( $p < 0.05$ ) were marked with \*. RNA-Seq data were validated with RT-qPCR. The averages and standard deviations of three independent experiments are shown. (B) Heat shock does not result in resistance to ciprofloxacin in either species. Ab19606 and MG1655  $\Delta tolC$  were grown to log phase at 37°C and shifted to 44°C for 30 min prior to addition of ciprofloxacin at 4× MIC. Viable cells were serially diluted and plated on M9 agar plate after exposure to ciprofloxacin.

**Figure S6. GuaB inhibition leads to opposite transcriptional changes in genes required for tryptophan, glutamate and histidine biosynthesis in *A. baumannii* and *E. coli*.** RNA-Seq data with significance ( $p < 0.05$ ) were marked with \*.

**Synthesis of GuaB inhibitors.**

**Synthesis of G1, (2S)-N-(6-Chloro-3-pyridyl)-2-(2,4-dihydro-1H-pyrano[3,4-c]quinolin-9-ylamino)propanamide, and G2, (2S)-N-[4-Chloro-3-(dimethylamino)phenyl]-2-[[3-(hydroxymethyl)-6-quinolyl]amino]propanamide.** Details were described previously (1).

**Synthesis of G3, (2S)-N-(6-bromo-3-pyridyl)-2-[[3-(hydroxymethyl)-6-quinolyl]amino]propanamide.** **G3** was made in a similar fashion as G2. <sup>1</sup>H NMR (400 MHz, DMSO-d<sub>6</sub>) δ 10.49 (s, 1H), 8.63 (dd, J = 2.8, 0.6 Hz, 1H), 8.46 (d, J = 2.0 Hz, 1H), 8.03 (dd, J = 8.7, 2.8 Hz, 1H), 7.82 (dd, J = 2.1, 1.0 Hz, 1H), 7.72 (d, J = 9.2 Hz, 1H), 7.58 (dd, J = 8.7, 0.6 Hz, 1H), 7.26 (dd, J = 9.1, 2.6 Hz, 1H), 6.65 (d, J = 2.6 Hz, 1H), 6.51 (d, J = 7.2 Hz, 1H), 5.33 – 5.25 (m, 1H), 4.60 (d, J = 4.4 Hz, 2H), 4.18 (p, J = 6.9 Hz, 1H), 1.49 (d, J = 6.9 Hz, 3H). LCMS M/Z (M+H) 401.

**Synthesis of G4, (S)-4-(5-(2-((4-(1H-1,2,4-triazol-1-yl)phenyl)amino)propanamido)benzo[d]thiazol-2-yl)pyridine 1-oxide.**

**Scheme:**

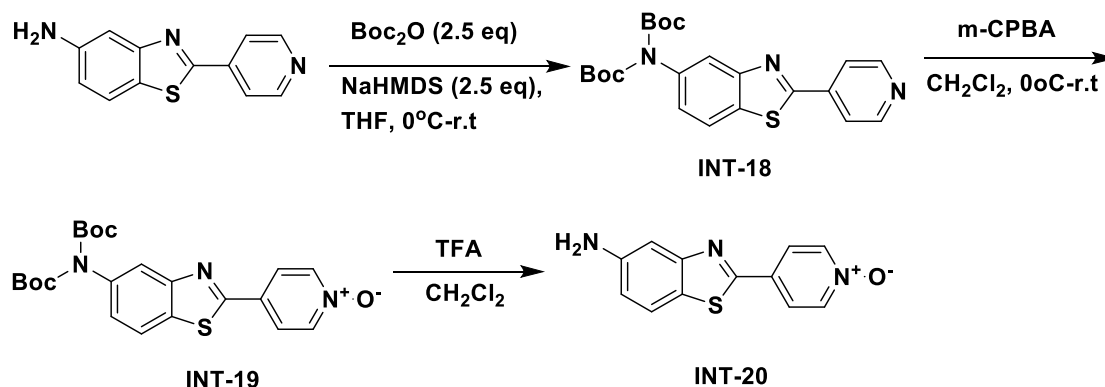

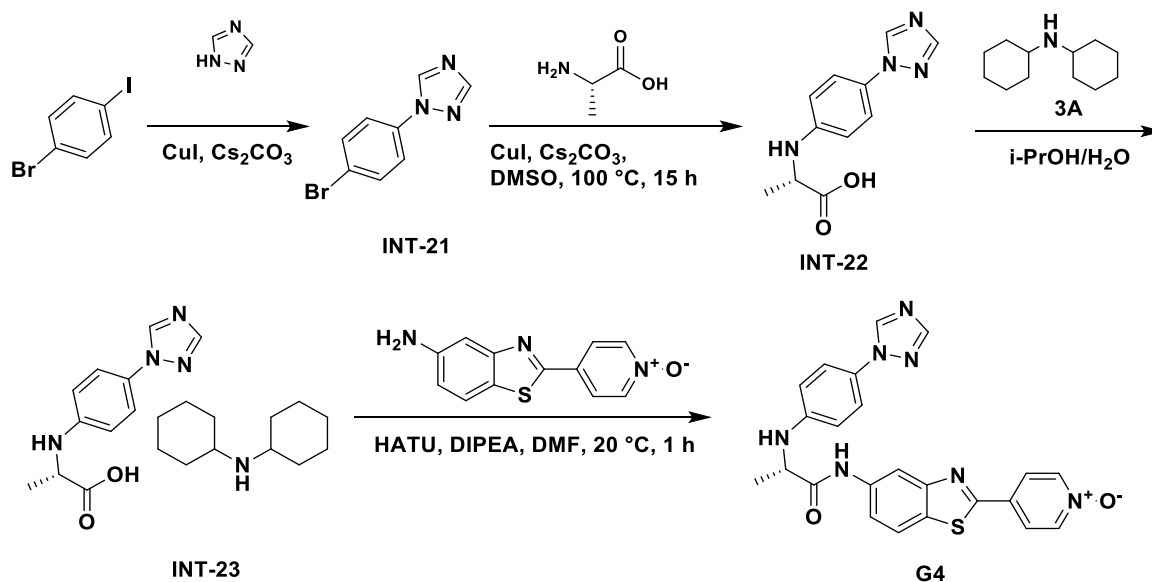

A solution of sodium bis(trimethylsilyl)amide (11.0 mL, 11.0 mmol) (1 M in THF) was added to a stirred solution of 2-(4-pyridyl)-1,3-benzothiazol-5-amine (1.00 g, 4.40 mmol) and di-*tert*-butyldicarbonate (2.40 g, 11.0 mmol) in anhydrous THF (60 mL) at 0°C under N<sub>2</sub>. The resulting mixture was stirred at 20 °C for 1h. Saturated aqueous NH<sub>4</sub>Cl was added to quench the reaction and the mixture was extracted with ethyl acetate. The combined organic phases were washed with brine, dried over Na<sub>2</sub>SO<sub>4</sub>, filtered and concentrated under reduced pressure. The residue was purified by flash column chromatography (0-40% ethyl acetate in petroleum ether) to yield *tert*-butyl (**INT-18**, *tert*-butyl *N*-*tert*-butoxycarbonyl-*N*-[2-(4-pyridyl)-1,3-benzothiazol-5-yl]carbamate (1.72 g, 91.4% yield) as a light-yellow solid. <sup>1</sup>H NMR (400 MHz, DMSO-*d*<sub>6</sub>) δ 8.81 (d, *J* = 4.8 Hz, 2H), 8.24 (d, *J* = 9.2 Hz, 1H), 8.08 - 7.98 (m, 3H), 7.41 (d, *J* = 8.4 Hz, 1H), 1.40 (s, 18H).

To a mixture of *tert*-butyl *N*-*tert*-butoxycarbonyl-*N*-[2-(4-pyridyl)-1,3-benzothiazol-5-yl]carbamate (**INT-18**, 8.0 g, 18.71 mmol) in dichloromethane (100 mL) was added portionwise 3-chloroperoxybenzoic acid (5.7 g, 28.1 mmol) at 0°C. After addition was complete, the mixture was warmed to 20°C and stirred for 4h. The mixture was quenched with saturated Na<sub>2</sub>SO<sub>3</sub> solution. The organic layer was separated, washed with saturated brine solution, dried over Na<sub>2</sub>SO<sub>4</sub> and concentrated under reduced pressure. The crude product was then purified by flash chromatography (10% MeOH in CH<sub>2</sub>Cl<sub>2</sub>) to give 4-(5-(bis(*tert*-butoxycarbonyl)amino)benzo[d]thiazol-2-yl)pyridine 1-oxide (**INT-19**, 6 g, 72.3% yield) as a

yellow solid. <sup>1</sup>H NMR (400MHz, CDCl<sub>3</sub>) δ 8.31 (d, *J*=7.2 Hz, 2H), 7.97 (d, *J*=7.2 Hz, 2H), 7.92-7.84 (m, 2H), 7.27 (br d, *J*=2.0 Hz, 1H), 1.42 (s, 18H). LCMS *m/z* [M+H]<sup>+</sup> 444.0.

To a mixture of 4-(5-(bis(*tert*-butoxycarbonyl)amino)benzo[d]thiazol-2-yl)pyridine 1-oxide (15.0 g, 33.82 mmol) in dichloromethane (200 mL) was added trifluoroacetic acid (50 mL, 673.13 mmol) at 0°C. The mixture was stirred at room temperature for 3h. The mixture was concentrated under reduced pressure to give the crude product as a TFA salt. The residue was then suspended in ethyl acetate (100 mL) and treated with NH<sub>3</sub>.H<sub>2</sub>O (30 mL). The mixture was then concentrated under reduced pressure, and purified by flash chromatography (10% MeOH in dichloromethane) to afford the free base desired product 2-(1-oxidopyridin-1-ium-4-yl)-1,3-benzothiazol-5-amine (**INT-20**, 7 g, 85.1% yield) as a yellow solid. <sup>1</sup>H NMR (400MHz, DMSO-*d*<sub>6</sub>) δ = 8.30 (d, *J*=7.2 Hz, 2H), 7.98 (d, *J*=7.2 Hz, 2H), 7.72 (d, *J*=8.4 Hz, 1H), 7.14 (d, *J*=2.0 Hz, 1H), 6.79 (dd, *J*=2.2, 8.4 Hz, 1H), 5.40 (br, s, 2H).

To a solution of 1-bromo-4-iodobenzene (30 g, 106 mmol) in DMF (300 mL) was added Cs<sub>2</sub>CO<sub>3</sub> (69 g, 212 mmol), copper(I) Iodide (6 g, 32 mmol) and 1,2,4-triazole (7.3 g, 106 mmol) at 15 °C. The reaction mixture was then stirred at 120°C for 16 h under N<sub>2</sub>. After cooling to room temperature, the reaction mixture was concentrated to dryness and purified by silica gel chromatography (0-20%EtOAc in petroleum ether) to afford 1-(4-bromophenyl)-1,2,4-triazole (**INT-21**, 19 g, 80%) as a yellow solid. LCMS *M/Z* (M+H) 223.

To a solution of 1-(4-bromophenyl)-1,2,4-triazole (**INT-21**, 10 g, 44.63 mmol) in DMSO (100 mL) was added L-alanine (4.8 g, 53.88 mmol), Cs<sub>2</sub>CO<sub>3</sub> (22 g, 67.52 mmol) and copper(I) Iodide (1.5 g, 7.88 mmol) at 10 °C. The reaction mixture was then placed under nitrogen atmosphere and stirred at 100°C for 15 h. After cooling to room temperature, the reaction mixture was purified by silica gel chromatography (0 - 10% methyl alcohol in dichloromethane then 100% methyl alcohol) to afford a partially purified crude product, which was suspended in water (300 mL), and acidified with 2 M aqueous HCl (19 mL). The resulting suspension was filtered. The filter cake was washed successively with water (30 mL x 3) and petroleum ether (30 mL x 3) to afford 2-[4-(1,2,4-triazol-1-yl)anilino]propanoic acid (**INT-22**, 8.5 g, 82%) as a white solid with 53% ee. <sup>1</sup>H NMR (400 MHz, DMSO-*d*<sub>6</sub>) δ 12.66 (s, 1H), 9.00 (s, 1H), 8.12 (s, 1H), 7.50 (d, 2H), 6.67 (d, 2H), 6.24 (s, 1H), 4.08 - 3.94 (m, 1H), 1.39 (d, 3H). LCMS *M/Z* (M+H) 233.

To a solution of 2-[4-(1,2,4-triazol-1-yl)anilino]propanoic acid (**INT-22**, 2 g, 8.61 mmol) in 2-propanol (20 mL) and water (2 mL) was added dicyclohexylamine (1.6 g, 8.61 mmol) at 15°C and stirred at 15°C for 30 min. The reaction mixture was then filtered through celite and the filtrate was stirred at 0°C for 12 h. The precipitate formed was collected, washed with small amount of 2-propanol and dried. The filtrate was slightly concentrated, cooled to 0°C, seeded with a few crystals from 1st crop, stirred at 0°C for 1h to provide a 2nd crop. The process was repeated one more time. Combined yield of the (*S*)-2-((4-(1*H*-1,2,4-triazol-1-yl)phenyl)amino)propanoate dicyclohexylamine salt **INT-23** was (2 g, 56%) as a white solid with 99% ee. LCMS M/Z (M+H) 233.

To a solution of (*S*)-2-((4-(1*H*-1,2,4-triazol-1-yl)phenyl)amino)propanoate dicyclohexylamine salt (**INT-23**, 2 g, 4.84 mmol) and HATU (2.2 g, 5.8 mmol) in DMF (15 mL) was added a solution of 2-(1-oxidopyridin-1-ium-4-yl)-1,3-benzothiazol-5-amine (1.7 g, 4.84 mmol) and DIPEA (4.3 mL, 24.18 mmol) in DMF (5 mL) at 0°C. The mixture was then stirred at 20°C for 30 min and purified by silica gel chromatography (0 - 5% methyl alcohol in dichloromethane) to afford the title compound (725 mg, 33%) as a yellow solid with 98% ee. <sup>1</sup>H NMR (400 MHz, CD<sub>3</sub>OD) δ 8.84 (s, 1H), 8.48 (d, 1H), 8.42 (d, 2H), 8.17 (d, 2H), 8.08 (s, 1H), 7.97 (d, 1H), 7.63 (dd, 1H), 7.54 (d, 2H), 6.82 (d, 2H), 4.11 (q, 1H), 1.61 (d, 3H), LCMS M/Z (M+H) 458.

**Synthesis of G5, (2*S*)-2-(4-pyrazol-1-ylanilino)-*N*-[2-(4-pyridyl)-1,3-benzothiazol-5-yl]propenamide.** **G5** was prepared in a similar fashion to **G4**. <sup>1</sup>H NMR (400 MHz, CD<sub>3</sub>OD) δ = 8.74 - 7.82 (m, 2H), 8.50 (d, *J* = 2.0 Hz, 1H), 8.09 - 8.07 (m, 2H), 8.99 - 7.97 (m, 2H), 7.66 - 7.62 (m, 2H), 7.46 (d, *J* = 8.8 Hz, 2H), 6.80 (d, *J* = 8.8 Hz, 2H), 6.45 - 6.43 (m, 1H), 4.09 (q, *J* = 7.2 Hz, 1H), 1.60 (d, *J* = 7.2 Hz, 3H). LCMS [M+H]<sup>+</sup> = 441.1.

**Synthesis of G6, (*S*)-*N*-(4-chloro-3-morpholinophenyl)-2-((3-(hydroxymethyl)quinolin-6-yl)amino)propenamide.** **G6** was made in a similar fashion to **G2**. <sup>1</sup>H NMR (400MHz, MeOD-*d*<sub>4</sub>) δ 8.53 (s, 1H), 8.22 - 7.78 (m, 1H), 7.61 (s, 1H), 7.48 (s, 1H), 7.34 - 7.16 (m, 2H), 6.94 - 6.81 (m, 1H), 6.80 - 6.24 (m, 1H), 4.86 - 4.61 (m, 3H), 4.30 - 4.16 (m, 1H), 3.86 - 3.79 (m, 5H), 3.60 - 3.46 (m, 1H), 3.02 - 2.97 (m, 4H), 1.71 - 1.61 (m, 9H). LCMS m/z (M+H): 525.

**Synthesis of G7, (S)-2-(((4-(1H-pyrazol-5-yl)phenyl)amino)-N-(2-(pyridin-4-yl)benzo[d]thiazol-5-yl)propanamide**  
**Scheme:**

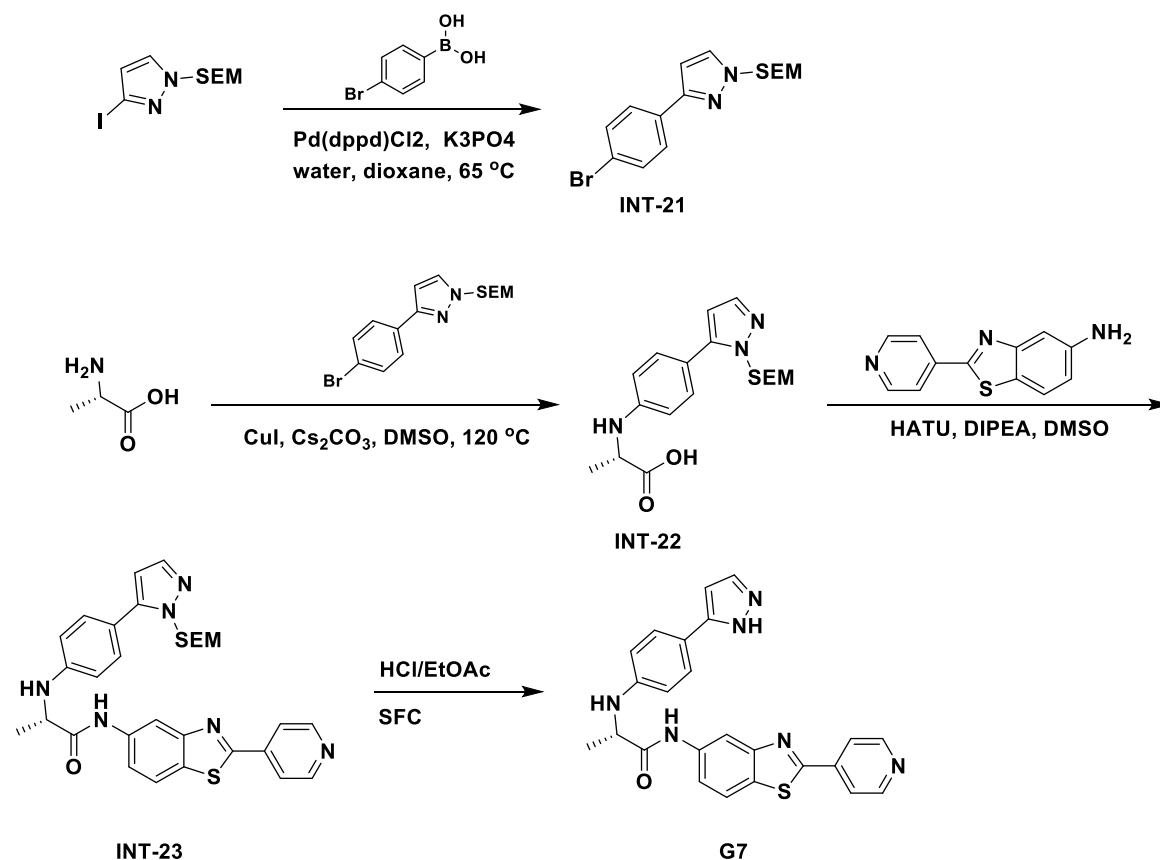

A solution of 2-[(4-iodopyrazol-1-yl)methoxy]ethyl-trimethyl-silane (10.0 g, 30.8 mmol), (4-bromophenyl)boronic acid (6.8 g, 33.9 mmol), Pd(dppf)Cl<sub>2</sub> (1.1g, 1.5 mmol) and formylperoxypotassium; potassium hydride (19.7 g, 92.5 mmol) in dioxane/H<sub>2</sub>O (200 mL/20 mL) was stirred at 65 °C for 3 h under N<sub>2</sub>. The reaction mixture was poured into H<sub>2</sub>O (500 mL) and extracted with EtOAc (500 mL x 2). The combined organic layers were washed with brine (600 mL), dried over anhydrous Na<sub>2</sub>SO<sub>4</sub>, filtered and the filtrate was concentrated under reduced pressure. The residue was purified by flash silica gel chromatography (ethyl acetate in petroleum ether from 0% to 6%) to give product 2-[[4-(4-bromophenyl)pyrazol-1-yl]methoxy]ethyl-trimethyl-silane (**INT-21**, 7.5g, 21.2 mmol, 68.8% yield) as an orange oil.

A mixture of L-alanine (0.45 g, 5.05 mmol), CuI (0.48 g, 2.53 mmol), cesium carbonate (4.9 g, 15.15 mmol) and 2-[[3-(4-bromophenyl)pyrazol-1-yl]methoxy]ethyl-trimethyl-silane

(**INT-21**, 1.8 g, 5.05 mmol) in DMSO (5 mL) was stirred at 120°C for 16h under N<sub>2</sub>. After cooling, the reaction mixture was diluted with water (20 mL), then adjusted the pH ~5 with aqueous HCl (2 M) and extracted with EtOAc (200 mL). The organic layer was dried and concentrated to afford (2*S*)-2-[4-[2-(2-trimethylsilylethoxymethyl)pyrazol-3-yl]anilino]propanoic acid (**INT-22**, 2 g, 68%) as black oil, used directly in the next step without further purification. LCMS M/Z: [M+H] 362.

To a solution of (2*S*)-2-[4-[2-(2-trimethylsilylethoxymethyl)pyrazol-3-yl]anilino]propanoic acid (**INT-22**, 2.0 g, 3.43 mmol) in DMSO (3 mL) was added DIPEA (2.83 mL, 17.15 mmol), 2-(4-pyridyl)-1,3-benzothiazol-5-amine (0.78 g, 3.43 mmol) and HATU (2.6 g, 6.86 mmol) at 20°C. The mixture was then stirred at 20°C for 16h, diluted with EtOAc (50 mL) and washed with sat. NaCl (10 mL x 5). The organic layer was dried and concentrated. The crude residue was purified by flash chromatography on silica gel eluting with 0 - 30% EtOAc in petroleum ether to afford (S)-N-(2-(pyridin-4-yl)benzo[d]thiazol-5-yl)-2-((4-(1-((2-(trimethylsilyl)ethoxy)methyl)-1H-pyrazol-5-yl)phenyl)amino)propanamide (**INT-23**, 0.8 g, 41%) as a yellow solid. LCMS M/Z: [M+H] 571.

To a mixture of (2*S*)-N-[2-(4-pyridyl)-1,3-benzothiazol-5-yl]-2-[4-[2-(2-trimethylsilylethoxy-methyl)pyrazol-3-yl]anilino]propanamide (**INT-23**, 0.8 g, 1.4 mmol) in THF (1 mL) was added a solution of 4 N HCl in EtOAc (4 mL, 16 mmol). The mixture was stirred at 25°C for 16h, then poured into sat. NaHCO<sub>3</sub> (50 mL) and extracted with EtOAc (200 mL). The organic layer was dried and concentrated. The crude residue was purified by reverse phase HPLC (acetonitrile 30 - 60/10 mM NH<sub>4</sub>HCO<sub>3</sub> in water) to afford the title compound as a yellow solid. LCMS M/Z: [M+H] 441. SFC (Chiralcel OJ-3 50 x 4.6mm I.D., 3μm) showed 57.7 % ee. The compound was further purified by SFC (OJ(250mm x 30mm,10μm)), supercritical CO<sub>2</sub>/EtOH (0.1% NH<sub>3</sub>.H<sub>2</sub>O) and the major peak (RT = 5.301 min) was collected to afford (S)-2-((4-(1H-pyrazol-5-yl)phenyl)amino)-N-(2-(pyridin-4-yl)benzo[d]thiazol-5-yl)propanamide (**G5**, 12 mg, 12%) as a white solid. <sup>1</sup>H NMR (400MHz, DMSO-*d*<sub>6</sub>) δ 13.21 - 12.10 (m, 1H), 10.45 (s, 1H), 8.78 (d, 2H), 8.56 (s, 1H), 8.12 (d, 1H), 8.01 (d, 2H), 7.69 (d, 1H), 7.57 - 7.48 (m, 3H), 6.68 (d, 2H), 6.46 (s, 1H), 6.20 (d, 1H), 4.14 (t, 1H), 1.47 (d, 3H). LCMS M/Z: [M+H] 441.

**Table S1. Additional information on IC<sub>50</sub> of GuaB inhibitors (μM)**

| Compound | GuaB <sup>Ab</sup> |                       |                       |      | GuaB <sup>Ec</sup> |                       |                       |      | GuaB <sup>Sa</sup> |                       |                       |      |
|----------|--------------------|-----------------------|-----------------------|------|--------------------|-----------------------|-----------------------|------|--------------------|-----------------------|-----------------------|------|
|          | n                  | mean                  | sem                   | cv   | n                  | mean                  | sem                   | cv   | n                  | mean                  | sem                   | cv   |
| G1       | 3                  | 2.71×10 <sup>-4</sup> | 4.55×10 <sup>-5</sup> | 16.8 | 1                  | 4.78×10 <sup>-1</sup> | NA                    | NA   | 4                  | 3.84×10 <sup>-4</sup> | 4.16×10 <sup>-5</sup> | 10.8 |
| G2       | 4                  | 6.66×10 <sup>-4</sup> | 1.17×10 <sup>-4</sup> | 17.6 | 1                  | 1.58×10 <sup>-2</sup> | NA                    | NA   | 3                  | 3.50×10 <sup>-3</sup> | 5.01×10 <sup>-4</sup> | 14.3 |
| G3       | 2                  | 9.75×10 <sup>-4</sup> | 4.16×10 <sup>-4</sup> | 42.6 | 2                  | 9.10×10 <sup>-2</sup> | 5.73×10 <sup>-3</sup> | 6.30 | 2                  | 2.45×10 <sup>-3</sup> | 1.11×10 <sup>-3</sup> | 45.3 |
| G4       | 2                  | 6.17×10 <sup>-4</sup> | 2.90×10 <sup>-5</sup> | 4.70 | 3                  | 9.03×10 <sup>-1</sup> | 1.10×10 <sup>-1</sup> | 12.2 | 3                  | 6.20×10 <sup>-4</sup> | 1.09×10 <sup>-4</sup> | 17.5 |
| G5       | 2                  | 3.94×10 <sup>-4</sup> | 1.13×10 <sup>-4</sup> | 28.7 | 2                  | 5.69×10 <sup>-1</sup> | 1.30×10 <sup>-2</sup> | 2.28 | 2                  | 5.11×10 <sup>-4</sup> | 3.35×10 <sup>-5</sup> | 6.56 |
| G6       | 2                  | 5.64×10 <sup>-4</sup> | 7.25×10 <sup>-5</sup> | 12.9 | 2                  | 5.90×10 <sup>-3</sup> | 2.51×10 <sup>-4</sup> | 4.26 | 2                  | 8.01×10 <sup>-4</sup> | 1.30×10 <sup>-4</sup> | 16.2 |
| G7       | 2                  | 8.24×10 <sup>-4</sup> | 5.77×10 <sup>-4</sup> | 70.0 | 2                  | 1.20                  | 2.87×10 <sup>-1</sup> | 23.8 | 2                  | 3.94×10 <sup>-4</sup> | 1.69×10 <sup>-4</sup> | 42.8 |

*Ab*: *A. baumannii* ATCC19606; *Ec*: *E. coli* MG1655; *Sa*: *S. aureus* USA300.

n: number of measurements; mean: average of IC<sub>50</sub>; sem: standard error of the mean; cv: coefficient of variation, cv= 100× sem/mean.

**Table S5. Bacterial strains used in this study**

| Strain                             | Species                        | Genotype                                      | Reference   |
|------------------------------------|--------------------------------|-----------------------------------------------|-------------|
| Ab19606                            | <i>Acinetobacter baumannii</i> | Wild-type                                     | ATCC 19606  |
| Ab19606 $\Delta$ guaB              | <i>Acinetobacter baumannii</i> | $\Delta$ guaB::Kan <sup>R</sup>               | (1)         |
| Ab19606 $\Delta$ lpxA              | <i>Acinetobacter baumannii</i> | $\Delta$ lpxA::Kan <sup>R</sup>               | (2)         |
| Ab19606 $\Delta$ adeJ              | <i>Acinetobacter baumannii</i> | $\Delta$ adeJ::Kan <sup>R</sup>               | (1)         |
| MG1655                             | <i>Escherichia coli</i>        | Wild-type                                     | ATCC 700926 |
| MG1655 $\Delta$ guaB               | <i>Escherichia coli</i>        | $\Delta$ guaB::Kan <sup>R</sup>               | This study  |
| MG1655 $\Delta$ tolC               | <i>Escherichia coli</i>        | $\Delta$ tolC::Kan <sup>R</sup>               | (3)         |
| MG1655 $\Delta$ tolC $\Delta$ guaB | <i>Escherichia coli</i>        | $\Delta$ tolC $\Delta$ guaB::Kan <sup>R</sup> | This study  |
| USA300                             | <i>Staphylococcus aureus</i>   | $\Delta$ hsdR $\Delta$ sauUSI                 | (4)         |
| USA300 $\Delta$ guaB               | <i>Staphylococcus aureus</i>   | $\Delta$ hsdR $\Delta$ sauUSI $\Delta$ guaB   | (5)         |

1085 **Table S6. qPCR primers used in this study**  
1086

| Gene           | Forward primer                    | Reverse primer                    | Probe                                                       |
|----------------|-----------------------------------|-----------------------------------|-------------------------------------------------------------|
| <i>Ab_16S</i>  | GAG TAT GGG AGA GGA<br>TGG TAG A  | CGT ACC TCA GCG TCA<br>GTA TTA G  | /56-FAM/AGG TGT AGC /ZEN/GGT GAA ATG CGT<br>AGA /3IABkFQ/   |
| <i>Ab_dnaJ</i> | GCA GAT CGT CAG CAA<br>ACA TTA G  | CAC GAA TAG CCT CGC<br>CTT TA     | /56-FAM/TGG ATA ATG /ZEN/GTG ACC GCG TTC<br>GTT /3IABkFQ/   |
| <i>Ab_dnaK</i> | CTG ACA TCT CTG ACG<br>TCA TCT T  | CGT CTT TAC GTG GCT<br>CTC TAC    | /56-FAM/TGG CAT ACG /ZEN/AGA CTG ACC ACC<br>AAC /3IABkFQ/   |
| <i>Ab_groL</i> | TTT ACG CCG TGC GAT<br>TGA        | CGA AGT TAC CCT CAC<br>CAT TCT T  | /56-FAM/CGT CAA ATC /ZEN/GTT GCG AAT GCT<br>GGT /3IABkFQ/   |
| <i>Ab_groS</i> | GCA GCA ACA TTC GTC<br>CAT TAC A  | GCA GCA GAA CCT GGC<br>AAT A      | /56-FAM/TAC GCG ACG /ZEN/AAT CAC AAC GCG<br>ATC /3IABkFQ/   |
| <i>Ab_grpE</i> | GCG TGA GTC TGA GAA<br>GCA TAA A  | ACC TTC AAG TAC AGG<br>CGT TTC    | /56-FAM/TTT AGA ACG /ZEN/CGC AAT TCA GGC<br>AGC /3IABkFQ/   |
| <i>Ab_entA</i> | CCT GTT CGG TAC TGG<br>CTT AAA    | TCA CCT GGA TCT ACT<br>CTC ACT C  | /56-FAM/TGC AGG TGG /ZEN/AGG TGC ATT ATC<br>TGT /3IABkFQ/   |
| <i>Ab_entB</i> | GTA TCT TCA CGG TGT<br>GGT CAA    | CTC TAG CCA AGG TCG<br>TGT AAT G  | /56-FAM/TCT GTA GTG /ZEN/AGG CAA GTG GCA<br>ACA /3IABkFQ/   |
| <i>Ab_entC</i> | TTT GTG GCT CAC CAA<br>CTC A      | GTC ACT ACC CAC TCA<br>CCA TTA C  | /56-FAM/TTA GTC GGC /ZEN/TGG ATG GAT GCG<br>G/3IABkFQ/      |
| <i>Ab_entD</i> | GCT AAC AGC TTT CGG<br>GAT AGA    | CTA ATT GAC GAA TGA<br>AGC GTG AG | /56-FAM/AGG TCC AGC /ZEN/TCA GCC AAA TCA<br>AAG A/3IABkFQ/  |
| <i>Ab_entE</i> | ATG ACT CCG ACG AGC<br>AAA TC     | CCT TCT GGG ACT TCC<br>CTA TAC T  | /56-FAM/CGA CAC AAG /ZEN/GGC GTC CTA TCA<br>GTT /3IABkFQ/   |
| <i>Ab_entF</i> | GAA GTA CAG GGA CTC<br>CGA AAT G  | ACG GTG TTA CCG CCA<br>TAA TC     | /56-FAM/AAA CAC GCT /ZEN/ACA ACA GAC GAT<br>CTC GG/3IABkFQ/ |
| <i>Ec_16S</i>  | GTC AGC TCG TGT TGT<br>GAA ATG    | CCC ACC TTC CTC CAG<br>TTT ATC    | /56-FAM/ACG AGC GCA /ZEN/ACC CTT ATC CTT<br>TGT /3IABkFQ/   |
| <i>Ec_dnaJ</i> | GTG AAG GCA ACA ACC<br>TGT ATT G  | CAA GGG TCG GTA CTT<br>CGA TTT    | /56-FAM/AGT CCC GAT/ZEN/CAA CTT CGC TAT<br>GGC/3IABkFQ/     |
| <i>Ec_dnaK</i> | GTA TCG CTG GTC TGG<br>AAG TAA A  | CAG GTC ATA AAC CGC<br>GAT AGT    | /56-FAM/TTA CGG TCT/ZEN/GGA CAA AGG CAC<br>TGG/3IABkFQ/     |
| <i>Ec_groL</i> | TGG ACG TGG TTG AAG<br>GTA TG     | GAA CGG GCT TTC CAG<br>TTC TA     | /56-FAM/ACC GTG GCT/ZEN/ACC TGT CTC CTT<br>ACT/3IABkFQ/     |
| <i>Ec_groS</i> | GAA AGT TGG CGA CAT<br>CGT TAT TT | TTC GGA CAT GAT CAA<br>CAC TTC T  | /56-FAM/ACG ATG GCT/ZEN/ACG GTG TGA AAT<br>CTG AG/3IABkFQ/  |
| <i>Ec_grpE</i> | CGC TGG AAG TGG CTG<br>ATA AA     | GCC AAA CTT ACG CAC<br>AAC ATC    | /56-FAM/AAC CCG GAT/ZEN/ATG TCT GCG ATG<br>GTT/3IABkFQ/     |
| <i>Ec_entA</i> | GCG TTC ACT CAG GAG<br>CAA TA     | CTA ACA GTC GCT GAC<br>ACA CTT    | /56-FAM/TCG GCA ACA /ZEN/TCC ATC ACT TCG<br>GTC /3IABkFQ/   |
| <i>Ec_entB</i> | AAT TAC TGC CAG CAC<br>CTA TCC    | ATC CAG ACC GTA GTC<br>GAT CA     | /56-FAM/CCG ATG AAC /ZEN/CGT TCG ATG ACG<br>ACA /3IABkFQ/   |
| <i>Ec_entC</i> | CAG GCG ATG AAA GAG<br>GTA CTG    | TCA AAG GGA GTT GCG<br>AGA TG     | /56-FAM/ACA CGT TCC /ZEN/TTC TTC TCC ACA<br>GCT /3IABkFQ/   |
| <i>Ec_entD</i> | CTA TAA ATG TGT GCC<br>CGC AAT C  | GAC GAG ATA CCA CGG<br>CTA ATG    | /56-FAM/CGG CAG TAT /ZEN/TAG CCA CTG TGG<br>GAC /3IABkFQ/   |
| <i>Ec_entE</i> | GCG AGC GAC AGT TGA<br>GTT AT     | GCG GTT TCA CCA GGT<br>TTA ATG    | /56-FAM/AAA CTA CAC /ZEN/GCG AGG TTA TCC<br>GCC /3IABkFQ/   |
| <i>Ec_entF</i> | TGT GCA GCG TAC CGA<br>TTT AG     | CCC AGT CGA CGC ATA<br>AAG ATA A  | /56-FAM/TGT GCA ATC /ZEN/GTA TGG ACT ACG<br>CCG /3IABkFQ/   |

1087

1088 **Table S7. Structure data collection and refinement statistics.**

1089

|                                | GuaB <sup>Ab</sup> G6 (9C4M)          |
|--------------------------------|---------------------------------------|
| Wavelength                     | 1.105                                 |
| Resolution range               | 72.56 - 2.48 (2.569 - 2.48)           |
| Space group                    | P 1 21 1                              |
| Unit cell                      | 103.157 126.992 127.381 90 102.959 90 |
| Total reflections              | 385994 (39280)                        |
| Unique reflections             | 113072 (11270)                        |
| Multiplicity                   | 3.4 (3.5)                             |
| Completeness (%)               | 99.79 (99.90)                         |
| Mean I/sigma(I)                | 6.88 (2.18)                           |
| Wilson B-factor                | 22.60                                 |
| R-merge                        | 0.173 (0.5893)                        |
| R-meas                         | 0.2053 (0.6961)                       |
| R-pim                          | 0.1095 (0.3675)                       |
| CC1/2                          | 0.981 (0.757)                         |
| CC*                            | 0.995 (0.928)                         |
| Reflections used in refinement | 113056 (11269)                        |
| Reflections used for R-free    | 5766 (583)                            |
| R-work                         | 0.1865 (0.2590)                       |
| R-free                         | 0.2275 (0.3260)                       |
| CC (work)                      | 0.949 (0.867)                         |
| CC (free)                      | 0.918 (0.759)                         |
| Number of non-hydrogen atoms   | 21854                                 |
| macromolecules                 | 19652                                 |
| ligands                        | 736                                   |
| solvent                        | 1770                                  |
| Protein residues               | 2680                                  |
| RMS(bonds)                     | 0.102                                 |
| RMS(angles)                    | 2.88                                  |
| Ramachandran favored (%)       | 97.95                                 |
| Ramachandran allowed (%)       | 2.01                                  |
| Ramachandran outliers (%)      | 0.04                                  |
| Rotamer outliers (%)           | 2.92                                  |
| Clashscore                     | 2.46                                  |
| Average B-factor               | 29.04                                 |
| macromolecules                 | 28.67                                 |
| ligands                        | 23.69                                 |
| solvent                        | 34.43                                 |

1090 Statistics for the highest-resolution shell are shown in parentheses.

## References

1. Kofoed EM, Aliagas I, Crawford T, Mao J, Harris SF, Xu M, Wang S, Wu P, Ma F, Clark K, Sims J, Xu Y, Peng Y, Skippington E, Reeder J, Ubhayakar S, Baumgardner M, Yan Z, Chen J, Park S, Zhang H, Yen C-W, Lorenzo M, Skelton N, Liang X, Chen L, Hoag B, Li CS, Liu Z, Wai J, Liu X, Liang J, Tan M-W. 2024. Discovery of GuaB inhibitors with efficacy against *Acinetobacter baumannii* infection. *mBio*.
2. Tiku V, Kew C, Kofoed EM, Peng Y, Dikic I, Tan M-W. 2022. *Acinetobacter baumannii* Secretes a Bioactive Lipid That Triggers Inflammatory Signaling and Cell Death. *Front Microbiol* 13:870101.
3. Alexander MK, Miu A, Oh A, Reichelt M, Ho H, Chalouni C, Labadie S, Wang L, Liang J, Nickerson NN, Hu H, Yu L, Du M, Yan D, Park S, Kim J, Xu M, Sellers BD, Purkey HE, Skelton NJ, Koehler MFT, Payandeh J, Verma V, Xu Y, Koth CM, Nishiyama M. 2018. Disrupting Gram-Negative Bacterial Outer Membrane Biosynthesis through Inhibition of the Lipopolysaccharide Transporter MsbA. *Antimicrob Agents Ch* 62:e01142-18.
4. Monk IR, Shah IM, Xu M, Tan M-W, Foster TJ. 2012. Transforming the Untransformable: Application of Direct Transformation To Manipulate Genetically *Staphylococcus aureus* and *Staphylococcus epidermidis*. *mBio* 3:e00277-11.
5. Kofoed EM, Yan D, Katakam AK, Reichelt M, Lin B, Kim J, Park S, Date SV, Monk IR, Xu M, Austin CD, Maurer T, Tan M-W. 2016. De Novo Guanine Biosynthesis but Not the Riboswitch-Regulated Purine Salvage Pathway Is Required for *Staphylococcus aureus* Infection In Vivo. *J Bacteriol* 198:2001–2015.

How the deposited data were processed for this re-analysis (not part of the article)

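RNA-seq gene counts of 24 cultures were used, 12 of Ab19606 and 12 of MG1655 Δ*tolC*, in 4 groups of 3 libraries per strain: untreated at 0 h, untreated at 1 h, G6 at 1 h and ciprofloxacin at 1 h, both drugs at 4× MIC. The authors made the deposited counts by removing rRNA reads and low-quality reads, aligning the remaining reads with GSNAP and counting uniquely mapped reads on each gene in each library. The values are whole numbers without normalization, with 3748 genes for Ab19606 and 4518 for MG1655 Δ*tolC*, of which 69 and 11 carry no annotation.

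Conditions were taken from the sample labels and matched to the columns of the count tables. Neither gives replicate numbers, so replicates are numbered in the order of the library identifiers and the planned fits pair no libraries. Depth per library ran from 15362698 counts (Ab19606, ciprofloxacin) to 40717382 counts (MG1655 Δ*tolC*, 0 h). The Ab19606 libraries of one group varied more than those of MG1655 Δ*tolC*, with a common biological coefficient of variation of 0.455 against 0.249, so a given fold change has a wider error in Ab19606.

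Counts were analysed in R 4.3.3. Genes were filtered with filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total count 15), scaled by TMM and fitted by edgeR's quasi-likelihood method over the 9 libraries of a strain at 1 h, or over all 12 for untreated cells at 1 h against 0 h. The contrasts were each drug against untreated cells at 1 h, G6 against ciprofloxacin, and untreated cells at 1 h against 0 h. A gene was called when its log2 fold change was beyond 1 in either direction at a Benjamini-Hochberg adjusted p under 0.05. The SE is the log2 fold change divided by the square root of the quasi-likelihood F statistic. Genes with a protein accession in the deposited annotation were taken as protein coding. The strains were compared over the 1327 ortholog pairs of Table S4 in one edgeR fit with a term for strain by drug. In that table some *E. coli* genes stand beside more than 1 Ab19606 paralog, and these pairs share the *E. coli* counts.

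Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with camera at an estimated correlation and with fry. They were the genes the paper plots (purine synthesis before IMP, siderophore biosynthesis, siderophore export and uptake, ROS detoxification, SOS response, chaperones, and tryptophan, glutamate and histidine biosynthesis), flagellar genes in MG1655 Δ*tolC*, and the 27 KEGG labels that Table S3 reports and Table S4 assigns to at least 3 genes. The labels were tested against the orthologs of Table S4. Shortened label cells of Table S4 were left out. The lists were chosen by the study on these libraries. Correlations between the 2 drugs were set against 20 simulations in which neither drug had an effect and the untreated libraries were shared. Runs were 8 or more neighbouring called genes of one direction with at most 1 failing gene between 2 called ones, set against 200 shuffles of gene order. The order in Ab19606 is that of the count table, checked against the coordinates Table S2 gives for 787 genes without finding an inversion.

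The genes named in the text follow a rule written before the count files were opened but after Tables S2 to S4 had been seen. They are every gene the paper names or plots, with *tolC* and *purR*; the 5 largest increases and 5 largest decreases of each drug contrast among called genes whose libraries do not overlap; the 3 largest of each for untreated cells at 1 h against 0 h; and the first and last gene of the longest run of each drug contrast. Further genes were named only after their values were seen, and the text says so.

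The alternatives were voom with limma, DESeq2 1.42.0, RLE, upper-quartile and total-count scaling, no low-count filter, at least 10 counts in every library, thinning to the smallest library, protein-coding genes alone, a test against a fold change of 2 (glmTreat), fits of only the 2 groups compared, fits of all 12 libraries, untreated cells at 0 h as the control, and each library left out in turn. Added after the data were seen were 1 surrogate variable (sva 3.50.0), a replicate block in the order of the library identifiers, the difference of separate fits of the strains, and 2 voom settings found by a search of 133 fits. Of these, the fit with sample quality weights came nearest to Table S4. The fit with RLE factors was picked because its number of calls and its adjusted p came near Table S2, while other RLE fits come as near or nearer in log2 fold change. Those 2 settings are quoted only where values are set beside the paper's or where the effect of processing is listed, and count for nothing in judging stability.

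The procedures were tested on simulated data. The changes put into genes were all larger than the fold change asked of a call, so the shares recovered do not cover smaller changes. The simulated libraries varied independently, unlike the real ones of Ab19606, so the numbers of false calls may be too low for these data. With 200 changed genes among 3727 at the Ab19606 variation, edgeR recovered 80.0% with 2 false calls, voom 80.5% with 2 and DESeq2 92.5% with 18. At the MG1655 Δ*tolC* variation, edgeR recovered 97.5% with 9 false calls, voom 98.0% with 9 and DESeq2 98.0% with 20. The strain-by-drug test recovered 91.0% of 122 differences with 2 false calls among 1327 pairs.

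The Western blot, metabolite, RT-qPCR, dye and killing experiments of the paper were not analysed here. The copies of Table S2 for G6 in MG1655 Δ*tolC* and of Table S4 for ciprofloxacin hold only part of their genes here, so no overlap with them was computed. Reads were not realigned. Only uniquely mapped reads were counted, so near-identical paralogs and the rRNA genes are poorly measured.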

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

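Apart from the tests of position on the chromosome, coding length and prophage words, which were set beforehand, the use of a value as a test of an explanation in this part was chosen after the results were seen. Total-count scaling, thinning and the filter of at least 10 counts in every library were themselves set beforehand as alternatives.

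The effect of G6 differed between the strains for 730 of 1327 ortholog pairs by the strain-by-drug term in edgeR, and that of ciprofloxacin for 222. Of 100 splits of the libraries, 1 gave as many pairs as the G6 result, the real split itself, and the largest other gave 698. That other value is close, so the libraries can be regrouped to give nearly as many pairs. The splits were drawn from regroupings of the libraries of both strains. Some regroupings keep or wholly reverse the true labels of a strain, so its drug effect stays in the difference. Others mix its treated and untreated libraries, which dilutes the effect. Neither kind holds the strains at an equal effect, and which kind gave 698 was not recorded. The splits cannot decide whether chance explains the difference between the strains. Total-count scaling gave 900 pairs, more than with TMM. It raises the median log2 fold change with G6 in Ab19606 (0.0471 to 0.514) and lowers it in MG1655 Δ*tolC* (−0.154 to −1.05). This moves every difference between the strains in one direction, so the value cannot show whether scaling is a cause. The strains were treated at different concentrations, so species, concentration and handling stay open and were not tested.

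By list, the median log2 fold change with G6 in Ab19606 less that in MG1655 Δ*tolC* was 3.425 for purine synthesis before IMP, 2.139 for siderophore biosynthesis, −3.62 for ROS detoxification, −5.627 for chaperones, and 5.144 for tryptophan, glutamate and histidine biosynthesis. Of the KEGG labels, 15 differed, among them ribosome (median −1.04, camera adjusted p = 0.0120 by limma), histidine metabolism (4.29, adjusted p = 6.99e-06) and the one-carbon pool (2.31, adjusted p = 0.00222), while oxidative phosphorylation did not (0.57, adjusted p = 0.113). All 5 of the named medians kept their sign under RLE, upper-quartile and total-count scaling. The siderophore difference was the closest to its threshold (camera adjusted p = 0.0466 by limma). It is open whether these differences reflect the species, the concentrations or the growth state at the time of treatment.

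Untreated cells changed during the hour, which the paper does not discuss. Between 0 h and 1 h, 662 genes changed in Ab19606 (420 higher and 242 lower) and 1233 in MG1655 Δ*tolC* (685 higher and 548 lower) by edgeR. In each strain, 1 of 10 splits gave as many, the real one, and the others gave 0. The 3 libraries of one time all lay above or below the 3 of the other in 43.7% and 63.9% of genes, against 10% by chance. The 10 splits alone cannot give a share under 0.1. After thinning to the smallest library, 663 and 1236 genes changed, which argues against depth. Total-count scaling gave 728 higher and 102 lower in Ab19606, and 2215 genes in MG1655 Δ*tolC* with 214 of them lower, so the balance of directions depends on the scaling. The largest changes were in *entA* (8.01, adjusted p = 6.73e-05 by edgeR, 3 of 3 libraries higher), *entB* (7.38) and DJ41_RS10450 (7.09), and in *BETA* (−4.22), *BFRA* (−3.63) and DJ41_RS09800 (−3.61) in Ab19606. In MG1655 Δ*tolC* they were in *hdeB* (5.73, adjusted p = 1.43e-07 by edgeR, 3 of 3 libraries higher), *hdeA* (5.66) and *rrsB* (5.64, SE 1.57, an rRNA gene near the floor), and in *spy* (−6.00), *ldtC* (−5.10) and *yebE* (−5.05). Growth during the hour stays open and was not tested.

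Changed genes lay in runs of neighbours, which the paper does not describe. With G6 there were 9 runs in Ab19606 holding 95 genes (at most 1 in 200 shuffles of gene order) and 30 in MG1655 Δ*tolC* holding 332 genes (at most 10). The longest ran from *TDCB* (DJ41_RS14975) to *entC* (DJ41_RS15075), with 20 of 21 genes lower and a median of −3.75, and from *hisG* to *wcaD* (2090192 to 2130878), with 33 of 38 lower. The Ab19606 number was 4 without untreated 1 h replicate 1 or without G6 replicate 1, and 3 without G6 replicate 3. Total-count scaling gave 82 runs in MG1655 Δ*tolC*. The shuffles place the calls on genes at random, so neighbours that are transcribed together would exceed them without any further cause. This limit also holds for the ciprofloxacin runs below. No explanation was tested.

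After ciprofloxacin there were 12 runs in Ab19606 holding 144 genes, 11 of them higher, and 13 in MG1655 Δ*tolC* holding 190 genes, 10 of them higher, with 0 in every shuffle. In MG1655 Δ*tolC* the longest, from *yieL* to *asnC* (24 genes, 3899408 to 3927003), lies near the replication origin. A candidate explanation is more copies of genes near the origin after ciprofloxacin. Over all genes, log2 fold changes fell with distance from the origin by a slope of −0.322 per Mb, against −0.0822 with G6. Outside the ciprofloxacin runs the slope was −0.212, at −0.212 and −0.211 on the 2 arms. Most of the fall lay close to the origin, with a median of 0.431 in the first 0.5 Mb and of −0.0563, −0.113, −0.129 and −0.175 in the next 4 steps of that size. Beyond 0.5 Mb, a limit chosen after these medians were seen, the slope over all genes was −0.0419, against −0.0576 with G6, and outside the runs it was −0.0165 and −0.103 on the 2 arms, so the values show a rise near the origin and little gradient along the rest. With coding length in the model the slope was −0.218, and thinned libraries gave 13 runs, which argues against length and depth. Scaling cannot raise the genes near the origin alone. Whether copies or transcription rose there stays open.

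The spans of the Ab19606 runs that were higher after ciprofloxacin hold 131 genes, with the failing genes between called ones included. Of these, 4.58% have a description that names a phage part, against 0.612% of the other genes tested (two-sided exact Fisher test p = 0.000335). Of the 131, 110 are described as hypothetical. Neighbouring genes are not independent, so this p overstates the evidence. With at least 10 counts in every library, 10 runs were found, which argues against low counts as the whole cause. The runs may hold prophage genes that responded to ciprofloxacin, a hypothesis that word matches in 6 genes cannot settle.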

How the results depend on the processing

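The alternatives were set before the data were examined, except for 1 surrogate variable, a replicate block, the separate fits of the strains and 2 voom settings matched to the paper's tables, which were chosen after the data were seen.

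The labels and columns carry no replicate numbers, so no paired analysis was planned. A replicate block in the order of the library identifiers, chosen after the data were seen, gave 1014 genes for G6, 517 for ciprofloxacin, 1382 for G6 against ciprofloxacin and 741 for 0 h against 1 h in Ab19606, and 2141, 759, 2042 and 1234 in MG1655 Δ*tolC*, all within 1.5 times the values without it. Deviations from the group mean of same-numbered libraries correlated at 0.523, 0.651 and 0.416 in Ab19606 and 0.601, 0.201 and 0.324 in MG1655 Δ*tolC* for untreated cells with ciprofloxacin, so these libraries vary together in that order, although in MG1655 Δ*tolC* untreated 1 h replicate 2 goes more with ciprofloxacin replicate 3 (0.41). For untreated cells with G6 they correlated at −0.0683, 0.821 and 0.854 in Ab19606 and 0.00601, 0.0163 and 0.105 in MG1655 Δ*tolC*, so for G6 the order does not establish pairs. Of 364 values of named genes, 353 kept their side under the block, 0 lost a call and 11 gained one. These were *guaB* (1.25), *entA* (−2.12), the second *umuD* (3.87), *grpE* (1.09) and *hisF* (1.29) in Ab19606 after ciprofloxacin, *hisB* (1.13), *hisF* (1.32) and *hisG* (1.16) in Ab19606 with G6, *purE* (−1.03) in MG1655 Δ*tolC* with G6, and *purB* (1.23) and *yfeK* (−1.07) there after ciprofloxacin.

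A test against a fold change of 2 (glmTreat) asks more of each gene by its construction. It lowered the genes changed by G6 in Ab19606 from 796 to 256, by ciprofloxacin from 345 to 199 in Ab19606 and from 727 to 266 in MG1655 Δ*tolC*, between G6 and ciprofloxacin in Ab19606 from 1098 to 453, and between 0 h and 1 h from 662 to 189 and from 1233 to 609. It gave 1475 genes for G6 in MG1655 Δ*tolC*, from 2116, and 1414 between G6 and ciprofloxacin there, from 2037, both within 1.5 times. It also lowered the orthologs changed by G6 in Ab19606 from 384 to 120, and the runs to 2 for G6 in Ab19606, 18 for G6 in MG1655 Δ*tolC* and 7 for ciprofloxacin in MG1655 Δ*tolC*.

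Total-count scaling gave 1221 genes for ciprofloxacin and 2215 for 0 h against 1 h in MG1655 Δ*tolC*, where it moves the median of all genes. It gave 5 runs for G6 in Ab19606, and 82 and 31 runs for G6 and ciprofloxacin in MG1655 Δ*tolC*. Untreated cells at 0 h as the control gave 1269 and 1306 genes for ciprofloxacin in the 2 strains, where growth for 1 h is part of the contrast. For the G6 runs in Ab19606, no failing gene within a run gave 5 and fits of only the 2 groups compared gave 4. The cause was not tested.

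Of the settings added later, 1 surrogate variable gave 564 genes for ciprofloxacin in Ab19606. The voom fit with sample quality weights gave 1368 genes for G6, 899 for ciprofloxacin and 16 runs for G6 in Ab19606, and the voom fit with RLE factors gave 517 genes and 3 runs for G6. The cause was not tested.

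For gene lists, 18 of 34 in Ab19606 and 20 of 35 in MG1655 Δ*tolC* passed camera. With fry, 31 passed in MG1655 Δ*tolC*, and with an estimated inter-gene correlation in camera 0 passed in either strain (8 and 5 at an unadjusted p under 0.05). The cause was not tested. With only *E. coli* genes that have 1 ortholog, the correlation of G6 effects between the strains was 0.1357 instead of 0.1635.

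With each library left out in turn, the changed genes in Ab19606 numbered 557 to 938 for G6, 232 to 558 for ciprofloxacin, 707 to 1456 for G6 against ciprofloxacin (lowest without ciprofloxacin replicate 2, highest without G6 replicate 2) and 455 to 685 for 0 h against 1 h. In MG1655 Δ*tolC* they numbered 665 to 895 for ciprofloxacin and 1138 to 1350 for 0 h against 1 h. The orthologs changed by G6 numbered 282 to 432 in Ab19606 and 684 to 709 in MG1655 Δ*tolC*, and those that differed between the strains 660 to 798. The lists passing numbered 18 to 20 and 20 to 20. Runs numbered 3 to 9 for G6 and 9 to 12 for ciprofloxacin in Ab19606, and 26 to 33 and 11 to 15 in MG1655 Δ*tolC*. The correlation of the 2 drugs in Ab19606 lay between −0.01405, without G6 replicate 2, and 0.1911, without untreated 1 h replicate 3, so its sign rests on single libraries. In MG1655 Δ*tolC* it lay between 0.3155 and 0.3546, and the correlation between the strains between 0.1425 and 0.1741. The cause was not tested.

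The counts of genes changed by G6 in MG1655 Δ*tolC* and of orthologs that differed between the strains stayed within 1.5 times their values under every alternative run. Of 364 values of named genes, 359 kept their direction and side of the threshold with voom, 352 with DESeq2, 360 with RLE, 351 with upper-quartile and 310 with total-count scaling, and none reversed. A sign change was taken as a reversal only where the value is called, so uncalled values that changed sign are not in that tally. Of 2184 leave-out values, 2073 kept their side, 78 lost their call and 33 gained one. With at least 10 counts in every library 342 of the 364 could be given, and with protein-coding genes alone 360. Depth limits genes near the floor such as *rrsB*, while thinning to the smallest library changed 1 of the 364.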

Differences from the paper's values

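Counts, percents and folds were taken to differ when one was more than 1.5 times the other, and log2 fold changes when their signs differed or the gap was more than the SD between replicates of the 2 groups. No test in this part was used to choose a method. The settings matched to the paper's tables were found after all values were seen, by a search of 133 fits, and are not the paper's method, whose text names voom and limma without weights or a scaling.

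The paper gives 523 significantly changed genes for G6 in Ab19606, and edgeR gave 796. Of the 19 alternatives set before the data were examined, 5 lay within 1.5 times the paper's value, namely fits of only the 2 groups compared (559), and fits without untreated 1 h replicate 1 (557), untreated 1 h replicate 2 (780), G6 replicate 1 (607) or G6 replicate 3 (581). The other 14 differed. The voom fit with RLE factors on the 2 groups, chosen after seeing the values, gave 517 and drops 8 of the paper's 523 genes. It was picked on the number of calls. Fits of all 3 groups with RLE factors lie closer to the log2 fold changes of Table S2 and call 797. Of the paper's 523 genes, 518 were also called by edgeR. The paper gives 14.3 as the percent of protein-coding genes changed, and edgeR gave 21.45. Within 1.5 times the paper's value were the 2-group fit (15.17), the fits without untreated 1 h replicate 1 (15.09), untreated 1 h replicate 2 (21.1), G6 replicate 1 (16.35) or G6 replicate 3 (15.78), and untreated cells at 0 h as the control (21.21). The other 13 of 19 differed. The same voom fit, chosen after seeing the values, gave 14.03 and drops the same 8 genes.

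For the decrease of the siderophore biosynthesis genes with G6 in both strains, the paper gives 4-fold as the smallest fold decrease of the ent/bas genes, against 11.3 here, and 32-fold as the largest fold decrease of the ent/bas genes, against 80.7 here. All 17 alternatives differed from both, as did the settings added later. Fig. 5A, which the paper cites there, also plots RT-qPCR. No *ent* gene is among the genes given below whose log2 fold change differed from Table S4, so the gap concerns the folds in the paper's text.

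Of 49 Ab19606 genes with a log2 fold change, Table S4, in the G6 contrast, 8 differed, 4 of them in sign. For *purF* the paper gives 1.033 and edgeR 0.664, and all 17 alternatives differed. For *purD* the paper gives 0.03234 and edgeR −0.244, and 2 alternatives did not differ, total-count scaling (0.37) and the fit without untreated 1 h replicate 2 (0.32). For *purT* the paper gives 0.01064 and edgeR −0.0588, and 4 did not differ, total-count scaling (0.46) and fits without untreated 1 h replicate 2 (0.29), G6 replicate 1 (0.10) or G6 replicate 3 (0.10). For *purL* the paper gives 1.822 and edgeR 1.46, and 6 did not differ, voom (1.49), 2 groups (1.52), total-count scaling (2.05), at least 10 counts (1.49) and fits without untreated 1 h replicate 2 (1.87) or G6 replicate 1 (1.54). For *gstA* the paper gives −2.047 and edgeR −2.46, and 2 did not differ, total-count scaling (−1.996) and the fit without untreated 1 h replicate 3 (−2.26). For *osmC* the paper gives −2.366 and edgeR −2.71, and only the fit without untreated 1 h replicate 2 (−2.50) did not differ. For *gltB* the paper gives 0.1304 and edgeR −0.0522, and 4 did not differ, 2 groups (0.0001516), total-count scaling (0.54) and fits without untreated 1 h replicate 2 (0.38) or G6 replicate 1 (0.09). For *gltD* the paper gives 0.1025 and edgeR −0.744, and only the fit without untreated 1 h replicate 2 (0.19) did not differ. The remaining alternatives of the 17 differed for each gene.

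Of 55 MG1655 Δ*tolC* genes with a log2 fold change, Table S4, in the G6 contrast, 5 differed, 1 in sign. For *purD* the paper gives −2.172 and edgeR −3.03, and 6 of 17 alternatives did not differ, voom (−2.70), DESeq2 (−2.94), RLE (−2.94), thinning (−2.98) and fits without untreated 1 h replicate 1 (−2.06) or G6 replicate 1 (−2.91). For *purL* the paper gives −3.65 and edgeR −4.49, and 5 did not differ, voom (−4.14), DESeq2 (−4.40), RLE (−4.40) and fits without untreated 1 h replicate 1 (−3.53) or G6 replicate 1 (−4.44). For *purH* the paper gives −1.665 and edgeR −2.57, and 4 did not differ, voom (−2.18), DESeq2 (−2.48), RLE (−2.48) and the fit without untreated 1 h replicate 1 (−1.50). For *fiu* the paper gives −3.619 and edgeR −6.03, and 2 did not differ, voom (−4.74) and the fit without untreated 1 h replicate 1 (−3.47). For *tolC* the paper gives 0.07422 and edgeR −0.20, and 3 did not differ, voom (0.06) and fits without untreated 1 h replicate 1 (0.25) or G6 replicate 3 (0.04). The remaining alternatives of the 17 differed for each gene.

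A voom fit with sample quality weights on the 2 groups compared, chosen after seeing the values, gives the Table S4 values of all these genes in both strains, and drops 0 of the paper's 502 Ab19606 and 0 of its 714 MG1655 Δ*tolC* orthologs, calling 503 and 714. Some of these genes also did not differ under other settings chosen after seeing the values. With 1 surrogate variable they were *purL* (1.50) and *gltB* (0.005662) in Ab19606 and *purD* (−2.76), *purL* (−4.23), *purH* (−2.26) and *fiu* (−4.88) in MG1655 Δ*tolC*. With a replicate block they were *purL* (1.49) in Ab19606 and *purD* (−2.57), *purL* (−4.05), *purH* (−2.07) and *fiu* (−4.49) in MG1655 Δ*tolC*. With the voom fit with RLE factors they were *purD* (−2.61), *purL* (−4.05), *purH* (−2.09), *fiu* (−4.64) and *tolC* (0.1488) in MG1655 Δ*tolC*. The planned edgeR analysis called 384 and 699, and the first was within 1.5 times the paper's number.

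Several genes that the paper counts among those changed were not called by edgeR. The paper describes the Ab19606 genes before IMP as higher, and 4 of 10 were called. Of the others, total-count scaling called *purF* (1.19), *purM* (1.53) and *purH* (1.11), the fit without untreated 1 h replicate 2 called *purM* (1.27), and the quality-weight fit, chosen after seeing the values, called *purF* (1.03) and *purM* (1.19). No setting called *purC*, *purD* or *purT*. For *purE* of MG1655 Δ*tolC* (−1.30), 9 of 17 alternatives made the call, DESeq2 (−1.21), 2 groups (−1.32), upper quartile (−1.52), total count (−2.15), no filter (−1.31), at least 10 counts (−1.40), without untreated 1 h replicate 2 (−1.56), without untreated 1 h replicate 3 (−1.59) and 12 libraries (−1.31), and so did 1 surrogate variable (−1.14) and a replicate block (−1.03), both added after seeing the data.

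The paper describes *umuC* of MG1655 Δ*tolC* as higher, and its value of 0.69 was below the fold change asked under every setting, while the adjusted p was 0.00284 by edgeR with 3 of 3 libraries higher. It plots *tonB* among lower genes, and only total-count scaling called it (−1.42). It describes all Ab19606 ROS genes as lower, and 6 of 7 were called, with no setting calling *katE* (−0.58). It describes the chaperones as lower in Ab19606, and 2 of 5 were called. Of the others, *groS* was called only by the quality-weight fit chosen after seeing the values (−1.32), *grpE* by that fit (−1.03) and without untreated 1 h replicate 2 (−1.003), and *dnaJ* by none. For *entA* of Ab19606 after ciprofloxacin (−2.25), the call was made by DESeq2 (−2.27), 2 groups (−2.24), total-count scaling (−2.21) and 12 libraries (−2.25), and by the 4 settings added after seeing the values.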

Other observations

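The gene *ssrA* was picked after its share of the counts was seen, and only the prediction of its test was written before the median without it was computed. For the other explanations in this part, the test was chosen after the results were seen, although total-count scaling and thinning were set beforehand as alternatives.

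With 3 libraries against 3 there are 10 splits, which alone cannot give a share under 0.1. In each of the contrasts of G6 and ciprofloxacin with untreated cells and with each other, in both strains, 1 of 10 splits gave as many changed genes, the real one. The largest other split gave 591 genes for G6 in Ab19606 and 0 in each of the other contrasts. For the number of gene lists passing, 1 of 10 splits gave as many in Ab19606 and 4 of 10 in MG1655 Δ*tolC*, so there the number of lists passing says little.

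Siderophore genes were lower after G6 than in untreated cells at 1 h in both strains, but stood differently against the start. In Ab19606, 0 of 13 were called lower after G6 than at 0 h by edgeR and 11 were higher (median 2.00), while all 13 rose in untreated cells during the hour (median 5.56). This is consistent with a smaller rise in treated cells rather than a loss. In MG1655 Δ*tolC*, 25 of 28 were lower than at 0 h (median −2.87), as were 10 of 10 purine genes before IMP (median −4.00) and 14 of 14 tryptophan, glutamate and histidine genes (median −2.85), which argues against a smaller rise as the whole cause there. The purine genes also fell in untreated cells during the hour (median −1.68, 7 called lower).

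The Ab19606 libraries of one group lay apart along one axis. Deviations from the group mean correlated at 0.821 between untreated 1 h replicate 2 and G6 replicate 2, 0.854 between untreated 1 h replicate 3 and G6 replicate 3, 0.761 between untreated 1 h replicate 3 and G6 replicate 1, and −0.852 between untreated 1 h replicate 3 and G6 replicate 2. An exchange of labels between an untreated and a G6 library would need another split to give more changed genes than the 796 of the labels, and the largest other gave 591. That split exchanges untreated 1 h replicate 3 and G6 replicate 2, the pair at −0.852, and the remaining splits gave 0. After thinning the correlation of untreated 1 h replicate 2 and G6 replicate 2 was 0.811, which argues against depth. Without the 10 most abundant genes of each library it was 0.8215, so it does not rest on the values of those genes. They are few among all genes, so leaving them out could hardly move the correlation and decides little. A difference between batches or in growth stays open, since the labels give no batch. No biological explanation was tested.

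Under total-count scaling the median log2 fold change with G6 in MG1655 Δ*tolC* was −1.05. The gene *ssrA* took 17.5% to 21.6% of the counts after G6, and the shift could come from that share. With *ssrA* left out of the totals the median was −0.822, with 528 genes higher and 1930 lower, so *ssrA* alone is not the whole cause. Without the 10 most abundant genes of each library it was −0.718. Whether the remaining shift is a change in total mRNA cannot be read from these counts.

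The Table S4 values of Ab19606 differ from those of Table S2. A voom fit with sample quality weights on the 2 groups, found by the search of 133 fits, reached Table S4 with a root mean square difference of 1.81e-06, which is consistent with such weights having been used there. Its weights were 0.264 for untreated 1 h replicate 2, 0.4983 for untreated 1 h replicate 3 and 0.1477 for G6 replicate 2, against 3.58 or more for the other 3 libraries. For Table S2 the smallest difference reached was 0.00531, with RLE factors and no weights, so its fit was not identified.

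After ciprofloxacin, the 7 export and uptake genes of Ab19606 all changed (median −2.20, camera adjusted p = 2.53e-07 by limma), while of 22 in MG1655 Δ*tolC* 1 did, *fecE* (−1.02, adjusted p = 0.0114 by edgeR, 3 of 3 libraries lower), whose call was lost without untreated 1 h replicate 3, ciprofloxacin replicate 1 or ciprofloxacin replicate 3. The median of the SOS genes was 3.39 in Ab19606 (3 of 4 called, and the second *umuD* too with a replicate block chosen after the data were seen) and 4.68 in MG1655 Δ*tolC* (4 of 4). Of the purine genes before IMP, *purK* (1.72) and *purE* (1.74) were called in Ab19606 and none in MG1655 Δ*tolC* by edgeR, whose median went from 0.29 to −0.29 under total-count scaling. Of the ROS genes none was called in Ab19606 by edgeR, and *sodA* (1.40) and *osmC* (1.05) were in MG1655 Δ*tolC*, where the list median went from 0.19 to −0.37 under total-count scaling.

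The 42 flagellar genes of MG1655 Δ*tolC* had a median of −4.45 with G6 (37 lower and 1 higher, camera adjusted p = 3.15e-10 by limma) and −1.69 with ciprofloxacin (39 lower, adjusted p = 2.54e-18). *tolC*, which the strain lacks, had 31 to 280 counts per library, which the counts alone cannot place within the gene, and its log2 fold change with G6 was −0.20 (adjusted p = 0.75 by edgeR).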
